# Characterization of the development of the mouse cochlear epithelium at the single cell level

**DOI:** 10.1038/s41467-020-16113-y

**Published:** 2020-05-13

**Authors:** Likhitha Kolla, Michael C. Kelly, Zoe F. Mann, Alejandro Anaya-Rocha, Kathryn Ellis, Abigail Lemons, Adam T. Palermo, Kathy S. So, Joseph C. Mays, Joshua Orvis, Joseph C. Burns, Ronna Hertzano, Elizabeth C. Driver, Matthew W. Kelley

**Keywords:** Developmental biology, Neuroscience

## Abstract

Mammalian hearing requires the development of the organ of Corti, a sensory epithelium comprising unique cell types. The limited number of each of these cell types, combined with their close proximity, has prevented characterization of individual cell types and/or their developmental progression. To examine cochlear development more closely, we transcriptionally profile approximately 30,000 isolated mouse cochlear cells collected at four developmental time points. Here we report on the analysis of those cells including the identification of both known and unknown cell types. Trajectory analysis for OHCs indicates four phases of gene expression while fate mapping of progenitor cells suggests that OHCs and their surrounding supporting cells arise from a distinct (lateral) progenitor pool. *Tgfβr1* is identified as being expressed in lateral progenitor cells and a Tgfβr1 antagonist inhibits OHC development. These results provide insights regarding cochlear development and demonstrate the potential value and application of this data set.

## Abstract (web summary)

How the development of the cochlear epithelium is regulated is unclear. Here, the authors use single cell RNAseq analysis to provide insight into the transcriptional changes arising during development of the murine cochlear inner and outer hair cells.

## Introduction

The organ of Corti (OC), located in the floor of the scala media of the cochlea, acts as the primary sensory transducer of sound in mammals. This structure comprises a highly diverse cellular mosaic that includes two different types of mechanosensory hair cells (HCs), and an undefined number of associated supporting cell (SC) types (Fig. 1a). All of these cells are believed to arise from a developmental equivalence group referred to as the prosensory domain^1^. The results of embryologic manipulations and molecular genetic experiments suggest that otocyst precursor cells proceed through several rounds of lineage restriction that progressively specify subsets of cells as prosensory cells, and ultimately as either HCs or SCs (ref. ^1^).

**Fig. 1:**
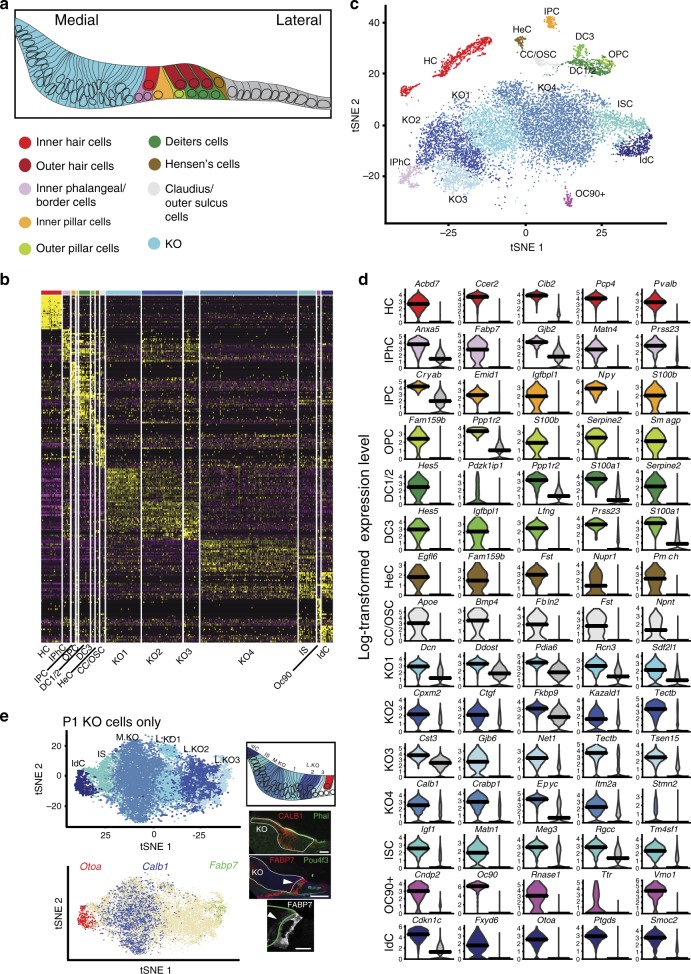
Characterization of cell types in the P1 cochlea. **a** Line drawing of a cross section of the floor of the cochlear duct at P1. Distinct cell types within the organ of Corti (OC) are color coded. **b** Heat map for ~14,000 cochlear cells collected from four separate experiments at P1. Top 25 differentially expressed (DE) genes for the 15 identified clusters are shown. Cellular identity for each cluster is indicated by a color bar at the top of the heat map, which corresponds to the legend in **a**, and by a cell name at the bottom. **c** *t*SNE plot for the same cells as in **b**. Cluster identities are indicated. **d** Violin plots showing normalized log-transformed expression values for the top five DE genes for each cell type (color coded as in **c**) by comparison with all other P1 cells (gray on the right in each graph). Bars indicate median expression level. **e** Upper left panel, *t*SNE plot of cells determined to be derived from KO (between the OC and medial edge of the cochlear duct). Lower left panel, feature plot for the same cells as in the upper panel indicating high expression of *Otoa*, *Calb1*, and *Fabp7* (based on color) in different clusters of cells. Lower right panel, cross sections through the cochlear duct at P1, illustrating expression of CALB1 in the medial region of KO and FABP7 directly adjacent to the OC (arrow; scale bars, 20 μm). Lowest panel shows high-magnification view of expression of FABP7 (arrow, gray scale) at the lateral KO border (green line; scale bar, 10 μm). Upper right panel, summary diagram of the spatial distribution of KO cell clusters at P1. HC hair cells, IPhC inner phalangeal cells/border cells, IPC inner pillar cells, OPC outer pillar cells, DC1/2 Deiters’ cells rows 1 and 2, DC3, Deiters’ cells row 3, HeC Hensen’s cells, CC/OSC Claudius cells/outer sulcus cells, IdC interdental cells, ISC inner sulcus cells, KO Kölliker’s organ cells, L.KO lateral Kölliker’s organ cells, M.KO medial Kölliker’s organ cells, OC90 OC90^+^ cells.

To examine the transcriptional changes that occur during the formation of the OC, we dissociate cochlear duct cells at four developmental time points and then capture individual cells for analysis using single-cell RNAseq. Results identify multiple unique cell types at each time point, including both known types, such as HCs and SCs, and previously unknown cell types, such as multiple unique cell types in Kölliker’s organ (KO). Cells collected from E14 and E16 cochleae include prosensory cells; however, unbiased clustering indicates two distinct populations. Fate mapping of one of these populations demonstrates a strong bias toward lateral fates (OHCs and surrounding support cells), suggesting that these cells represent a unique lateral prosensory population. Differential expression analysis of the lateral prosensory cells identifies multiple genes that are exclusively expressed in this region, including *Tgfβr1* (transforming growth factor β receptor 1) which is mutated in Ehlers–Danlos and Loeys–Dietz syndromes^2,3^, both of which can include hearing loss. To examine the role of Tgfβr1, we use an in vitro approach to block Tgf*β*r1 signaling in developing cochlea. Results indicate an inhibition of OHC development. Overall, these results demonstrate the quality and potential application of this data set to better understand the transcriptional changes that occur during the development of the cochlear duct.

## Results

### Characterization of cochlear cell types at P1

As a first step, 14,043 cells from the floor of the P1 cochlear duct were isolated and analyzed (Fig. 1b, c, Supplementary Data 1). 

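The P1 data are 4 droplet libraries (10x Chromium) of the dissociated cochlear duct floor, in which each captured transcript carries a unique molecular identifier (UMI). The authors aligned the reads to the mouse mm10 assembly with Cell Ranger, filtered the cells in Seurat and deposited, for each cell and gene, the natural logarithm of 1 plus 10000 times the gene's share of the cell's UMIs. Replicates 1 to 4 hold 3748, 2179, 2518 and 5598 cells. UMI counts worked back from the deposited values were whole numbers within 2% for 100% of the values above 0. They sum to 23328835, 11829392, 14807574 and 23523802 UMIs, with medians of 5647.5, 5227, 5643 and 3831.5 per cell. The methods leave out cells of more than 3000 genes and 15000 UMIs, and 1134 of the deposited cells pass the first number and 65 the second. If the methods mean both at once, 65 cells at most are beyond them. For the values given here the cells were clustered again by the Leiden method, without the 91 genes that the paper names. Each cluster took the name of the cell type whose markers led it, so that a name stands for a cluster with markers like those of that type. Most of the marker lists came from the paper's supplementary tables on these same libraries, which ties the classes to the paper's own. The thresholds for naming were set after the clusters had been seen, and 761 cells, 2.59% to 7.21% of a library, stayed unnamed. Scrublet called 97, 41, 32 and 8 cells as doublets in replicates 1 to 4, and the 0.143% called in replicate 4 leaves doublets there nearly unscreened. Another 101 cells, 61.4% of them called by Scrublet, sat in clusters with markers of HCs and of other cells together and were left out of every comparison. Expression was averaged over the cells of a class in each library as CPM (UMIs of the gene per 1000000 UMIs of the cell), so that libraries and not cells are the replicates. Classes were compared with limma (mean trend, library as a block) on log2(CPM + 10) for genes with a mean of at least 10 CPM, with Benjamini-Hochberg adjustment over the genes tested. The added 10 CPM makes fold changes of weakly expressed genes smaller than the ratio of their means. Positions of genes are from GRCm38, which is the same assembly as mm10.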

Unbiased clustering identified 15 distinct groups of cells with discrete patterns of gene expression (Fig. 1b, c). An examination of the top 25 genes defining each cluster was used to assign identities to each group (Fig. 1c, Supplementary Data 1). 

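At P1, 961 cells were grouped as HCs, 195, 145, 211 and 410 of them in replicates 1 to 4, by markers other than the 4 genes that follow. Myo6 (chromosome 9 from 80165031 to 80311729) averaged 1160.3 ± 86.2 CPM (SD, n = 4 libraries) in HCs and 41.5 ± 5.32 CPM in all other cells (log2 fold change 4.51, standard error 0.09, limma's adjusted p = 2.98e-10). Myo7a (chromosome 7 from 98051060 to 98119524) averaged 213 ± 34.1 CPM in HCs against 1.16 ± 0.162 CPM elsewhere (log2 fold change 4.30, standard error 0.13, limma's adjusted p = 1.82e-09). For Pvalb (chromosome 15 from 78191114 to 78206400) the levels were 2253 ± 607 and 5.93 ± 4.37 CPM (log2 fold change 7.14, standard error 0.15, limma's adjusted p = 3.27e-10). Cib2 (chromosome 9 from 54544794 to 54560218) stood at 4949.8 ± 459 CPM in HCs and 118 ± 15.4 CPM in other cells (log2 fold change 5.28, standard error 0.09, limma's adjusted p = 1.75e-10). All 4 genes were higher in HCs in every library, by more than the spread between libraries. The other cells of replicate 1 held more Pvalb (12.5 CPM) and Cib2 (141 CPM) than those of the other 3 libraries, which reached at most 4.00 and 113 CPM. Of 9126 genes tested, 3662 were higher and 2633 lower in HCs at limma's adjusted p of 0.05. Among the 7881 genes that were not used for clustering, 3252 were higher and 1958 lower. Classes drawn from a random part of the genes leave fewer genes to test, and 1852 were then higher and 1312 lower. With no filter on low values, 4463 were higher and 4506 lower, so that the excess of higher genes was gone.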

HCs were identified based on expression of known marker genes, such as *Myo6*, *Myo7a*, *Pvalb*, and *Cib2* (refs. ^4–6^; Supplementary Fig. 1). Next, to identify markers for each cell type, gene expression was compared between each cell type and all other cell types (Fig. 1d). These comparisons identified markers for several known cell types, including *Ccer2*, *Acbd7*, *Rprm*, and *Cd164l2* in HCs, *Pmch* in Hensen’s cells, *Emid1* and *Npy* in IPCs, and *Matn4* in inner phalangeal cells (Fig. 1d, Supplementary Data 2). 

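Among HC genes, Ccer2 (chromosome 7 from 28756174 to 28758968) averaged 8981 ± 1422 CPM (SD, n = 4 libraries) in HCs and 33.8 ± 12.1 CPM in all other cells (log2 fold change 7.71, standard error 0.18, limma's adjusted p = 5.17e-10). Acbd7 averaged 2131 ± 1269.5 CPM in HCs against 15.4 ± 15.9 CPM (log2 fold change 6.37, standard error 0.15, limma's adjusted p = 5.17e-10), and its level in the other cells of replicate 1, 39.2 CPM, was above the 5.49 to 8.52 CPM of the other 3 libraries. Rprm reached 1401 ± 459 CPM in HCs against 33.3 ± 24.7 CPM (log2 fold change 5.11, standard error 0.13, limma's adjusted p = 8.86e-10), with 70.3 CPM in the other cells of replicate 1 and at most 22.5 CPM in those of the other libraries. Cd164l2 reached 858 ± 156 CPM against 28.3 ± 7.43 CPM (log2 fold change 4.51, standard error 0.14, limma's adjusted p = 1.98e-09). In the 180 Hensen's cells, Pmch (chromosome 10 from 88091072 to 88092375) averaged 1542 ± 466 CPM, against 3.24 ± 1.20 CPM in all other cells (log2 fold change 6.83, standard error 0.17, limma's adjusted p = 1.08e-12). The 180 IPCs held 1193 ± 258 CPM of Emid1 against 82.8 ± 7.36 CPM (log2 fold change 3.68, standard error 0.13, limma's adjusted p = 7.03e-17), while DCs held 769 ± 143 CPM of it. For Npy (chromosome 6 from 49822710 to 49829507) the levels were 13154 ± 5604 CPM in IPCs and 10.8 ± 8.36 CPM elsewhere (log2 fold change 9.28, standard error 0.12, limma's adjusted p = 1.95e-26). Matn4 (chromosome 2 from 164389393 to 164405160) averaged 2829 ± 796 CPM in the 287 inner phalangeal cells and 18.5 ± 3.30 CPM in other cells (log2 fold change 6.60, standard error 0.14, limma's adjusted p = 1.96e-68). Each of these genes was higher in its cell type in all 4 libraries, and the very small p in inner phalangeal cells rests on a variance that limma pooled over genes (prior degrees of freedom 100.0). Outside the genes that the paper names and those used to cluster or name the cells, the largest rises in HCs were in Crmp1, Rtn2, 2210011C24Rik, Kcnh7 and Thsd7b and the largest falls in Mia, Col9a1, Cnmd, Lum and Sparc.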

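The clusters separated 108 row 3 DCs from 185 other DCs, without Lgr5 or Fgf3 among the clustering genes, and left 434 cells of the IPC and DC group without a type. Lgr5 (chromosome 10 from 115450311 to 115587780) averaged 194 ± 66.9 CPM (SD, n = 4 libraries) in row 3 DCs and 19.9 ± 2.50 CPM in all other cells (log2 fold change 2.73, standard error 0.26, limma's adjusted p = 3.44e-08). Its level in row 3 DCs came to 294 CPM in replicate 1, above the 152 to 171 CPM of the other 3 libraries. Other DCs held 26.3 ± 20.6 CPM of Lgr5, inner phalangeal cells 129 ± 34.0 CPM and IPCs 106 ± 14.8 CPM. Fgf3 (chromosome 7 from 144838083 to 144844436) averaged 275 ± 106 CPM in row 3 DCs and 8.84 ± 2.79 CPM in all other cells (log2 fold change 3.86, standard error 0.26, limma's adjusted p = 1.75e-10). The level of Fgf3 was 1.82 ± 3.64 CPM in other DCs and 251 ± 97.5 CPM in inner phalangeal cells, which differed from that in row 3 DCs by less than the SD between libraries.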

DCs could be separated into either first/second or third row with known markers of third row DCs, such as *Lgr5* and *Fgf3* (refs. ^7,8^), restricted to that cell population (Supplementary Fig. 1). 

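No cluster carried the OPC markers clearly enough to be named, so that OPCs at P1 could not be compared as a group of their own. Profiles of DCs and row 3 DCs had a Pearson correlation across genes of 0.858 ± 0.0510 (SD, n = 4 libraries) over genes of at least 10 CPM, and those of DCs and IPCs one of 0.846 ± 0.0477. The correlation of IPCs with row 3 DCs was 0.847 ± 0.0459. Within a library, DCs were closer to row 3 DCs than to IPCs by 0.0115 ± 0.00616 in 4 of 4 libraries. Over the 2000 most variable genes, the alternative that moved this gap most, it was 0.0747 ± 0.0187, also in 4 of 4 libraries. Genes are not independent replicates, so these correlations carry no p.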

OPCs and first/second row DCs were transcriptionally similar (Fig. 1b, d), but IPCs were transcriptionally distinct from other SC types (Fig. 1b, c). Finally, a small cluster of cells strongly expressed *Otoconin90* (Fig. 1b, c), which is restricted to the cochlear roof^9^. These cells likely represent cochlear roof cells that were included in the captured samples to ensure the entire medial to lateral cochlear floor was represented. In addition to known cell types within the OC, the P1 data set also includes cells from KO, a transient group of epithelial cells located between the OC and medial side of the cochlear duct^10^ (Fig. 1a). 

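The 176 cells of this cluster made up 1.18% ± 0.553 of a library (SD, n = 4). Oc90 (chromosome 15 from 65876053 to 65912397) averaged 40950.3 ± 9219 CPM in them and 34.6 ± 35.0 CPM in all other cells (log2 fold change 10.15, standard error 0.22, limma's adjusted p = 7.77e-15), and was higher in all 4 libraries. HCs held 22.7 ± 23.1 CPM of Oc90 and medial KO cells 27.5 ± 29.6 CPM.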

KO is an intriguing region of the cochlear duct that has several different functions during cochlear development. In particular, cells within KO play a role in the development of the tectorial membrane^11^, the generation of spontaneous activity required for maturation of spiral ganglion neurons^12^ and some cells within this region retain prosensory potential^13–15^. However, since KO cells are morphologically homogenous, the extent of transcriptional heterogeneity was unclear. Our initial analysis identified six clusters of cells that were classified as located between the OC and the medial edge of the duct (interdental cells, inner sulcus cells, and KO1–4). 

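In the clusters drawn again, 10456 of 14043 P1 cells, 74.6% ± 0.821 of a library (SD, n = 4), were interdental, inner sulcus or KO cells. Medial KO held 3892 cells, lateral KO 3543, inner sulcus 985 and the interdental class 650, and 1386 KO cells could not be placed as medial or lateral. Shares per library came to 27.9% ± 1.30 for medial KO, 25.0% ± 1.25 for lateral KO, 7.22% ± 1.43 for inner sulcus cells and 4.65% ± 1.15 for interdental cells.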

To characterize these cells more thoroughly, they were grouped into a new data set and reanalyzed. A *t*-distributed Stochastic Neighbor Embedding (*t*SNE) plot for these cells indicated a linear distribution for the six clusters along the *t*SNE1 axis (Fig. 1e). The distribution of cell types suggested the possibility that the position along *t*SNE1 could reflect cellular position along the medial–lateral axis of the cochlear duct (Fig. 1a). To determine if this was the case, expression of cell-type-specific genes was examined. Localization of known markers for interdental cells, such as *Otoa*^16^, indicated restricted expression in the cluster located on the left-hand edge of the *t*SNE plot. In contrast, expression of *Fabp7*, which is restricted to cells located directly adjacent to the OC (ref. ^17^; Fig. 1e), was localized to the group of cells at the extreme right-hand edge of the *t*SNE plot. Similarly, *Calb1*/Calb1, which is expressed in a central region of KO, was localized in the middle of the *t*SNE plot (Fig. 1e). These results were consistent with the *t*SNE1 axis reflecting cellular position along the medial–lateral axis of the cochlear duct. 

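Otoa (chromosome 7 from 121081650 to 121163097) averaged 965 ± 518 CPM (SD, n = 4 libraries) in interdental cells and 19.4 ± 14.1 CPM in all other P1 cells (log2 fold change 4.94, standard error 0.16, limma's adjusted p = 1.65e-10). Its next highest levels were 131 ± 133 CPM in inner sulcus cells and 97.1 ± 30.0 CPM in Oc90 cells, and lateral KO held 14.0 ± 12.5 CPM.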

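Fabp7 (chromosome 10 from 57784881 to 57788450) was highest in inner phalangeal cells, at 2853 ± 1939 CPM (SD, n = 4 libraries), and stood at 731 ± 394 CPM in Hensen's cells. Lateral KO cells held 185 ± 202 CPM and all other P1 cells 97.5 ± 82.7 CPM (log2 fold change 0.65, standard error 0.12, limma's adjusted p = 0.00146). This rise did not hold across alternatives: with coarser clusters the log2 fold change was -1.44, and with the named genes kept for clustering it was 0.20 (limma's adjusted p = 0.125). Medial KO cells held 3.50 ± 4.73 CPM and interdental cells 5.74 ± 9.99 CPM.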

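Calb1 (chromosome 4 from 15881264 to 15908064) averaged 1698 ± 871 CPM (SD, n = 4 libraries) in medial KO cells and 507 ± 114 CPM in all other P1 cells (log2 fold change 1.60, standard error 0.14, limma's adjusted p = 4.32e-05). Inner sulcus cells held 1127 ± 466 CPM, lateral KO cells 67.5 ± 33.8 CPM and interdental cells 409 ± 225 CPM. Outside these regions, OHCs held 3211 ± 1388 CPM and IHCs 2073 ± 910.4 CPM. From the places of Otoa, Fabp7 and Calb1 on the tSNE plot, the paper proposes that its first axis follows position along the medial to lateral axis of the duct.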

For additional confirmation, we identified genes that were expressed in specific cell groups within KO (Supplementary Fig. 2) and then compared their distribution along *t*SNE1 with published positional data^11,18,19^. Based on these results, the different clusters arising from KO were renamed to reflect their position along the medial–lateral axis (Fig. 1e).

To validate some of the cell-type-specific genes identified in the P1 data set, we used single-molecule fluorescent in situ hybridization (smFISH) to localize transcripts for several different cell types in cross sections from P1 cochleae. *Pvalb*, a known HC marker^20^, was used as a positive control (Fig. 2a). Four genes that were HC specific based on scRNAseq results, but had not been reported to be expressed in HCs, *Rprm*, *Cd164l2*, *Ccer2*, and *Gng8*, and one gene that showed restricted expression in IHCs and KO, *Tbx2*, were also examined (Fig. 2b–e). 

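Gng8 (chromosome 7 from 16891786 to 16895436) averaged 343 ± 158 CPM (SD, n = 4 libraries) in P1 HCs and 1.79 ± 0.880 CPM in all other cells (log2 fold change 4.81, standard error 0.17, limma's adjusted p = 4.64e-09). Tbx2 (chromosome 11 from 85832551 to 85841948) averaged 209 ± 23.5 CPM in IHCs (log2 fold change 4.28, standard error 0.28, limma's adjusted p = 9.46e-15 against OHCs), and among OHCs replicate 4 alone held UMIs of it, at 6.01 CPM. In inner phalangeal cells Tbx2 stood at 73.0 ± 17.3 CPM, in lateral KO at 26.5 ± 4.59 CPM and in medial KO at 14.5 ± 4.81 CPM. DCs held 3.99 ± 7.99 CPM of Tbx2 and Oc90 cells 45.1 ± 36.6 CPM.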

All four genes showed patterns of expression that were consistent with the single cell results although *Tbx2* was also expressed at lower levels in surrounding SCs. Next, expression of two known SC genes, *Sox2* and *Cdkn1b* was compared with a candidate SC gene, *Prsss23* that was detected in all SCs, as well as some KO cells (Fig. 1d). This pattern of expression was confirmed by smFISH (Fig. 2i). 

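SCs of the IPC and DC group (907 cells) held 379.8 ± 76.0 CPM (SD, n = 4 libraries) of Sox2 (chromosome 3 from 34650405 to 34652461), and HCs 54.0 ± 16.8 CPM (log2 fold change -2.63, standard error 0.12, limma's adjusted p = 3.09e-10). Sox2 in HCs was 28.9 CPM in replicate 1 and 60.9 to 65.0 CPM in the other 3 libraries. Cdkn1b (chromosome 6 from 134920401 to 134925513) averaged 115 ± 22.8 CPM in SCs and 12.5 ± 4.28 CPM in HCs (log2 fold change -2.48, standard error 0.16, limma's adjusted p = 6.58e-09), with 149 CPM in the SCs of replicate 4 and at most 106 CPM in those of the other libraries. Prss23 (chromosome 7 from 89507783 to 89527187) averaged 985 ± 222 CPM in SCs and 14.4 ± 8.69 CPM in HCs (log2 fold change -5.38, standard error 0.13, limma's adjusted p = 6.55e-13). Among SC types, row 3 DCs held 2643 ± 713 CPM of Prss23, inner phalangeal cells 1837 ± 520.0 CPM, other DCs 1396 ± 303 CPM and IPCs 274 ± 197 CPM. Between IPCs and all other cells the log2 fold change of Prss23 was 0.01 (limma's adjusted p = 0.986, higher in 2 of 4 libraries), but the mean of the deposited log values calls it higher in IPCs (log2 fold change 0.43). Interdental cells held 653 ± 387 CPM and lateral KO 289.8 ± 30.1 CPM.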

*Npy* was among the top five differentially expressed (DE) genes in IPCs and showed a high degree of specificity to this cell type (Figs. 1d and 2f). 

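In IPCs the level of Npy ranged from 6532 to 18814 CPM between the 4 P1 libraries. The next highest level in a named class was 22.9 ± 37.3 CPM (SD, n = 4 libraries) in inner phalangeal cells, and row 3 DCs held 14.1 ± 19.8 CPM. Cells of the IPC and DC group without a type held 151 ± 159.9 CPM, and the clusters of mixed markers 478 ± 320.2 CPM.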

Finally, two candidate outer sulcus cell markers were examined by comparing their expression patterns with *Bmp4* (ref. ^21^). Consistent with the single-cell data, *Fst* is expressed in Hensen’s cells and a lateral population of outer sulcus cells that abuts the *Bmp4* population^22^, while *Pmch* is only expressed in Hensen’s cells (Fig. 2k, l).

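Fst (chromosome 13 from 114452290 to 114458951) averaged 2601 ± 944 CPM (SD, n = 4 libraries) in Hensen's cells (log2 fold change 5.66, standard error 0.15, limma's adjusted p = 1.23e-12 against all other P1 cells) and 2142 ± 1028 CPM in the 214 Claudius or outer sulcus cells, a difference within the SD between libraries. Bmp4 (chromosome 14 from 46383520 to 46390669) averaged 657 ± 325 CPM in Claudius or outer sulcus cells and 2.60 ± 1.21 CPM in all other cells (log2 fold change 5.60, standard error 0.22, limma's adjusted p = 9.29e-11), while Hensen's cells held 143 ± 54.0 CPM. Outside Hensen's cells, Pmch reached 76.6 ± 87.8 CPM in DCs and 27.2 ± 46.3 CPM in Claudius or outer sulcus cells.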

**Fig. 2:**
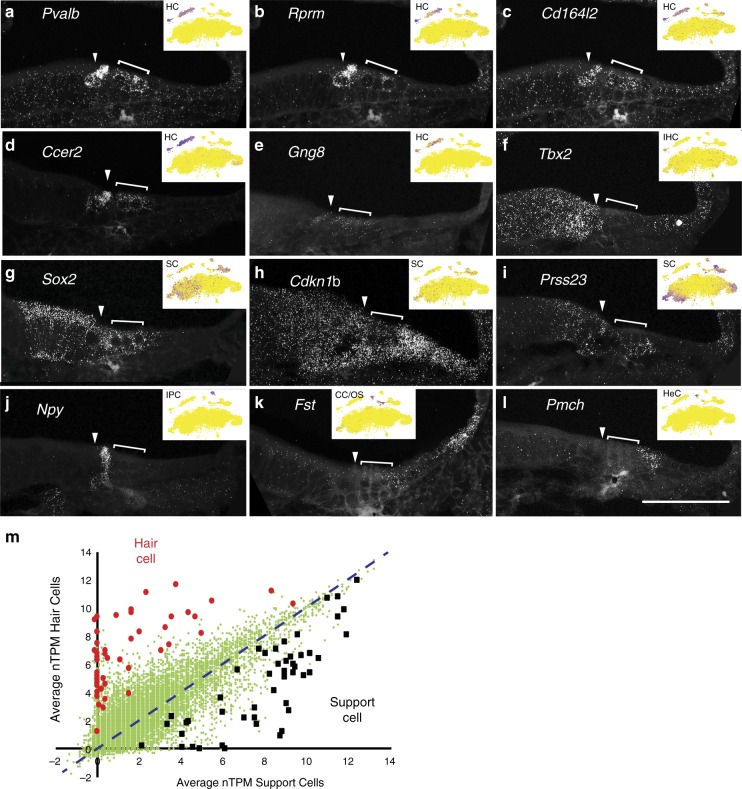
Validation of cell-type-specific markers at P1. **a**–**l** In situ hybridization in P1 cochlear cross sections using smFISH. HCs are localized based on expression of *Pvalb*. Inset: feature plot for each gene in the P1 *t*SNE (high expression is indicated in blue). For all panels, the IHC is indicated with an arrow and the three OHCs are indicated by a bracket. HC markers *Rprm* **b**, *Cd164l2* **c**, *Ccer2* **d**, and *Gng8* **e**, are all restricted to HCs. *Tbx2* **f**, which was found only in the IHC cluster, is actually expressed in both IHCs and parts of KO. *Sox2* **g** and *Cdkn1b* **h**, markers of SCs, are not expressed in HCs but are expressed in surrounding cells. *Prss23* **i** shows a similar localization to cells surrounding the HCs. *Npy* **j** is only expressed in pillar cells located between the IHC and the first OHC. *Fst* **k** is localized in cells lateral to the OC and *Pmch* **l** is specific for Hensen’s cells located just adjacent to the third OHC. **m** Scatter plot comparing differential gene expression for P1 HCs and lateral SCs (see Methods section) with the results from Burns et al.^4^. Green diamonds indicate average nTPM counts for HCs versus SCs in Burns et al.^4^. Red circles indicate the values for the top 50 DE HC genes, and black squares indicate the values for top 50 DE SC genes from this study. See Supplementary Data 3 for a full list of gene names and values. Note that all P1 DE HC genes were more highly expressed in HC from Burns et al.^4^ as well. Six P1 DE HC genes and three P1 DE SC genes were not detected in either cell type (see Methods section for details and Supplementary Data 3 (Col. AC-AK for full list of gene identities)). Scale bar in **l** (same in **a**–**k**), 50 μΜ.

Next, to compare the accuracy of the cell-type-specific gene expression profiles generated using the 10X Chromium transcript end-counting method with scRNAseq profiling previously performed with full-length transcripts, the gEAR (https://umgear.org/) compare tool was used to generate a scatter plot for average gene expression in P1 cochlear HCs and lateral SCs from a previous study^4^. The top 50 DE genes in the most comparable cell type groups from this study (Supplementary Data 3, see Methods section for details) were then mapped onto the scatter plot. 

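Supplementary Data 3 lists 51 HC genes and 51 SC genes, which the paper chose on these P1 libraries, so that counts adjusted over the list alone are not independent evidence. The methods combine IPCs and all DCs, while the SCs taken here also hold the 434 cells of that group without a type, among which OPCs cannot be excluded. Against these SCs, 3022 of 9154 genes were higher and 2526 lower in HCs at limma's adjusted p of 0.05. All 51 HC genes were higher in HCs over all genes tested and 51 adjusted over the list alone, with a median log2 fold change of 5.13 (range 1.12 to 8.78). All 51 SC genes were higher in SCs over all genes tested and 51 adjusted over the list alone, by a median of 4.09 (range 1.01 to 5.91). Among genes that were not used for clustering or naming and that the paper does not name, Calml4, Chgb, Mob3b and Crmp1 were among the 5 largest rises in HCs over these SCs.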

With the exception of nine genes that were not detected at all in the Burns et al.^4^ study, all DE genes were more highly expressed in the predicted cell types (Fig. 2m).

### Outer HC development

The initial analysis of P1 cochlear cells clustered all HCs into a single group. However, transcriptional differences between HC types are known to be present by P0 (ref. ^23^). Therefore, we isolated and reclustered the 1047 P1 HCs. When this data set was analyzed, four cell clusters were identified (Fig. 3a). Based on the gene expression (Fig. 3b), these cells were classified as 187 inner or 860 outer HCs (IHCs and OHCs) at two separate stages of development. These four groups were labeled as immature IHCs and OHCs, or simply IHCs and OHCs. 

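Clustered apart from the other cells, the 961 P1 HCs gave 177 IHCs and 192 OHCs with clear markers, and 592 HCs whose markers named neither type. Replicates 1 to 4 held 44, 34, 43 and 56 IHCs, 38, 27, 38 and 89 OHCs and 113, 84, 130 and 265 HCs without a type. Split into 2 clusters after each library was centred, the IHCs gave a more mature cluster that held 68.2% (30 of 44 IHCs, exact 95% interval 52.4% to 81.4%) in replicate 1, 67.6% (23 of 34 IHCs, exact 95% interval 49.5% to 82.6%) in replicate 2, 65.1% (28 of 43 IHCs, exact 95% interval 49.1% to 79.0%) in replicate 3 and 60.7% (34 of 56 IHCs, exact 95% interval 46.8% to 73.5%) in replicate 4. Without centring, the alternative that moved these shares most, the same cluster held 0%, 2.94%, 0% and 100%, so that the split followed replicate 4. The paper's reported shares, from the cell numbers of Supplementary Data 14, are 93.8%, 0%, 0% and 66.7%. Those numbers give 34 and 48 IHCs and no mature ones in replicates 2 and 3, so that stage and library cannot be separated there.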

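In P1 IHCs, compared with OHCs, 595 of 8818 genes were higher and 513 lower at limma's adjusted p of 0.05, with library as a block and n = 4 libraries. At least a 2-fold change was found in 348 genes higher in IHCs and 285 higher in OHCs, and at least a 4-fold change in 55 and 58. IHCs therefore took 53.7% of the genes past the threshold. With doublets removed before clustering, the share was 42.4%, so that the excess on the IHC side changed sides. Without the library block, the alternative that moved the counts most, 198 genes were higher in IHCs and 177 higher in OHCs. The 177 IHCs had 1288890 UMIs in all and the 192 OHCs 1201342. These OHCs are the ones with clear markers, and 592 HCs without a type were left out. The paper's OHCs include immature ones, so that the shares given here do not test its statement on IHC genes.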

Consistent with their more rapid rate of maturation, a greater number of unique genes were localized in IHCs (Fig. 3b). These included known IHC markers, such as *Fgf8*, *Atp2a3*, *Cabp2*, and *Shtn1* (refs. ^24,25^), but also identified *Kcnj13* and *Fam19a3* as candidate markers of IHCs at P1. In contrast, unique outer HC genes were limited to *Calca* (*Cgrp*), *Serpina1c*, *Veph1*, *Cacng2* (*Stargazin*), *Strip2*, and *Msln1*.

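Fgf8 (chromosome 19 from 45736798 to 45742915) averaged 1362 ± 356 CPM (SD, n = 4 libraries) in IHCs and had no UMI in the 192 OHCs, at least 546-fold higher against the 2.50 CPM that 3 UMIs over all OHCs would give (limma's adjusted p = 1.97e-25). Atp2a3 and Shtn1 had no UMI in OHCs either and averaged 96.1 ± 44.8 and 185 ± 59.2 CPM in IHCs, at least 38.5-fold and 74.0-fold higher (limma's adjusted p = 8.80e-10 and 8.09e-14). Cabp2 averaged 634 ± 241 CPM in IHCs and 1.54 ± 3.09 CPM in OHCs (log2 fold change 5.74, standard error 0.24, limma's adjusted p = 9.83e-21), where all of its UMIs came from replicate 1. Kcnj13 (chromosome 1 from 87386363 to 87394729) averaged 328 ± 106 CPM in IHCs and 108 ± 96.2 CPM in OHCs (log2 fold change 1.78, standard error 0.21, limma's adjusted p = 1.69e-08). Fam19a3 (chromosome 3 from 104767406 to 104781840) averaged 214 ± 55.5 CPM in IHCs and 1.55 ± 1.89 CPM in OHCs (log2 fold change 4.25, standard error 0.29, limma's adjusted p = 1.97e-14). All 6 genes were higher in IHCs in each of the 4 libraries. Outside the named genes and those used to cluster or name the cells, the largest rises in IHCs were in Ppm1j, Cldn7, Draxin, Heg1 and Cd24a.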

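Calca (chromosome 7 from 114631478 to 114636357) averaged 248 ± 59.4 CPM (SD, n = 4 libraries) in OHCs and 17.8 ± 10.6 CPM in IHCs (log2 fold change -3.26, standard error 0.25, limma's adjusted p = 4.79e-13, IHC minus OHC). Serpina1c averaged 128 ± 34.7 CPM in OHCs and 0.584 ± 1.17 CPM in IHCs (log2 fold change -3.68, standard error 0.31, limma's adjusted p = 1.13e-11), where replicate 1 alone held a UMI. Veph1 averaged 159 ± 40.2 and 11.7 ± 8.36 CPM (log2 fold change -3.01, standard error 0.28, limma's adjusted p = 1.27e-10). Strip2 averaged 223 ± 33.5 CPM in OHCs against 36.3 ± 27.6 CPM in IHCs (log2 fold change -2.51, standard error 0.25, limma's adjusted p = 3.77e-10). Cacng2 (chromosome 15 from 77991748 to 78120028) averaged 132 ± 38.0 CPM in OHCs and had no UMI in IHCs, at least 56.8-fold higher in OHCs against 3 UMIs over all IHCs (limma's adjusted p = 5.08e-12). The file lists Mslnl, which averaged 252 ± 213 CPM in OHCs and 18.6 ± 12.6 CPM in IHCs (log2 fold change -2.80, standard error 0.27, limma's adjusted p = 3.44e-10), and Msln, which averaged 1.14 ± 2.29 and 2.23 ± 4.46 CPM and was too low to be tested. The genes other than Msln were higher in OHCs in each of the 4 libraries. Outside the named genes and those used to cluster or name the cells, the largest rises in OHCs were in Agpat2, 4930558C23Rik, Dnm3, Htr3a and Cyp2j12.

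**Figure D1:**
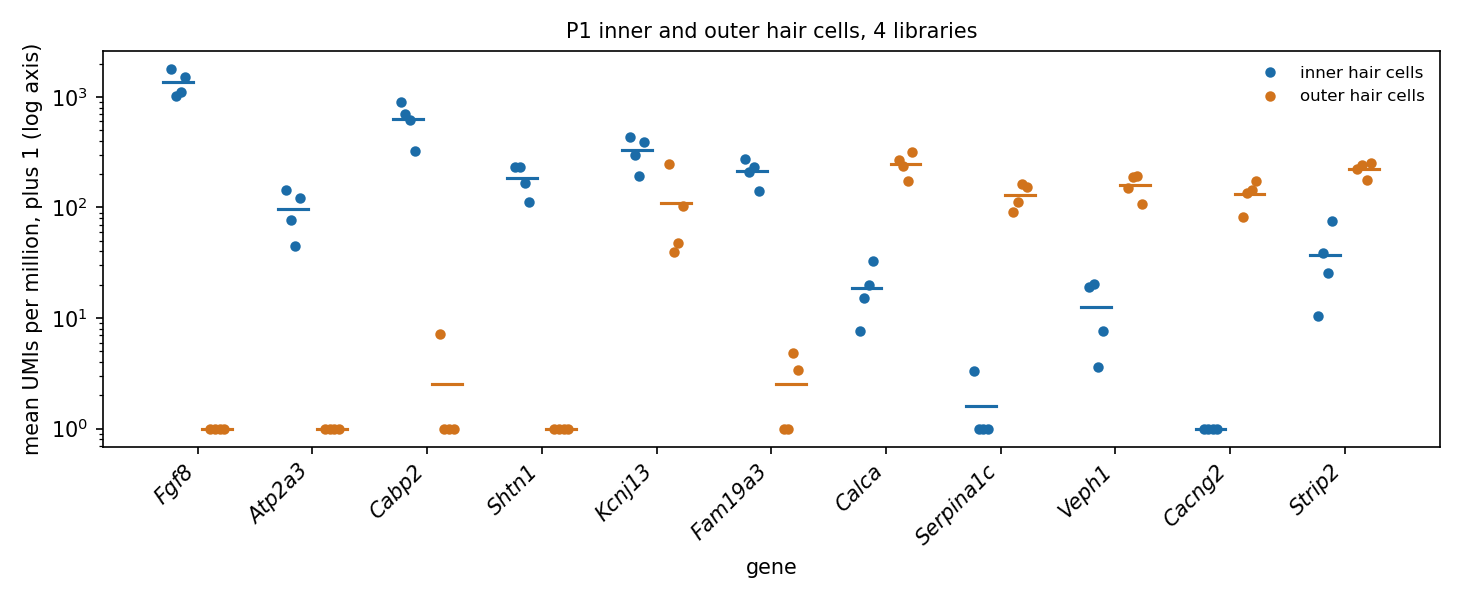
Mean CPM, plus 1, of 11 genes in the IHCs and OHCs of 4 P1 libraries, on a log axis. Each point is 1 library and each bar the mean of 4; Fgf8, Atp2a3 and Shtn1 sit at 0 UMIs in the OHCs of all 4 libraries and Cacng2 at 0 in their IHCs.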

**Fig. 3:**
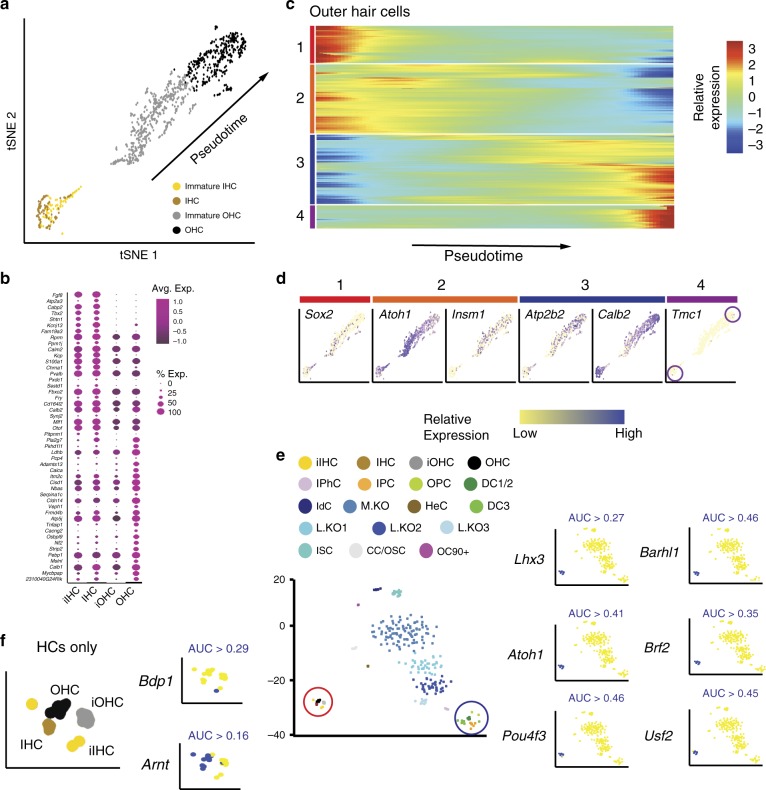
Development of OHCs. **a** *t*SNE plot for HCs isolated at P1. Both IHCs and OHCs can be clustered into immature and more mature cell groups based on gene expression. Arrow indicates trajectory of pseudotime (see **c**, **d**). **b** Dot plot showing differentially expressed genes between IHCs and OHCs. IHCs exclusively express several genes, including *Fgf8*, *Atp2a3*, *Cabp2*, *Tbx2*, and *Shtn1*. In contrast, a more limited number of genes are exclusively expressed in OHCs, including *Calca*, *Serpina1c*, *Veph1*, *Cacng2*, *Strip*2, and *Msln1*. This may reflect the delay in OHC maturation relative to IHC. **c** The P1 OHCs were analyzed using Monocle to generate a pseudotime trajectory. Analysis of gene expression profiles along pseudotime identified four different developmental phases. **d** Feature plots for a representative gene or genes from each of the four OHC developmental phases. Expression of *Tmc1* was limited to the most mature IHCs and OHCs (purple circles) **e** Left-hand panel, *t*SNE plot based on identification of transcriptional regulons using SCENIC. The HC and SC clusters are indicated by red (HC) and blue (SC) circles. Right-hand panel, feature plots for representative HC-specific regulons (blue indicates high expression). Lhx3, Atoh1, Pou4f3, and Barhl1 are known HC-specific transcription factors (TFs). Brf2 and Usf2 have not been previously localized to hair cells but are present in HCs from previous bulk RNAseq experiments (see text). **f** Left-hand panel, expanded regulon *t*SNE for the HCs. Right-hand panel, two additional TFs, Bdp1 and Arnt1 are localized to HC subsets. HC hair cells, IPhC inner phalangeal cells/border cells, IPC inner pillar cells, OPC outer pillar cells, DC1/2 Deiters’ cells rows 1 and 2, DC3, Deiters’ cells row 3, HeC Hensen’s cells, CC/OSC Claudius cells/outer sulcus cells, IdC interdental cells, ISC inner sulcus cells, KO Kölliker’s organ cells, L.KO lateral Kölliker’s organ cells, M.KO medial Kölliker’s organ cells, OC90 OC90^+^ cells.

HCs within the OC are known to develop in a gradient that extends along the basal-to-apical axis. As a result, the HCs collected at P1 were at different stages of maturity. The distribution of OHCs in the *t*SNE plot showed a roughly linear pattern that we suspected might be reflective of a gradient in maturation. To examine this, the OHCs were ordered along a pseudotime gradient using Monocle^26^. 

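Monocle was not available, so the 784 P1 OHCs and HCs without a type were ordered along the first principal component of library-centred values, with the end that carries the OHC markers taken as late. Each library was divided into 3 equal parts, and its latest part was compared with its earliest, 50, 37, 56 and 118 late and 50, 37, 56 and 118 early cells in replicates 1 to 4. Of 8777 genes tested, 1197 were higher late and 1312 higher early at limma's adjusted p of 0.05. Since the ordering was drawn from the same values, the counts among the 6893 genes not used for it, 759 and 876, are the less circular. Cells of the earliest part had medians of 9010, 7695, 8567 and 5470 UMIs in replicates 1 to 4 and those of the latest part 9559, 6747, 7479.5 and 4936. Supplementary Data 4 lists 473, 867, 873 and 291 genes for phases 1 to 4, drawn from these libraries. Of the genes of phases 1 and 2 that were tested, 381 of 388 and 795 of 819 were higher early, 300 and 578 of them past the threshold over all genes and 328 and 643 adjusted over the list alone. Of those of phases 3 and 4, 777 of 801 and 154 of 167 were higher late, 650 and 108 past the threshold over all genes and 692 and 112 adjusted over the list alone. Without the library block, the alternative that moved the counts most, 453 genes were higher late and 439 higher early.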

We identified four distinct patterns of gene expression labeled as OHC1–4 (Fig. 3c, Supplementary Data 4). OHC1 included genes, such as *Sox2*, a marker of HC progenitors^27^, that were only expressed in cells at the beginning of the trajectory (Fig. 3d). 

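Sox2 fell along the ordering, from 110.0 ± 33.7 CPM (SD, n = 4 libraries) in the earliest part through 27.8 ± 16.6 CPM in the middle part to 18.0 ± 16.4 CPM in the latest part (log2 fold change -2.25, standard error 0.25, limma's adjusted p = 5.43e-08, late minus early), and was lower late in all 4 libraries.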

OHC2 included genes, such as *Atoh1* and *Insm1*, transcription factors (TFs) that are transiently expressed in all HCs (*Atoh1*) or only in OHCs (*Insm1*)^23,28^. In contrast, OHC3 and OHC4 included genes, such as *Atp2b2*, a calcium ATPase associated with hearing loss and expressed in stereocilia^29^, *Calb2*, a calcium-binding protein that is known to be upregulated as HCs mature, and *Tmc1* (Fig. 3d). These results provide a catalog of genes that are expressed as OHCs progress through different phases of development. 

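Atoh1 (chromosome 6 from 64729125 to 64731245) averaged 1161 ± 371 CPM (SD, n = 4 libraries) in the earliest, 597 ± 200.0 CPM in the middle and 288 ± 84.4 CPM in the latest part of the ordered OHCs (log2 fold change -1.96, standard error 0.15, limma's adjusted p = 2.00e-11). Insm1 (chromosome 2 from 146221921 to 146225020) averaged 77.0 ± 39.2, 68.3 ± 47.5 and 42.0 ± 26.3 CPM (log2 fold change -0.79, standard error 0.24, limma's adjusted p = 0.0120). The call for Insm1 rested on single libraries: without replicate 2 its log2 fold change was -0.57 (limma's adjusted p = 0.103) and without replicate 4 -0.79 (limma's adjusted p = 0.0606). It was also lost with no filter on low values (limma's adjusted p = 0.0585) and without the library block (limma's adjusted p = 0.233). IHCs held 498 ± 84.1 CPM of Atoh1 and 6.04 ± 7.01 CPM of Insm1.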

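Atp2b2 (chromosome 6 from 113743831 to 114042613) averaged 66.9 ± 18.6 CPM (SD, n = 4 libraries) in the earliest and 144 ± 47.2 CPM in the latest part of the ordered OHCs (log2 fold change 0.99, standard error 0.19, limma's adjusted p = 0.000231), with 214 CPM in the latest part of replicate 4 and at most 127 CPM in that of the other libraries. Calb2 (chromosome 8 from 110137502 to 110168210) rose from 246 ± 164 to 1632 ± 697 CPM (log2 fold change 2.82, standard error 0.14, limma's adjusted p = 1.62e-15). Both genes were higher late in all 4 libraries. Tmc1 was too low to be tested, at 1.30 ± 2.60 CPM in the earliest part, where replicate 1 alone held a UMI, and 5.78 ± 2.65 CPM in the latest. From patterns of this kind along its trajectory, the paper states that the genes form a catalog of the phases of OHC development.

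**Figure D2:**
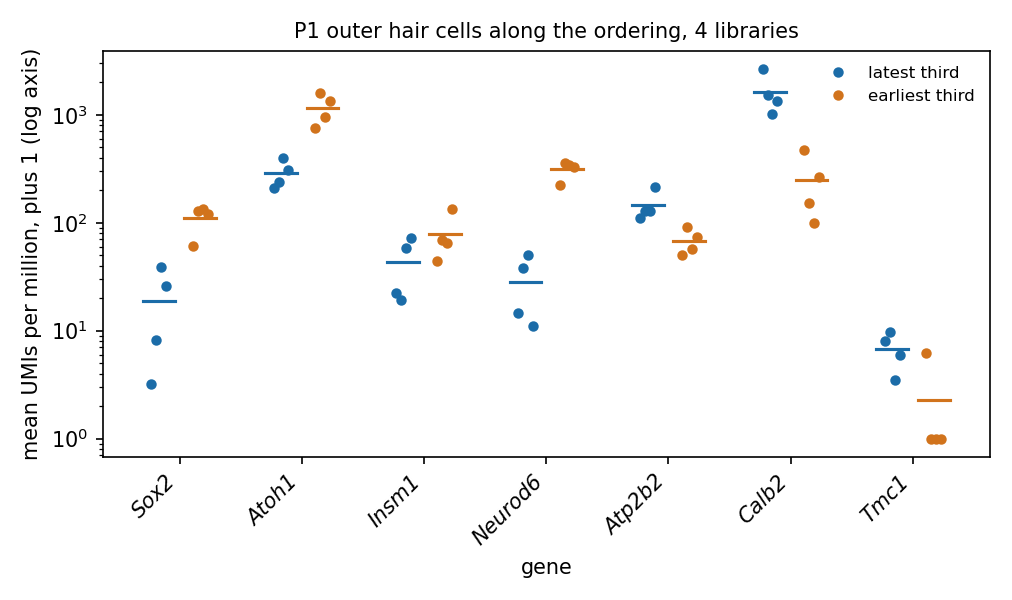
Mean CPM, plus 1, of 7 genes in the latest and the earliest part of the ordered OHCs of 4 P1 libraries, on a log axis. Each point is 1 library and each bar the mean of 4; Calb2 and Atp2b2 are higher late and Sox2, Atoh1 and Neurod6 higher early in all 4 libraries.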

To create a more inclusive characterization of OHC development, we next clustered all OHCs from E14, E16, P1, and P7, and used Monocle to generate an additional trajectory. Results indicate a similar developmental pattern separating into four phases (Supplementary Fig. 3, Supplementary Data 5).

Next, we sought to identify gene regulatory networks and corresponding TFs that might regulate the development of different cell types within the P1 data set. SCENIC combines gene co-expression with cis-regulatory motif analysis to compensate for the technical variation and decreased sensitivity present in single-cell data sets^30^. To compensate for low gene expression values in individual cells, randomly sub-setted groups of cells from each identified P1 cluster were averaged prior to analysis (see Methods section). The resulting regulatory *t*SNE identified cell type clusters that were similar to those generated in the transcriptional *t*SNE (Figs. 3e and 1c, Supplementary Data 6). An examination of TF regulons that were highly localized to HCs revealed several TFs that are known, within the inner ear, to be restricted to HCs, including Lhx3, Atoh1, Pou4f3, and Barhl1 (refs. ^31–33^). However, several additional TFs, including Brf2 and Usf2, were also identified (Fig. 3e, Supplementary Data 6), a result that is consistent with previous bulk RNAseq experiments demonstrating expression of both TFs in HCs (refs. ^34–36^). Differentially assigned TFs for each P1 cell cluster were also identified (Supplementary Data 6). To examine TFs that might be unique to IHCs or OHCs, regulon analysis was examined within the HC clusters (Fig. 3f). The TF, Bdp1, was assigned to only IHCs, while Arnt was largely restricted to more mature HCs of both types. Neither gene has been localized to HCs, but Bdp1 has been linked with human hereditary hearing loss^37^. SCENIC analysis was also performed for all identified cell types in the E14, E16, and P7 data sets (Supplementary Data 7–9).

### Lateral cochlear cells arise from a restricted progenitor pool

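The E14 data are 2 libraries of the floor of the cochlear duct and the E16 data 3, made, deposited and worked back to UMIs as at P1. The E14 libraries hold 2198 and 3055 cells, with 10284467 and 14420835 UMIs and medians of 3507.5 and 3317 per cell. The E16 libraries hold 1247, 2813 and 3901 cells, with 3828399, 10274769 and 11797815 UMIs and medians of 2478, 2695 and 2750 per cell. The E14 file therefore holds 5253 cells, and 892 of them have more than 3000 genes. Clusters were drawn and named as at P1, which left 1189 E14 cells (23.0% and 22.4% of replicates 1 and 2) and 444 E16 cells (4.69% to 6.36%) without a name. Scrublet called 4 and 3 doublets at E14 and 2, 1 and 4 at E16, too few for it to have screened these libraries. With 2 libraries at E14, limma has 1 residual degree of freedom per gene and took its variance from the trend over all genes, so that its p there rests on the assumption that each gene varies like others of its level.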

To examine development of the lateral compartment of the OC prior to OHC differentiation, single cells were collected from the floor of the duct at E14 (4495 total) and E16 (7961 total; Supplementary Data 1). Unbiased clustering was performed to identify discrete cell groups, (Fig. 4a, b) and DE genes for each cluster were identified (Supplementary Figs. 4 and 5, Supplementary Data 1). At E14, a limited number of HCs were identified based on expression of early HC genes, such as *Atoh1*. 

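The 64 cells grouped as HCs at E14, 28 and 36 in replicates 1 and 2, made up 1.23% ± 0.0675 of a library (SD, n = 2). Atoh1, which was not used to group them, averaged 739 ± 235 CPM in them and 5.92 ± 3.77 CPM in all other cells. With each cell drawn down to 1500 UMIs, 64.1% (exact 95% interval 51.1% to 75.7%) of HCs had a UMI of Atoh1, against 14.4% of LPsCs and 2.91% of the other prosensory cells. In Oc90 cells, which should lack it, 0 of 431 had one. Before that draw, the median depth was 4877 UMIs in HCs and 4296 in Oc90 cells.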

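At E16, the clusters gave 119 IHCs, 482 HCs without a type, 127 inner phalangeal cells, 335 Hensen's cells and 109 IPCs. Matn4 averaged 1500.1 ± 438 CPM (SD, n = 3 libraries) in inner phalangeal cells and 6.56 ± 1.76 CPM in LPsCs. Npy averaged 2803 ± 1716 CPM in IPCs and 167 ± 112 CPM in LPsCs. Pmch averaged 299 ± 94.7 CPM in Hensen's cells and 27.5 ± 26.9 CPM in Claudius or outer sulcus cells. That level of Pmch belongs to the class of 335 Hensen's cells. The class was much smaller with coarser clusters, with the named genes kept and with called doublets removed, but not with finer clusters. These 3 genes took no part in the clustering, and their levels were not tested between classes at E16.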

At E16, in addition to IHCs and OHCs, several other clusters of cells could be identified, including inner phalangeal cells, Hensen’s cells, and IPCs (Fig. 4b, Supplementary Data 2).

**Fig. 4:**
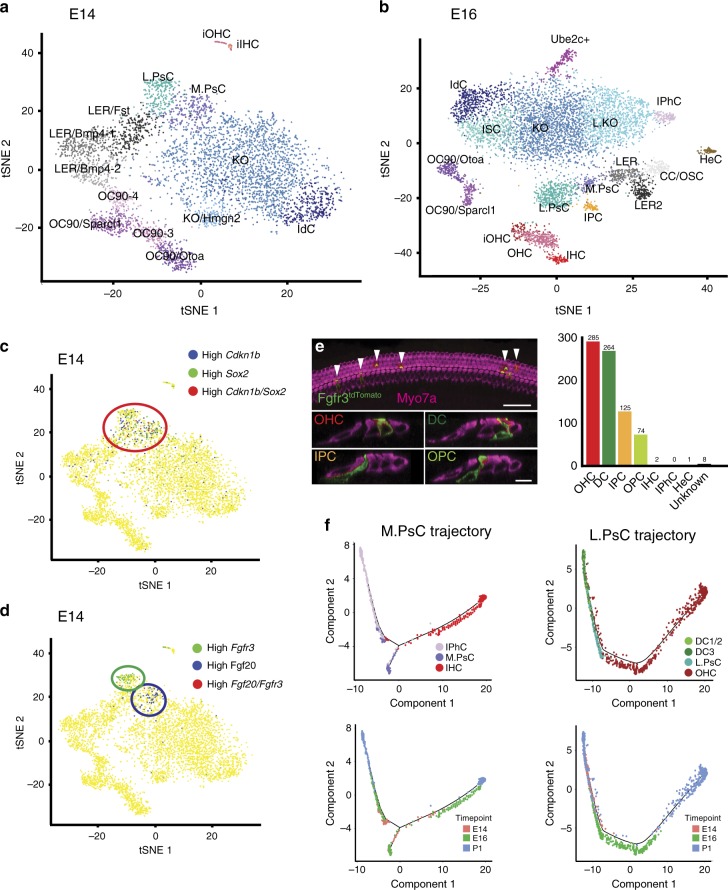
Medial and lateral prosensory cells are transcriptionally distinct by E14. **a**, **b** *t*SNE plots for cochlear cells isolated from three separate experiments at E14 **a** and E16 **b**. Cluster identities are based on analysis of gene expression. **c** Feature plot illustrating expression of *Cdkn1b* (blue dots represent cells with high expression of *Cdkn1b*), *Sox2* (green dots; high expression of *Sox2*), or high expression of both (red dots) in single cells isolated at E14. The red circle highlights concentrated expression. **d** Feature plot illustrating mutually exclusive expression of *Fgfr3* (high expressing cells are in green) and *Fgf20* (high expressing cells are in blue) in the same region as in **c**. The green and blue circles indicate concentrated expression of *Fgfr3* (green) and *Fgf20* (blue) **e** Left-hand panel, fate mapping of *Fgfr3*^*+*^ cells labeled between E14 and E16. Examples of cells that have developed as OHC, DC, IPC, and OPC are illustrated. Right-hand panel, histogram of fates of *Fgfr3*^*+*^-cells. Numbers indicate total number of cells for each cell type. Over 98% of all *Fgfr3*^*+*^ cells develop as cells within the lateral domain of the OC. Source data are supplied as a Source data file. **f** Trajectory analysis for MPsCs to IHCs and IPhCs, and for LPsCs to OHCs, DCs, IPCs, and OPCs. Upper panel color codes indicate cell types. Lower panel color codes indicate the time point of collection. MPsCs show a single bifurcation leading to IHCs or IPhCs. In contrast, while LPsCs transition to either DCs or OHCs, a clear bifurcation does not occur. HC hair cells, IPhC inner phalangeal cells/border cells, IPC inner pillar cells, OPC outer pillar cells, DC1/2 Deiters’ cells rows 1 and 2, DC3, Deiters’ cells row 3, HeC Hensen’s cells, CC/OSC Claudius cells/outer sulcus cells, IdC interdental cells, ISC inner sulcus cells, KO Kölliker’s organ cells, L.KO lateral Kölliker’s organ cells, M.KO medial Kölliker’s organ cells, OC90 OC90^+^ cells, L.PsC lateral prosensory cells, M.PsC medial prosensory cells. Scale bar in **e**, upper panel, 50 μm. Scale bar in **e**, lower panel, same for all cross sections, 10 μm.

To identify the population of prosensory cells in the E14 data set, expression of two known prosensory markers, *Cdkn1b* and *Sox2*, was examined. Two clusters contained cells that were positive for *Cdkn1b*, *Sox2*, or both (Fig. 4c). 

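At E14, 132 cells were named LPsCs and 515 more, called other prosensory cells here, carried prosensory markers that could not be told as medial or lateral. Neither Sox2 nor Cdkn1b was used to group them. With each cell drawn down to 1500 UMIs, Sox2 had a UMI in 23.5% (exact 95% interval 16.5% to 31.6%) of LPsCs and 24.5% (exact 95% interval 20.8% to 28.4%) of other prosensory cells. Cdkn1b had one in 10.6% (exact 95% interval 5.92% to 17.2%) of LPsCs and 20.0% (exact 95% interval 16.6% to 23.7%) of other prosensory cells. At least 1 of the genes had a UMI in 31.1% (exact 95% interval 23.3% to 39.7%) and 40.4% (exact 95% interval 36.1% to 44.8%), against 1.16% (exact 95% interval 0.378% to 2.69%) of Oc90 cells and 1.74% (exact 95% interval 0.953% to 2.90%) of medial KO cells. HCs had one in 35.9%, lateral KO cells in 8.37% and the lateral epithelium in 6.57%. Median depths before the draw were 4013 UMIs in LPsCs, 2785 in other prosensory cells and 4296 in Oc90 cells. Sox2 differed between the libraries, with an SD of 17.1 points around a mean of 24.6% of LPsCs per library. The shares of Sox2 also moved with the clusters. With called doublets removed, 25.7% of LPsCs and 11.3% of other prosensory cells had a UMI of it. With finer clusters the shares were 21.3% and 31.0%, and with the named genes kept 24.2% and 26.2%.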

To determine whether these cells might represent separate clusters of medial and lateral prosensory cells (MPsCs and LPsCs), expression of *Fgf20*, a medial prosensory marker^38^, and *Fgfr3* and *Prox1*, lateral prosensory markers^39,40^, were examined. 

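In the E14 libraries, Fgf20 (chromosome 8 from 40279166 to 40308331) averaged 35.6 ± 17.9 CPM (SD, n = 2 libraries) in LPsCs and 156 ± 6.12 CPM in other prosensory cells (log2 fold change -1.92, standard error 0.25, limma's adjusted p = 1.12e-11, LPsCs minus other prosensory cells). Fgfr3 (chromosome 5 from 33721674 to 33737068) averaged 373 ± 49.1 and 53.7 ± 24.4 CPM (log2 fold change 2.64, standard error 0.20, limma's adjusted p = 1.21e-36), and Prox1 (chromosome 1 from 190118035 to 190170714) 147 ± 28.4 and 21.0 ± 3.22 CPM (log2 fold change 2.33, standard error 0.28, limma's adjusted p = 2.95e-14). Each moved the same way in both libraries, and none was used to group the cells. The direction of Fgf20 depended on the clusters: with the 4 and 3 called doublets removed before clustering, 413 of the 515 other prosensory cells carried the LPsC name, and the log2 fold change of Fgf20 was 1.24. Over the whole comparison, 167 of 8594 genes were higher in LPsCs and 169 lower at limma's adjusted p of 0.05, against 362 and 358 with called doublets removed and 48 and 60 without the library block. Cell by cell, at 1500 UMIs per cell, 9 of 647 prosensory cells had a UMI of both Fgf20 and Fgfr3, where 12.7 would if the genes were independent. The libraries differed: 7 cells against 6.30 in replicate 1 (2-sided Fisher's exact test over cells, p = 0.814) and 2 against 6.44 in replicate 2 (exact p = 0.0419). Fgfr3 and Prox1 were found together in 16 cells, where 5.70 would be by independence, with an exact p of 0.0630 in replicate 1 and 7.39e-05 in replicate 2.

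**Figure D3:**
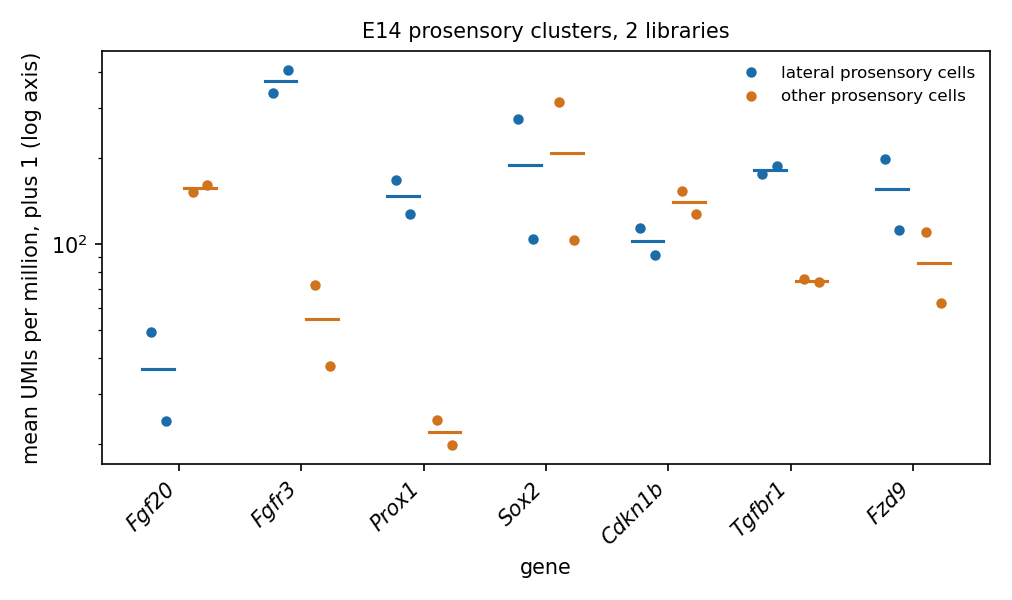
Mean CPM, plus 1, of 7 genes in the LPsCs and the other prosensory cells of 2 E14 libraries, on a log axis. Each point is 1 library and each bar the mean of 2; Fgfr3, Prox1, Tgfbr1 and Fzd9 are higher in LPsCs and Fgf20 in the other prosensory cells in both libraries, in the clusters as reported.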

Consistent with this hypothesis, *Fgf20* and *Fgfr3/Prox1* segregated into separate prosensory clusters (Fig. 4c, d, Supplementary Fig. 6). To determine whether these clusters represent discrete prosensory populations, violin plots for *Fgf20*, *Fgfr3*, and *Prox1* were generated for the E14 and E16 data sets. 

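At E14, HCs averaged 53.0 ± 13.8 CPM (SD, n = 2 libraries) of Fgf20, 234 ± 109.9 CPM of Fgfr3 and 41.9 ± 32.7 CPM of Prox1. At E16, 665 cells were named LPsCs and only 18 MPsCs, none of them in replicate 2. Fgf20 averaged 119 ± 70.3 CPM (SD, n = 3 libraries) in inner phalangeal cells, 37.9 ± 28.2 CPM in LPsCs and 12.1 ± 10.1 CPM in IHCs, and 173 CPM in the MPsCs of the 1 library with enough of them. Fgfr3 averaged 434 ± 178 CPM in IPCs, 266 ± 81.5 CPM in LPsCs, 134 ± 13.7 CPM in HCs other than IHCs and 12.4 ± 10.7 CPM in IHCs. Prox1 averaged 239 ± 118 CPM in LPsCs, 157 ± 80.7 CPM in IPCs, 67.8 ± 19.4 CPM in HCs other than IHCs and 27.4 ± 25.7 CPM in inner phalangeal cells. At 1500 UMIs per cell, Fgf20 had a UMI in 2.52% (exact 95% interval 0.523% to 7.19%) of IHCs and in none of 231 Oc90 cells. In LPsCs the share was 4.66%, but 1.30% with finer and 3.94% with coarser clusters, so that it depends on the clusters. Fgfr3 had a UMI in 14.7% (exact 95% interval 11.7% to 18.2%) of HCs other than IHCs and 37.6% of IPCs, against 1.68% of IHCs. Both Fgf20 and Fgfr3 had a UMI in 2 of 683 prosensory cells, where 8.53 would by independence, and within a library the lowest p of Fisher's exact test was 0.126, in replicate 3. Median depths were 3754 UMIs in IHCs and 3270 in Oc90 cells before the draw.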

*Fgf20* was expressed in MPsCs and IHCs, while *Fgfr3* and *Prox1* were expressed in LPsCs, IPCs, and OHCs (Supplementary Fig. 7). While the expression of *Fgf20* or *Fgfr3* in differentiating cell types that do not express these genes in their mature state, such as IHCs and OHCs, suggested that these cells represented a transitional phase, we wanted to confirm that distinct MPsC and LPsC populations exist as early as E14. Therefore, we performed fate mapping using *Fgfr3*^*icre*^; *R26R*^*tdTomato*^ mice that were induced on E13.5, E14.5, or E15.5, and then analyzed at P0. Results indicate that 98.3% of *Fgfr3*^*+*^*-*progenitors at E14–E16 go on to develop as OHCs, DCs, OPCs, or IPCs (Fig. 4e). This finding was consistent with previous work demonstrating that *Fgfr3* expression is restricted to OHCs, DCs, and PCs by P1 (refs. ^39,41^). While lineage tracing does not prove that the fates of *Fgfr3*^*+*^-prosensory cells are restricted at the E13.5–E15.5 time points, they do demonstrate that in the absence of developmental perturbations, the early *Fgfr3*^*+*^ population of cells gives rise almost entirely to cell types located within the lateral domain.

Based on these results, we clustered MPsCs, IHCs, and IPhCs from E14, E16, and P1, and preformed trajectory analysis using Monocle, which generated a single bifurcation that split MPsCs into either IPhCs or IHCs (Fig. 4f, Supplementary Fig. 8). Transcriptional changes along the two branches are illustrated in Supplementary Fig. 8 and Supplementary Data 10. In contrast with medial cell types, Monocle analysis of LPsCs, OHCs, and DCs failed to produce a bifurcated trajectory (Fig. 4f). Instead cells formed a continuum with prosensory cells located in the center and extending, in general, toward OHCs on one end and DCs on the other end. The reasons for the lack of a bifurcation are unclear but could suggest that LPsCs collected at E14 already express genes that are specific for either a DC or OHC fate. Finally, we generated a trajectory analysis using all prosensory cells, HCs, DCs, and IPhCs (Supplementary Fig. 9). The results appeared very similar to the results for the lateral cell type trajectory. These results suggest that collecting additional prosensory cells at E13 and/or E12 might provide a more comprehensive trajectory.

### Activation of Tgf*β*r1 is required for OHC development

The demonstration of unique gene expression and restricted cell fate within the lateral prosensory domain strongly suggests that cells located within this region differ from MPsCs. To identify factors that might play a role in the development of LPsCs, gene expression in this group was compared against all other E14 cells. The resulting gene list was then screened to identify those genes that were exclusively expressed by LPsCs (Supplementary Fig. 10, Supplementary Data 11). This list contained genes that were known to be expressed in LPsCs, including *Prox1*, *Bmp2*, *Ngfr*, and *Nrcam*^39,40,42,43^, and additional markers, including *Tgfβr1*, *Fzd9* (Frizzled9), *Elmo1*, and *Lsamp* (Fig. 5a, Supplementary Fig. 10). 

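Against all other E14 cells, 507 of 8814 genes were higher and 640 lower in LPsCs at limma's adjusted p of 0.05 (n = 2 libraries). Coarser clusters put the other prosensory cells among the LPsCs and gave 1087 and 1300, and a fit without the library block gave 197 and 224. Prox1 stood at 147 ± 28.4 CPM in LPsCs and 4.33 ± 1.42 CPM in all other cells (log2 fold change 3.44, standard error 0.29, limma's adjusted p = 5.98e-31), and Bmp2 (chromosome 2 from 133552159 to 133562885) at 109.8 ± 0.642 and 6.55 ± 1.92 CPM (log2 fold change 2.86, standard error 0.29, limma's adjusted p = 1.48e-20). Ngfr and Nrcam had log2 fold changes of 2.30 and 2.44 (limma's adjusted p = 1.18e-13 and 2.03e-17). Elmo1 (chromosome 13 from 20090596 to 20608353) averaged 78.6 ± 5.33 CPM in LPsCs and 10.3 ± 1.83 CPM elsewhere (log2 fold change 2.13, standard error 0.30, limma's adjusted p = 4.31e-11). Lsamp (chromosome 16 from 39984361 to 42181679) averaged 142 ± 55.4 and 11.5 ± 1.41 CPM (log2 fold change 2.78, standard error 0.27, limma's adjusted p = 3.45e-23). All of these genes were higher in both libraries. Against the other prosensory cells alone, Ngfr (0.44, limma's adjusted p = 0.455) and Elmo1 (0.76, limma's adjusted p = 0.123) did not pass the threshold. The paper's list of LPsC genes, drawn from these libraries, holds 228 genes, of which 225 of 227 tested were higher in LPsCs, 196 past the threshold over all genes and 220 adjusted over the list alone. Of the 168 genes it lists for the other cells, all 168 were lower in LPsCs, 163 past the threshold over all genes and 168 adjusted over the list alone. At E16, Elmo1 averaged 22.3 ± 5.84 CPM (n = 3 libraries) in LPsCs and 8.06 ± 3.32 CPM in all other cells (log2 fold change 0.84, standard error 0.24, limma's adjusted p = 0.0305), but limma's adjusted p was 0.273 without replicate 2 and 0.166 without replicate 3. From gene expression and fate mapping, the paper proposes that LPsCs differ from MPsCs.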

*Tgfβr1* and *Fzd9* are particularly notable as mutations in *Fzd9* have been implicated in Williams syndrome^44^, which includes hearing loss^45^, while mutations in *Tgfβr1* have been implicated in Ehlers–Danlos and Loeys–Dietz syndromes, both of which can include hearing loss^2,3,46^. 

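In the E14 libraries, Tgfbr1 (chromosome 4 from 47353222 to 47414931) averaged 181 ± 8.97 CPM (SD, n = 2 libraries) in LPsCs and 36.8 ± 1.85 CPM in all other cells (log2 fold change 2.03, standard error 0.22, limma's adjusted p = 9.11e-19). Fzd9 (chromosome 5 from 135248938 to 135251230) averaged 155 ± 61.3 and 22.6 ± 4.31 CPM (log2 fold change 2.29, standard error 0.24, limma's adjusted p = 2.92e-19). Against the other prosensory cells, their log2 fold changes were 1.19 (limma's adjusted p = 3.09e-06) and 0.79 (limma's adjusted p = 0.0119). HCs at E14 held 81.1 ± 6.76 CPM of Tgfbr1 and 76.4 ± 39.4 CPM of Fzd9. At E16, Tgfbr1 averaged 250.2 ± 82.0 CPM (SD, n = 3 libraries) in LPsCs and 50.9 ± 10.5 CPM in all other cells (log2 fold change 2.06, standard error 0.15, limma's adjusted p = 2.40e-07), with 121 ± 25.1 CPM in IPCs and 109 ± 46.0 CPM in inner phalangeal cells. Fzd9 averaged 328 ± 63.1 and 31.5 ± 0.224 CPM (log2 fold change 3.01, standard error 0.15, limma's adjusted p = 7.37e-09), and IPCs held 378 ± 152 CPM, a difference from LPsCs within the SD between libraries. Both genes were higher in LPsCs than in all other cells in every library of both ages. At E16, 673 of 8836 genes were higher and 712 lower in LPsCs. Without the library block, the alternative that moved these counts most, the counts were 345 and 369.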

Feature plots for expression of *Tgfβr1* and *Fzd9* in the E14 and E16 data sets confirmed concentrated expression of both genes in LPsCs, although sporadic expression in other cells types was also observed (Fig. 5b, Supplementary Fig. 10). To confirm that these genes are expressed in LPsCs, we first examined their expression in cochlear cross sections at E14.5 and E15.5 at the EurExpress (www.eurexpress.org) and Allen Brain Atlas (developingmouse.brain-map.org) web sites. Each gene was expressed in a restricted band of cells within the cochlear duct (Supplementary Fig. 10). To more precisely localize the expression of both *Tgfβr1* and *Fzd9*, we performed smFISH on cochlear sections from E16 and P1 (Fig. 5c). Strong expression of both *Tgfβr1* and *Fzd9* was observed in LPsCs at E16 and in non-HC derivatives of LPsCs; DCs and PCs, at P1. Consistent with the feature plots shown in Fig. 5b and Supplementary Fig. 10b, sporadic puncta were observed in other regions of the cochlear duct, suggesting limited expression of *Tgfβr1* or *Fzd9* outside the prosensory domain.

**Fig. 5:**
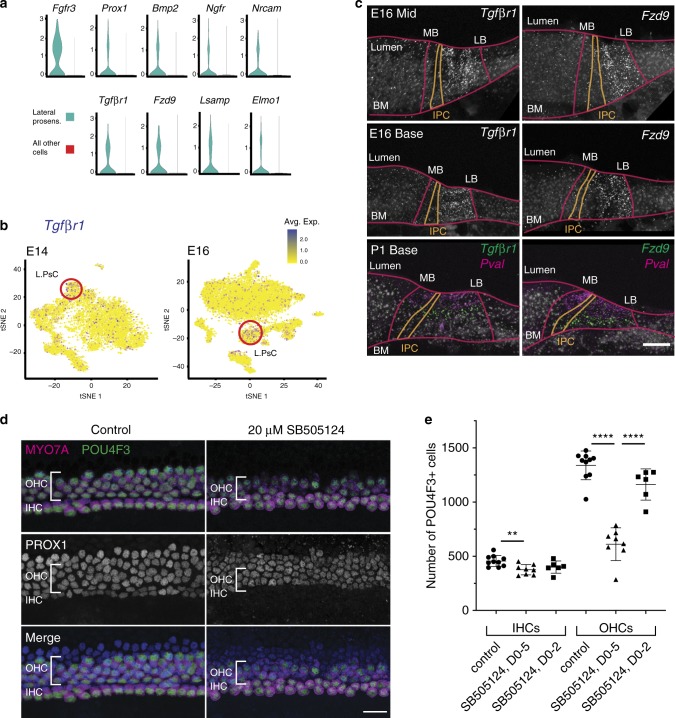
Tgf*β*r1 activity is required for formation of the lateral prosensory domain. **a** Violin plots for five genes, *Fgfr3*, *Prox1*, *Bmp2*, *Ngf*, and *Nrcam*, that had previously been reported to be expressed in the lateral prosensory domain. Bottom row illustrates examples with similar patterns of expression that have not been previously reported in prosensory cells. **b** Feature plots for *Tgfβr1* at E14 and E16. Expression is concentrated in the LPsCs (red circles). See Fig. 4a, b for cluster identities. **c** smFISH confirms expression of *Tgfβr1* and *Fzd9* only in the lateral prosensory domain. Red lines indicate lumenal surface (lumen), basement membrane (BM), and approximate locations for medial (MB) and lateral (LB) boundaries of the OC. Approximate positions of IPCs (gold). At P1, expression of both *Tgfβr1* and *Fzd9* (green) is restricted to lateral SCs. HCs are marked with *Pvalb* (magenta). Minimum of two samples per probe with similar results. **d** Cochlear explants established on E14 and treated with either DMSO (control) or the Tgf*β*r1 antagonist SB505124 at 20 μM for 5 DIV. HC cytoplasm (anti-MYO7A, magenta) and nuclei (anti-POU4F3, green) and supporting cell nuclei (anti-PROX1, white or blue in merged image in bottom row) are labeled. Development of the lateral region of the OC is clearly disrupted (bracket), while the medial (IHC) region appears relatively unaffected. **e** Quantification of HC numbers per explant indicates a significant decrease in OHCs following 20 μM SB505124 treatment for 5 DIV (DO-5). A slight, but significant decrease in IHCs was also observed. Explants treated with 20 µM SB505124 for only 2 DIV (DO-2) followed by three additional days in control media did not show significant decreases in IHCs or OHCs. Data are presented as mean values ± SD, **p = 0.0093, ****p < 0.0001. *n* = 24 biologically independent explants (ten control, eight SB505124, DO-5, six SB505124, DO-2) with a total of *n* = 35,217 HCs counted over three separate experiments. Statistical test is one-way ANOVA followed by Tukey’s multiple comparison’s test. Source data are supplied as a Source data file. Scale bars in **c** and **d**, 20 μm.

To determine whether *Tgfbr1* plays a role in development of LPsCs and/or their derivatives, cochlear explants were established at E14.5 and maintained in culture media containing either 20 μM of the Tgf*β*r1 antagonist SB505124 (see Methods section) or DMSO vehicle control for 5 days (DIV). Cultures were then fixed and labeled with antibodies against the HC markers MYO7A and POU4F3, and the progenitor/SC marker PROX1. We observed a significant loss of OHCs, but no change in PROX1^+^ SCs, in response to inhibition of Tgf*β*r1 (Fig. 5d). To determine whether inhibition of Tgf*β*r1 leads to cell death or an inhibition of OHC maturation, explants were treated with 20 μΜ SB505124 for 2 DIV, followed by an additional 3 DIV in control media. Results indicated a recovery of OHC formation (Fig. 5e), consistent with an inhibition of OHC maturation.

### Metabolic pathways may mediate Tgf*β*r1 effects in OHC

The results presented above suggest a significant role for the Tgf*β* pathway in development of OHCs. The specific downstream pathways that might be activated by Tgf*β* in LPsCs are unknown. Tgf*β* signaling has been shown to influence the activity of multiple pathways^47–49^ to regulate different aspects of cellular development, including cell fate and differentiation. An extensive examination of all the known Tgf*β* pathways in developing OHCs is beyond the scope of this study; however, we chose to examine a potential link between Tgf*β* signaling and metabolism based on previous studies linking Tgf*β* with metabolic pathways, such as the tricarboxylic acid (TCA) cycle^50^, and the known links between hearing loss and metabolic/mitochondrial disorders^51^.

To examine changes in the activity of specific pathways, expression of metabolic pathway gene sets^52^ were compared between IHCs, OHCs, and pooled SCs at E16 and P1 (see Methods section, Supplementary Data 12) to generate an overall up (red) or down (blue) regulation map (Supplementary Fig. 11). Previous studies have demonstrated changes in glutamine metabolism and TCA cycle activation in response to Tgf*β* signaling^50^ and upregulation of both of those pathways was observed in OHCs. To examine which genes within those pathways might be upregulated in OHCs, violin plots were generated for each gene within the glutamine metabolism and TCA cycle GO annotations (Supplementary Fig. 11). Within the glutamine metabolism gene list, *Asparagine synthetase (Asns)*, *Glutaminase* (*Gls*), and *Phosphoribosyl pyrophosphate amidotransferase* (*Ppat*) were specific to HCs (Supplementary Fig. 11), while from the TCA cycle gene list, *Fumarate hydratase* (*Fh1*), *Dihydrolipoamide S-succinyltransferase* (*Dlst*), *Dihydrolipoamide S-acetyltransferase* (*Dlat*) were specific for HCs, and *Oxoglutarate dehydrogenase* (*Ogdh*) was specific to OHCs (Supplementary Fig. 11). 

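At P1, the genes given here were higher in HCs than in SCs of the IPC and DC group in each of the 4 libraries. Asns (chromosome 6 from 7675169 to 7693254) averaged 75.9 ± 44.3 CPM in HCs and 41.5 ± 11.4 CPM in SCs (log2 fold change 0.64, limma's adjusted p over the 7 genes = 0.00336). Ppat averaged 60.4 ± 23.5 CPM in HCs and 14.4 ± 11.9 CPM in SCs (log2 fold change 1.59, limma's adjusted p over the 7 genes = 1.36e-06). Dlst averaged 107 ± 20.6 CPM in HCs and 48.9 ± 16.3 CPM in SCs (log2 fold change 1.01, limma's adjusted p over the 7 genes = 1.48e-05), and Ogdh (chromosome 11 from 6291633 to 6356642) 49.7 ± 13.8 CPM in HCs and 22.8 ± 9.77 CPM in SCs (log2 fold change 0.89, limma's adjusted p over the 7 genes = 0.000761). Fh1 averaged 62.7 ± 9.19 CPM in HCs and 49.3 ± 6.95 CPM in SCs (log2 fold change 0.29, limma's adjusted p over the 7 genes = 0.0609) and Dlat 62.3 ± 23.8 CPM in HCs and 49.3 ± 21.8 CPM in SCs (log2 fold change 0.30, limma's adjusted p over the 7 genes = 0.0609), so that these did not pass the threshold of 0.05 and the other 4 did. SCs held UMIs of each of them, at the levels given. Between IHCs and OHCs none passed the threshold, and Ogdh averaged 50.9 ± 10.7 CPM in IHCs and 55.7 ± 33.2 CPM in OHCs (log2 fold change 0.04, limma's adjusted p over the 7 genes = 0.926), higher in IHCs in 2 of 4 libraries.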

*Gls* is a known target of Tgf*β* (ref. ^50^) while deficiencies in *Asns* have been linked to hearing loss^53^. Similarly, while TCA cycle disruption has not been linked with OHC development, it has been implicated in age-related hearing loss^54^. Further exploration into each of the examined metabolic pathways and the genes within it will provide greater insight into the mechanisms involved in OHC development.

### Differentiation of IHCs and OHCs at P7

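The P7 data are 2 libraries, numbered 4 and 5 in the deposited cell names, with 1775 and 1602 cells, 8928818 and 8567317 UMIs and medians of 4510 and 4849.5 per cell. The deposited file therefore holds 3377 cells. Clusters drawn and named as at P1 left 2071 of them, 67.9% and 54.1% of replicates 4 and 5, without a name. IHCs (72 cells, 35 and 37 per library), OHCs (142, 65 and 77), DCs (83) and IPCs (47) could be named, but inner phalangeal and Hensen's cells could not. Another 176 cells sat in clusters with glial genes and 259 in a cluster with mesenchymal genes. Scrublet called 9 and 14 cells as doublets. Genes were tested at P7 with 1 residual degree of freedom, so that limma's p again leans on the variance of other genes (prior degrees of freedom 35.4).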

To examine the postnatal development of HCs and other cells within the cochlear duct, 3011 cells were collected at P7 (Supplementary Data 1). The cochlear sensory epithelium is not fully mature at this time point, but we identified this age as the best compromise between maturity and our ability to successfully dissociate and capture a significant number of cells. Unbiased clustering identified 12 clusters of cells (Fig. 6a) and examination of gene expression within those clusters allowed identification of all the known cochlear cell types (Supplementary Data 2). 

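Cells named as KO made up 62.7% ± 0.958 of a P1 library (SD, n = 4) and 13.1% ± 0.279 of a P7 library (n = 2), with an exact permutation p of 0.0667, the smallest that 15 splits of 6 libraries can give. This drop rests on cells that could be named: with unnamed cells counted as KO, the shares were 68.3% ± 1.18 and 74.1% ± 9.50 (exact p = 0.267), and no drop was seen. The sign of that change is open: it was -0.932 points without P7 replicate 4 and -6.08 points with interdental and inner sulcus cells counted as KO, and negative with coarser and with finer clusters too. A share also moves with how each age was dissociated and captured, and age cannot be separated here from the batch in which its libraries were made. At P7, 345 cells carried lateral and 97 medial KO markers.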

Consistent with the gradual degeneration of KO, the total number cells that were mapped to this region was decreased relative to younger ages and only three clusters were identified. Differential expression analysis identified known and candidate genes expressed in each cell type (Fig. 6b, Supplementary Data 1). IHCs and OHCs, which had been clustered as a single group in the whole cochlea P1 data set, appear as separate groups at P7. In contrast, DCs, which were in two clusters at P1, formed only a single cluster at P7.

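Among all P7 cells, clusters drawn again held 72 IHCs and 142 OHCs without a separate step for HCs. Fgf8 averaged 877 ± 6.86 CPM (SD, n = 2 libraries) in the IHCs and had no UMI in the OHCs, at least 272-fold higher against 3 UMIs over all OHCs (limma's adjusted p = 2.92e-18). Ikzf2 (chromosome 1 from 69531214 to 69687245) averaged 221 ± 62.6 CPM in the OHCs and had no UMI in the IHCs, at least 39.0-fold higher in OHCs (limma's adjusted p = 7.08e-11).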

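At P7, 1 group of 83 cells, 42 and 41 in the 2 libraries, carried DC markers and none carried those of row 3 DCs. With 2071 P7 cells unnamed, a separate group of row 3 DCs among them cannot be excluded.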

**Fig. 6:**
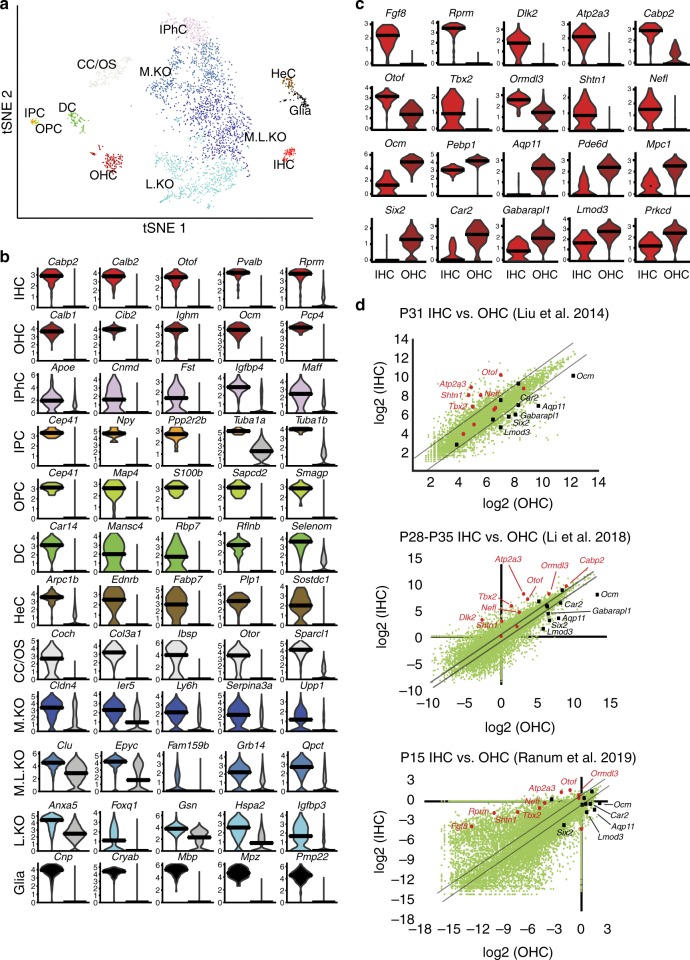
Comparison of gene expression between IHCs and OHCs at P7 and in adults. **a** tSNE plot for ~3400 cochlear cells isolated from three separate experiments at P7. Specific clusters for different cells types are labeled. **b** Violin plots showing relative expression of the top five differentially expressed (DE) genes for each cell type (color coded as in **a**) by comparison with all other P7 cells (gray on the right in each graph). **c** Violin plots for the top ten DE genes between P7 IHCs and OHCs. **d** Scatter plots comparing gene expression in IHCs vs. OHCs collected at the indicated ages in the indicated publications. Gray lines mark cutoffs for twofold differences in gene expression. Red and black dots indicate DE IHC and OHC genes, respectively, from P7. Names are included for those genes located outside of the twofold threshold. IHC inner HCs, OHC outer HCs, IPhC inner phalangeal cells/border cells, IPC inner pillar cells, OPC outer pillar cells, DC Deiters’ cells, HeC Hensen’s cells, CC/OS Claudius cells/outer sulcus cells, M.KO medial Kölliker’s organ cells, M.L.KO medial–lateral Kölliker’s organ cells, L.KO lateral Kölliker’s organ cells.

To compare transcriptional maturity of IHCs and OHCs at P7 with functional IHCs and OHCs, we compared differential transcriptional expression between the 83 IHCs and 180 OHCs isolated at P7 with previously published HCs isolated from mature cochleae. Figure 6c illustrates the top ten DE genes between P7 IHCs and OHCs. 

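Otof (chromosome 5 from 30367062 to 30461932) averaged 2257 ± 149 CPM (SD, n = 2 libraries) in P7 IHCs and 447 ± 37.5 CPM in OHCs (log2 fold change 2.31, standard error 0.13, limma's adjusted p = 1.36e-16), and Dlk2 (chromosome 17 from 46297421 to 46303271) 589.7 ± 41.5 and 16.7 ± 4.10 CPM (log2 fold change 4.50, standard error 0.29, limma's adjusted p = 6.93e-15). Ormdl3 and Nefl had log2 fold changes of 1.91 and 2.83 (limma's adjusted p = 3.17e-12 and 2.20e-10). Ocm (chromosome 5 from 144019804 to 144026670) averaged 13091 ± 927 CPM in OHCs and 613 ± 56.3 CPM in IHCs (log2 fold change -4.39, standard error 0.08, limma's adjusted p = 2.59e-32, IHC minus OHC). For Pebp1, Aqp11, Pde6d, Mpc1 and Six2 the log2 fold changes were -1.74, -4.10, -3.29, -2.80 and -4.14, and for Car2, Gabarapl1, Lmod3 and Prkcd they were -3.29, -1.98, -1.80 and -1.83. The largest of limma's adjusted p among these 9 genes was 1.36e-10, for Gabarapl1. Each gene moved the same way in both libraries.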

To determine how many of those genes show similar patterns of expression in more mature tissues, we used the gEAR (https://umgear.org/) compare tool to generate scatter plots for gene expression in IHCs vs OHCs from three different cell-type-specific data sets collected at later time points (P15 or >P28)^25,55,56^. The top ten DE genes for IHCs and OHCs from P7 were mapped onto each of those scatter plots (Fig. 6d). Using a twofold difference in gene expression as a threshold, there was reasonable concurrence between the data sets. For IHCs, eight of the ten DE genes also showed greater than twofold expression in IHCs from the two studies that used RNAseq. Similarly, for OHCs seven of the ten genes that were DE at P7 also met the twofold threshold in the RNAseq data sets. Concurrence was not as consistent for Liu et al.^25^, which was based on microarray rather than RNAseq. 

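In the 2 P7 libraries, 490 of 8676 genes were higher in IHCs and 522 higher in OHCs at limma's adjusted p of 0.05, and 337 and 413 of them by at least 2-fold. Without the library block, the alternative that moved these counts most, 180 and 230 genes passed. Among the 7890 genes not used for clustering, 405 were higher in IHCs and 404 in OHCs. Outside the named genes and those used to cluster or name the cells, the largest rises in IHCs were in Kif28, Slc14a1, Fam155a, Stk32c and Reep6 and the largest in OHCs in Agpat2, Pard3b, Ephx4, Zfp503 and Efemp2.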

To further compare differential gene expression between the data sets, we compared the expression of all genes in the P7 data set that were DE in IHCs or OHCs and had an adjusted *p*-value of <0.01 (Supplementary Data 13). The resulting 146 genes for IHCs and 163 genes for OHCs were then mapped onto the scatter plot for the Li et al. data^55^ (Fig. 6). 

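Of the 146 IHC genes of Supplementary Data 13, drawn from these libraries, 145 were tested and all were higher in IHCs, 144 past the threshold over all genes and 145 adjusted over the list alone, with a median log2 fold change of 1.70. The table holds 161 OHC genes, of which 160 were tested and all were higher in OHCs, 160 past the threshold over all genes and 160 adjusted over the list alone, by a median of 1.93. At limma's adjusted p of 0.01 over all genes, 274 genes were higher in IHCs and 327 in OHCs, on libraries and not on cells as units.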

For clarity, genes that fell below the twofold cutoff were excluded. Of the resulting 64 genes for IHCs and 77 genes for OHCs, 87.5% of IHC genes and 90.9% of OHC genes mapped on the predicted side of the scatter plot. However, if genes that mapped below the twofold threshold are also included, the percentages drop to 38.8% for IHCs and 42.9% for OHCs. Overall these results demonstrate both the challenges and limitations of comparing data sets from different studies. In addition, the findings suggest that while IHCs and OHCs are not fully mature by P7, their transcriptional profiles do share many similarities with functional IHCs and OHCs collected at later time points.

### Localization of deafness genes in individual cell types

Average levels of expression of known and potential deafness genes were visualized within each cell type in the E14, E16, P1, and P7 data sets (Fig. 7). This analysis served to both confirm the quality of the data set and also to localize candidate deafness genes to specific cell types. Consistent with previous reports *Myo6*, *Myo7a*, *Myo3a*, *Cdh23*, *Pcdh15*, *Gipc3*, and *Cib2* (ref. ^57^) were primarily expressed in HCs with many showing increased intensity of expression as HCs mature (Fig. 7; arrows). Similarly, *Gjb2* and *Gjb6* were most highly expressed in inner phalangeal cells and cells within KO (ref. ^58^). 

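At P1, Gipc3 (chromosome 10 from 81335265 to 81343266) averaged 175 ± 44.6 CPM (SD, n = 4 libraries) in HCs and 0.794 ± 0.312 CPM in all other cells (log2 fold change 4.07, standard error 0.15, limma's adjusted p = 6.64e-09). Cdh23 averaged 98.8 ± 48.5 CPM in HCs and 1.08 ± 0.531 CPM in all other cells (log2 fold change 3.18, standard error 0.23, limma's adjusted p = 7.83e-07). Myo3a averaged 27.8 ± 6.28 CPM in HCs and 0.116 ± 0.0818 CPM in all other cells (log2 fold change 1.89, standard error 0.14, limma's adjusted p = 9.39e-07). Pcdh15 averaged 75.7 ± 33.2 CPM in HCs and 7.67 ± 1.91 CPM in all other cells (log2 fold change 2.20, standard error 0.17, limma's adjusted p = 9.98e-07). All 4 were higher in HCs in every library. Along the ordering of OHCs at P1, Gipc3 (log2 fold change 1.55, late minus early), Myo3a (0.99), Cib2 (0.77), Myo7a (0.75) and Myo6 (0.57) rose, the largest of limma's adjusted p being 0.00780 for Myo3a. Pcdh15 fell (log2 fold change -0.91, limma's adjusted p = 0.00351, lower late in all 4 libraries) and Cdh23 did not change (log2 fold change -0.27, limma's adjusted p = 0.324). Levels at different ages come from different libraries and were not tested against each other.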

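Gjb2 (chromosome 14 from 57098600 to 57104702) averaged 4458 ± 496 CPM (SD, n = 4 libraries) in P1 inner phalangeal cells and 667 ± 43.1 CPM in all other cells (log2 fold change 2.72, standard error 0.09, limma's adjusted p = 9.42e-50), with 5196 CPM in replicate 4 and at most 4297 CPM in the other libraries. Lateral KO cells held 1383 ± 104 CPM and medial KO cells 572 ± 131 CPM. Against all other cells, medial KO was lower in Gjb2 (log2 fold change -0.52), but with the mean of deposited log values the log2 fold change was 0.11, so that its direction in medial KO is open. Gjb6 (chromosome 14 from 57123303 to 57133611) averaged 794 ± 364 CPM in inner phalangeal cells (log2 fold change 2.69, standard error 0.13, limma's adjusted p = 2.89e-36 against all other cells), 314 ± 114 CPM in lateral KO and 67.4 ± 40.7 CPM in medial KO, where replicate 4 reached 128 CPM and the others at most 53.0 CPM. HCs were lower in both genes in all 4 libraries (log2 fold change -4.81 for Gjb2 and -3.46 for Gjb6).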

Finally, we localized expression of genes that have been linked to age, noise or cisplatin-related hearing loss by GWAS but have not been studied extensively in the inner ear (https://www.ebi.ac.uk/gwas/). Many of these genes were most strongly expressed in HCs, but a few, such as *Ccbe1* and *St6galnac5* showed specific expression in IPCs or Claudius cells, respectively (Fig. 7; arrowheads).

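Ccbe1 (chromosome 18 from 66045302 to 66302741) averaged 21.6 ± 18.1 CPM (SD, n = 4 libraries) in P1 IPCs and 0.0210 ± 0.0307 CPM in all other cells (log2 fold change 1.42, standard error 0.32, limma's adjusted p = 0.00139), and was higher in IPCs in 3 of 4 libraries. That call is lost with an added 1 CPM and with no filter on low values. St6galnac5 (chromosome 3 from 152817081 to 152982246) was too low to be tested, at 3.22 ± 2.27 CPM in Claudius or outer sulcus cells and 0.814 ± 0.746 CPM in lateral KO, its next highest class.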

**Fig. 7:**
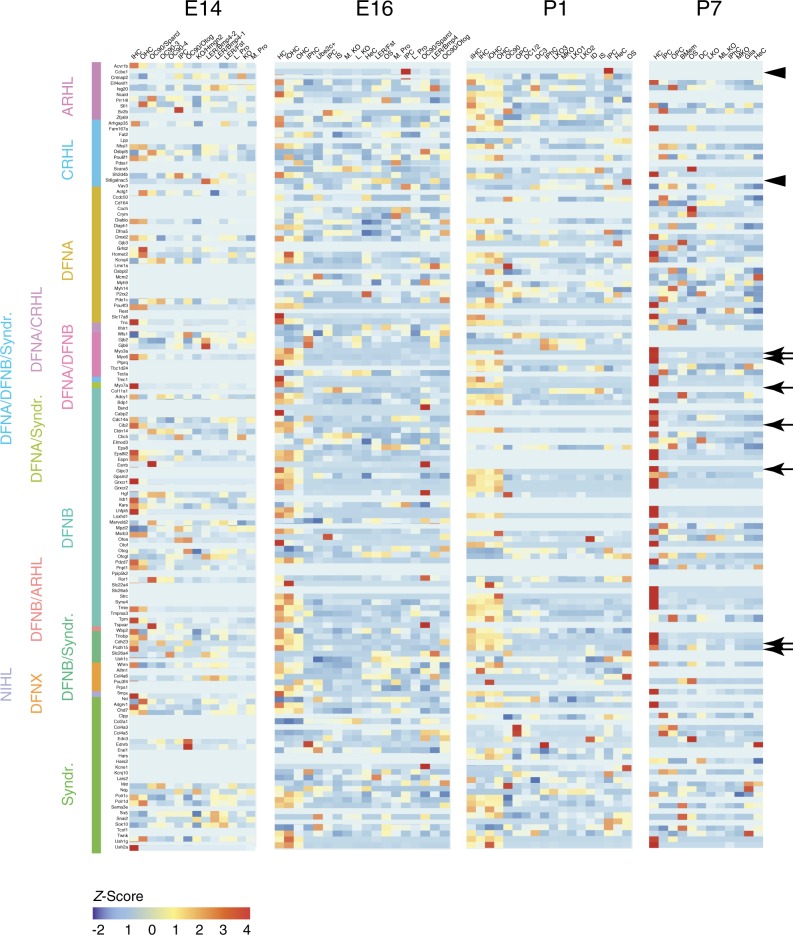
Localization of deafness genes. Heat maps illustrating cell-type-specific expression (as a *z*-score for cell-type-averaged expression) for deafness-related genes in cochlear cell clusters from E14, E16, P1, and P7. Cluster identitities for each time point are indicated along the top of each heat map and disease classes are indicated on the *Y*-axis. Consistent with previous work, many deafness genes that are known to be expressed in HCs, such as *Myo6*, *Myo7a*, *Myo3a*, *Cdh23*, *Pcdh15*, *Gipc3*, and *Cip2*, show exclusive expression in HC clusters in particular at P7. Other genes that have been associated with hearing loss but not examined within the inner ear show expression in other cell types. For example, *Ccbe1*, which when mutated can lead to Hennekam syndrome, is only expressed in IPCs. ARHL age-related hearing loss, CRHL cisplatin-related hearing loss, NIHL noise-induced hearing loss, Syndr. syndromic.

## Discussion

We present an extensive data set, including over 30,000 cochlear single cells collected at four developmental time points. Identification of known cell types and validation by examination of known gene expression confirms the overall quality and comprehensiveness of the data. Moreover, because the OC develops heterochronically^59^, this data set most likely contains cells that span the developmental spectrum from early progenitors through nearly mature cell types. While our analysis was necessarily limited to just a few cell types at a few time points, similar examinations of many other cell types and developmental transitions are clearly possible. The entire data set is available through the gEAR Portal (https://umgear.org/p?l=f7baf4ea).

Inner and outer HCs were known to be transcriptionally distinct by E16 (ref. ^23^). In contrast, the timing and degree of transcriptomic differences between SC types was less obvious. The results presented here demonstrate that transcriptionally unique classes of SCs can be identified as early as E16, at which point both IPCs and IPhCs exist as discrete clusters of cells. Consistent with our previous work^4^, IPhCs appear to share greater transcriptional similarity with cells located in KO than with other SCs. 

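At P1, profiles of inner phalangeal cells correlated with those of KO cells at 0.877 ± 0.0139 (Pearson, SD over n = 4 libraries) and with those of other SCs at 0.839 ± 0.0314, over genes of at least 10 CPM. The difference within a library was 0.0379 ± 0.0179, above 0 in all 4 libraries. Over the 2000 most variable genes it was -0.0349 ± 0.0187, below 0 in all 4, so that the direction depends on the genes taken. Lateral KO alone was closer to inner phalangeal cells than other SCs were by both choices, by 0.0680 ± 0.0180 and 0.0652 ± 0.0182, in all 4 libraries. Cell numbers were not matched: a library held 534 to 1431 lateral KO cells and at most 370 SCs of the IPC and DC group. Profiles of fewer cells are noisier, which can lower a correlation, so that class size may contribute to these gaps.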

At P1, OPCs shared a high degree of transcriptional similarity with first/second row DCs. This result is consistent with previous work demonstrating plasticity within the LPsC population through at least the first postnatal week^60^. HeC and CC cells appeared as discrete cell clusters as early as E16, and fate mapping of *Fgfr3*^*+*^-lateral progenitors indicated that cells from this population develop as HeC/CC cells <0.15% of the time. These results suggest that HeCs and CCs should not be considered as SCs, or at least not as SCs arising from the same precursor population as DCs and pillar cells.

Transcriptomes for OHCs isolated at P1, E16 and, to a lesser extent, at E14, indicated the presence of OHCs at different stages of developmental maturation. In contrast, HCs isolated at P7 appeared to be transcriptionally more uniform suggesting that a significant component of OHC development may be completed by P7. 

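With 60 cells per library drawn down to 2500 UMIs, the mean correlation between pairs of OHCs was 0.424 ± 0.0185 at P1 (SD, n = 4 libraries) and 0.423 ± 5.37e-05 at P7 (n = 2), with an exact permutation p of 0.867. The P1 cells are the OHCs and HCs without a type. The share of variance on the first principal component was 3.36% ± 0.0762 at P1 and 2.53% ± 0.0561 at P7 (exact p = 0.0667, the smallest that 15 splits can give). In lateral KO cells, taken for comparison, the correlation was 0.449 ± 0.0128 and 0.412 ± 0.00129 (exact p = 0.0667) and the share 2.76% ± 0.163 and 3.73% ± 0.232. In DCs, of which a library gave only 20 to 60, the correlation was 0.448 ± 0.0148 and 0.436 ± 0.00157 (exact p = 0.400); their shares are left out, since these follow the number of cells drawn. The P1 group of OHCs holds cells that could not be typed and the P7 group does not, and the typed P1 cells were not measured alone. From uniform profiles at P7 the paper proposes that much of OHC development may be complete by then.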

Using Monocle, we were able to create pseudotime trajectories for OHC development that suggested four possible phases of gene expression. Consistent with their known roles in overall HC development, genes expressed in early phases, such as *Sox2*, *Atoh1*, *Lhx3*, and *Pou4f3*, were expressed in both OHCs and IHCs. However, at later stages, genes that were unique to the OHC lineage, such as *Insm1*, *Neurod6*, and *Ikzf2*, were identified^23,61^. These genes are particularly intriguing as their timing of expression suggests a possible role in specification of OHC fate or repression of an IHC fate^23,61^. 

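Insm1 averaged 6.04 ± 7.01 CPM (SD, n = 4 libraries) in P1 IHCs and 39.3 ± 18.6 CPM in OHCs (log2 fold change -1.63, standard error 0.33, limma's adjusted p = 0.000418), and Neurod6 (chromosome 6 from 55677822 to 55681263) 1.69 ± 3.37 and 25.7 ± 16.7 CPM (log2 fold change -1.53, standard error 0.35, limma's adjusted p = 0.00174). Both were higher in OHCs in all 4 libraries, and all UMIs of Neurod6 in IHCs came from replicate 3. Within the ordered OHCs both were lower late in all 4 libraries, Neurod6 from 312 ± 60.6 CPM in the earliest to 27.5 ± 18.8 CPM in the latest part (log2 fold change -3.23, standard error 0.21, limma's adjusted p = 6.81e-13). Ikzf2 was too low in P1 HCs to be tested, at 1.60 ± 3.20 CPM in IHCs and 1.78 ± 2.31 CPM in OHCs. At P7, Insm1 averaged 34.0 ± 16.6 CPM in OHCs (n = 2 libraries) and had no UMI in IHCs, at least 6.00-fold higher (limma's adjusted p = 0.00307), a call that is lost with a pseudocount of 1 CPM (limma's adjusted p = 0.0625). The P7 file has no row for Neurod6.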

Genes expressed in subsequent phases of OHC development may regulate or act directly in different aspects of HC function, such as calcium regulation (*Atp2b2*) or buffering (*Calb2*), mechanotransduction (*Cib2*, *Tmc1*), or synaptic transmission (*Otof*)^5,6,29^; however, the roles of the genes that comprise these phases have not been fully examined.

OHCs isolated at P7 appeared to be transcriptionally homogenous. This result is consistent with the ongoing maturation of HCs during the first postnatal week but also suggests that the overall depth and complexity of this analysis was not sufficient to resolve the graded changes in HC phenotype and function that are known to occur along the tonotopic axis^62^. Similarly, DCs and pillar cells, which also show graded changes along the tonotopic axis, were transcriptionally similar at P7. The overall number of both HCs and support cells in the P7 data set was relatively low, so it is possible that increasing the number of cells analyzed at P7 and increasing the sequencing depth might allow for better resolution of cellular differences.

All of the cells that comprise the OC are thought to arise from a common prosensory progenitor population^63^. While definitive lineage-tracing data specifically examining the fates of individual prosensory cells is limited, clonal analyses suggest that prior to E14 prosensory cells have the potential to generate daughter cells that can develop as any cell type within the OC (ref. ^64^). However, unbiased clustering of single cells isolated at E14 indicated the presence of two clusters of cells that were positive for the prosensory markers *Sox2* and *Cdkn1b* (refs. ^65,66^). Several genes, including *Fgfr3* and *Prox1*, which are known to be restricted to the lateral domain^39,40^, were found to be expressed exclusively in one of these clusters, suggesting that it represents the lateral prosensory domain. Fate mapping of this group using *Fgfr3*^*icre*^ indicated a strong bias toward cell fates located within the lateral domain of the OC. While fate mapping during normal development is not synonymous with fate restriction, these results do suggest that *Fgfr3*^*+*^-prosensory cells are strongly biased toward lateral fates. This conclusion is also supported by the observation that defects in *Fgfr3* mutant mice are limited to OHCs, PCs, and DCs. Also consistent with an early medial–lateral division of the prosensory domain is the observation that strongly *Atoh1*^*+*^ HC precursors appear to develop in two spatially distinct columns of cells, located in the medial and lateral prosensory regions^67^. Given that these regions are transcriptionally distinct prior to HC formation, these results would suggest that while IHCs and OHCs share a high degree of transcriptional similarity, their lineages are separate.

Analysis of the scRNAseq data for LPsCs identified a number of genes that are restricted, within the cochlea, to this group. *Tgfβr1* was particularly intriguing, as hearing loss has been reported in several syndromes that arise from mutations in *TGFβR1* (refs. ^2,3^). Inhibition of Tgf*β*r1 disrupted development of OHCs, but did not influence the expression of PROX1. This result suggests that Tgf*β*r1 plays a role in the maturation of OHCs, which are derived from the lateral prosensory domain, rather than in the specification of these cells. Given the importance of the development of cell types that are derived from the lateral prosensory domain, an understanding of the factors that specify this group of progenitors could have significant implications for understanding cochlear function and the design of regenerative strategies. Since several markers of the lateral prosensory domain were already present at E14, it seems possible that specification of this region could occur at an even earlier time point. Consistent with this hypothesis are several studies that have examined the interaction between *Fgf20* and *Fgfr1* (refs. ^38,68^). Both genes are expressed in the developing cochlear duct at least as early as E11.5 (refs. ^38,69^) and deletion of either gene leads to a loss of lateral domain cells, including OHCs, DCs, and PCs (refs. ^38,68^). By E13.5, *Fgf20* expression appears to be restricted to MPsCs while *Fgfr1* expression is restricted to LPsCs, suggesting that a paracrine interaction between the two cell groups acts to induce key aspects of the lateral domain of the OC.

In conclusion, this study presents a single-cell RNAseq atlas for the developing cochlear epithelium at different embryonic and early postnatal time points. Validation of the results suggests that these data will provide a valuable resource for the examination of multiple developmental events during the formation of the mammalian cochlear duct and OC.

## Methods

### Isolation of cochlear cells

Timed-pregnant CD1 females were obtained from Charles River and maintained within the Porter Neuroscience Research Center Shared Animal Facility. All animal care and housing was conducted in accordance with the NIH guidelines for animal use (Protocol 1254-18). For each embryonic time point, a pregnant female was euthanized, and cochleae were dissected from 10 to 12 pups of either sex. For postnatal time points, animals were euthanized and cochleae were dissected from ~5–8 animals of either sex. Cochlear ducts were dissected and placed in DMEM/F-12 with 0.2 mg/ml of thermolysin and 10 kunitz/ml of DNase I for 10 min at 37 °C. Following the incubation period, stromal cells and the cochlear roof and lateral wall were dissected away to isolate the epithelial floor of the cochlear duct. Cochlear floor epithelia were combined in a single tube and incubated in 0.25% trypsin-EDTA for 15 min at 37 °C with gentle trituration every 5 min. At the end of the incubation, trypsin was inactivated by adding an equal volume of fetal bovine serum and dissociated cells were then passed through a 40 μm strainer, pelleted at 300 × *g* and then resuspended in 10–15 μl of DMEM/F12 with 10% fetal bovine serum^4^. A minimum of three biological replicates, each of which represents an independent collection of single cells from a single time point as described above, were included for each time point.

Single cells were captured and lysed, and mRNAs were reverse transcribed into cDNAs using a 10X Genomics Chromium Controller. cDNA libraries were prepared using Chromium Single Cell 3ʹ Reagents following the manufacturer’s instructions. Libraries were sequenced on an Illumina NextSeq to generate 60 bp of sequence to identify transcript identity. Sequences were aligned to the Ensembl mouse MM10 assembly using Cell Ranger 2.1.1 analysis software (10X Genomics).

### Data preprocessing, dimensionality reduction, clustering, and visualization

Processing of the Cell Ranger output data was done with Seurat (R package v2.0; https://github.com/satijalab/seurat)^70^. First, Seurat’s “Read10x” function imported the Cell Ranger output as cell-by-gene counts expression matrices. Genes in at least ten cells were included in the analysis. Cells with <200 unique genes and 1500 unique molecular identifiers (UMI) or >3000 unique genes and 15,000 UMI were excluded from the analysis. Cells with >5% mitochondrial genes or >5% stress genes present were excluded from downstream steps. After processing, 30,670 cells (out of 58,143) were included in the final analyzed data set (Supplementary Data 14). The expression data were then log transformed, normalized, and scaled for sequencing depth. UMI, mitochondrial content, and stress gene content scores were “regressed-out” using Seurat’s “ScaleData” function. Seurat’s canonical correlation analysis (CCA) accounted for batch effects between expression data sets from the same time point and merged these matrices to create a new object for each time point (http://github.com/kelleylab/cochlearSEscrnaseq).

Statistically significant canonical correlation components identified by Seurat’s “RunCCA” function were used to define the dimensions for the *t*SNE nonlinear dimensionality reduction analysis, which then visualized the cells on a 2D *t*SNE plot. Unsupervised clustering identified groups of molecularly distinct cells on the plot. Clustering was done by testing a range (0.2–2.4 in 0.2 increments) of values for the “resolution” parameter in Seurat’s “FindClusters” function. The average OOB error was calculated of each run using Seurat’s “AssessNodes” function. The resolution with a low OOB error and high cluster number was chosen.

Cells on the *t*SNE plot were annotated based on cluster specific genes identified by DEsingle (R package v1.4.0; (https://github.com/miaozhun/DEsingle))^71^ and Seurat’s “FindAllMarkers” (min.pct = 0.25, thresh.use = 0.25) differential expression analysis (http://github.com/kelleylab/cochlearSEscrnaseq). Cell-type-specific markers identified in Seurat are listed in Supplementary Data 2.

### Comparisons of cell-type-specific gene expression with previous publications

The gEAR Portal (https://umgear.org/) “Dataset Comparison Tool” was used to generate scatter plots of gene expression between specific cell types from previously published data sets. For the P1 comparison, cell clusters classified as HCs and support cells from Burns et al.^4^ were plotted. For the P7 comparison of inner and outer HCs, inner and outer HCs from the Liu et al.^25^, Li et al.^55^, and Ranum et al.^56^ data sets were plotted. DE genes between comparable cell types in this study were determined using Seurat. For the P1 comparison, inner pillar cells and all Deiters’ cells were combined to form a single support cell group. This was the most comparable comparative group based on the level of GFP expression in those cells in Burns et al.^4^. The locations of the top 50 (for P1 HCs and SCs) or top 10 (P7 IHCs and OHCs) were then mapped onto those scatter plots.

### Inferring cellular localization of hearing loss genes

Hereditary hearing loss genes were obtained from https://hereditaryhearingloss.org/. Genes associated with acquired hearing loss were taken from the NHGRI-EBI GWAS Catalog (https://www.ebi.ac.uk/gwas/). Cluster averages of *z*-score adjusted normalized gene expression were taken. Heat maps visualize the *z*-scores of the cluster averages.

### Monocle trajectory analysis

HC trajectory analyses were done with Monocle (R package v2.0; (https://github.com/cole-trapnell-lab/monocle-release))^26^ and DEsingle. Preprocessed Seurat objects were imported into Monocle with the “importCDS” function. Monocle’s “orderCells” function arranged cells along a pseudotime axis to indicate their position in a developmental continuum. Then, Monocle’s differential expression (DE) analysis identified genes that significantly varied in expression along the pseudotime axis applying a false discovery rate of 0.1. The parameter provided for the DE analysis was either “cell type” for the P1 outer HC trajectory or “time point” for the E14–P1 trajectories. For the outer HC trajectory, the resulting genes were clustered into four groups to represent four distinct gene expression trends along the continuum (http://github.com/kelleylab/cochlearSEscrnaseq). Monocle was used to visualized gene expression trends along the trajectories.

### Identifying cell-type-specific regulons

A modified SCENIC (https://github.com/aertslab/SCENIC; v0.99)^30^ pipeline described in ref. ^72^ was used to infer TFs driving the maintenance of CE cell states. First, randomly selected subsets of 5–20 cells within each cell type were pooled. SCENIC was run on the average expression of these modified data sets to find significantly enriched gene regulons and regulon activity scores (RAS). Then, RAS scores for each regulon were converted to regulon specificity scores (RSS) using the Jenson–Shannon entropy-based divergence metric^72^. Regulons were then ranked by their RSS to identify highly specific gene regulons for each CE cell type (http://github.com/kelleylab/cochlearSEscrnaseq).

### Quantifying cell-type-specific metabolic dynamics in CE development

Time point and cell-type-specific metabolic markers^73^ were identified using Seurat’s FindAllMarkers function (adj. *p* < 0.05; Wilcoxon rank-sum test). VennDiagram ((https://github.com/cran/VennDiagram); v1.6.20) was used to visualize pooled cell-type-specific metabolic markers.

Cell-type-specific metabolic pathway activity dynamics were inferred from intra-pathway variation in gene expression over time. Pathway gene sets were provided by ref. ^52^.

First, Seurat’s FindMarkers function was used to find genes that are DE between P1 and E16 time point cells for each metabolic pathway *n*. The frequency *p*(*U*_*n*_) and *p*(*D*_*n*_) of up-and-down regulated genes was determined by:

$$p\left( {U_n} \right) = \frac{U_n}{{{U_n} + {D_n}}}$$

$$p(D_n) = \frac{D_n}{{{U_n} + {D_n}}}$$

where *U*_*n*_ represents the number of genes upregulated in expression in P1 cells (avg. logFC > 0; *p* < 0.05) and *D*_*n*_ represents the number of genes downregulated in expression in P1 cells (avg. logFC < 0; *p* < 0.05).

Then, vectors *P*^*U*^ = ($$p_1^U$$, $$p_2^U,$$…., $$p_n^U$$) and *P*^*D*^ = ($$p_1^D$$, .., …., $$p_n^D$$) were created to represent the distribution of DE gene frequencies. Both vectors were normalized so that $$\sum _{i = 1}^n p_i^U = 1$$ and $$\sum _{i = 1}^n p_i^D = 1$$.

The regulation matrix was calculated by subtracting *P*^*D*^ from *P*^*U*^. Negative values were colored blue, and positive values were colored red. The matrix illustrates the predicted switches in metabolic pathway dependence from E16 to P1.

### Localization of gene expression by smFISH

Gene-specific probes and the RNAscope^®^ Fluorescent Multiplex Reagent Kit (320850) were ordered form Advanced Cell Diagnostics. Cochleae were collected from CD1 mice of both sexes at embryonic day 16 (E16) or postnatal day 1 (P1), fixed in 4% paraformaldehyde overnight, and then cryoprotected through a sucrose gradient (5%, 10%, 15%, 20%, and 30%). Samples were then embedded in Tissue-Tek O.C.T compound, and sectioned on a cryostat at 10 μm thickness. Hybridization protocol was carried out based on the manufacturer’s suggestions. All fluorescent images were obtained on a Zeiss LSM 710 confocal microscope.

### Fate mapping of Fgfr3^+^ cochlear cells

*Fgfr3*^*icre/ERT2*^, *Gt(ROSA)26Sot*^*tm14(CAG-tdTomato)Hze*^ *(R26R*^*tdTom*^*)*, and *xGt(ROSA)26Sor*^*tm4(ACTB-tdTomato*,*-EGFP)Luo*^ (*R26R*^*mT/mG*^) mice were ordered from Jackson Laboratories. Animals were crossed to generate *Fgfr3*^*icre*^/*R26R*^*tdTom*^ or *Fgfr3*^*icre*^/*R26R*^*mT/mG*^ double heterozygous mice. Tamoxifen was resuspended in flax seed oil to a stock concentration of 10 mg/mL. On the day of gavage, a working stock of 2.5 mg/mL tamoxifen plus 20 mg/mL progesterone was dissolved in flax seed oil. A total of 100 μL of tamoxifen solution was administered via oral gavage to each pregnant dam for a final dose of 250 μg tamoxifen per animal. All pregnant dams were given a total of one injection on E14, E15, or E16. Animals were maintained until E18 or P1 and then cochleae from animals of either sex were dissected, fixed in 4% paraformaldehyde in 1× PBS, and stained with anti-tdTOMATO and phalloidin to label filamentous actin. Recombined cells were identified based on expression of td-Tomato and cell types were determined based on morphology.

### Inhibition of Tgf*β*r1 in vitro

Timed-pregnant CD1 females were euthanized at E14, embryos of either sex were removed, and cochleae were dissected and established as explant cultures. Briefly, cochlear ducts were isolated from the surrounding otic capsule and then separated from the vestibular structures. The roof of the duct was removed to expose the developing sensory epithelium and each explant was then adhered to a Matrigel-coated coverglass^74^. Explants were maintained in DMEM with 10% fetal bovine serum at 37 °C in 5% CO_2_. To inhibit Tfg*β*r1 activation, experimental explants were treated with 20 mM SB505124 (SigmaAldrich) in 0.1% DMSO^75,76^ for 2 or 5 days beginning on day of culture. Controls were treated with just 0.1% DMSO. Explants were then fixed and immunolabeled to examine HC and SC development using anti-MYO7A (HC cytoplasm), anti-POU4F3 (HC nuclei), and anti-PROX1 (lateral SC nuclei). The total number of POU4F3^+^ HC nuclei in the explants were counted, and statistical comparisons were made using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test in Prism GraphPad.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Description of Additional Supplementary Files

Peer Review File

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Single-cell gene expression data have been deposited in the Gene Expression Omnibus data repository under accession code: GSE137299. Gene by cell expression matrix and data visualizations presented in this paper are available through the gEAR Portal (https://umgear.org/p?l=f7baf4ea). The source data file includes data relevant to data presented in Fig. 4e (Fgfr3 fate mapping) and Fig. 5c (effects of inhibition of Tgrbr1 on outer HC development).

## Source data

Source Data

# Supplementary material for: Characterization of the development of the mouse cochlear epithelium at the single cell level
**Source:** Nat Commun. 2020 May 13;11:2389. doi: 10.1038/s41467-020-16113-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Characterization of the development of the mouse cochlear epithelium at the single cell level**

**Kolla et al.**

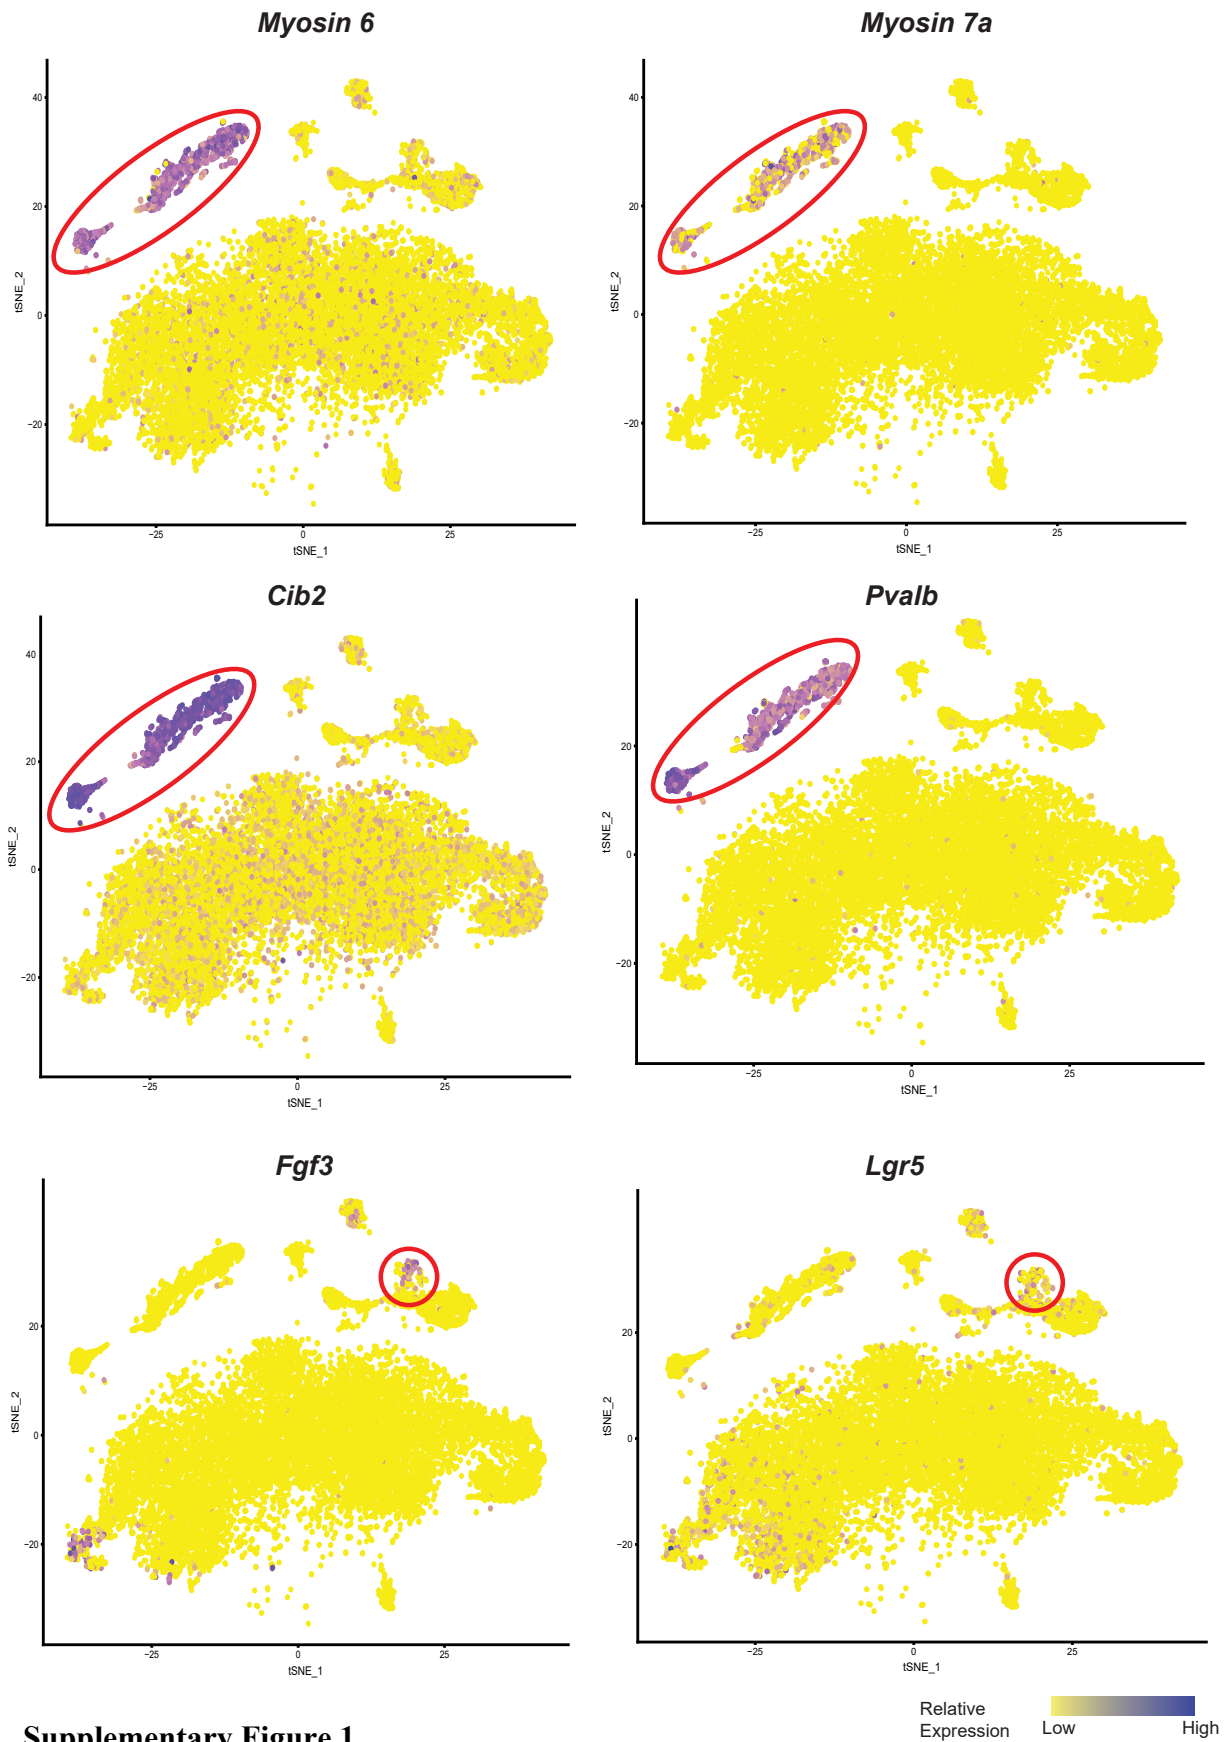

**Supplementary Figure 1**

**Feature plots illustrating hair cell and supporting cell markers in P1 cells**

Hair cell (*Myo6*, *Myo7a*, *Pvalb* and *Cib2*) and 3<sup>rd</sup> Row Deiters' cell (*Fgf3*, *Lgr5*) markers are indicated by red circles.

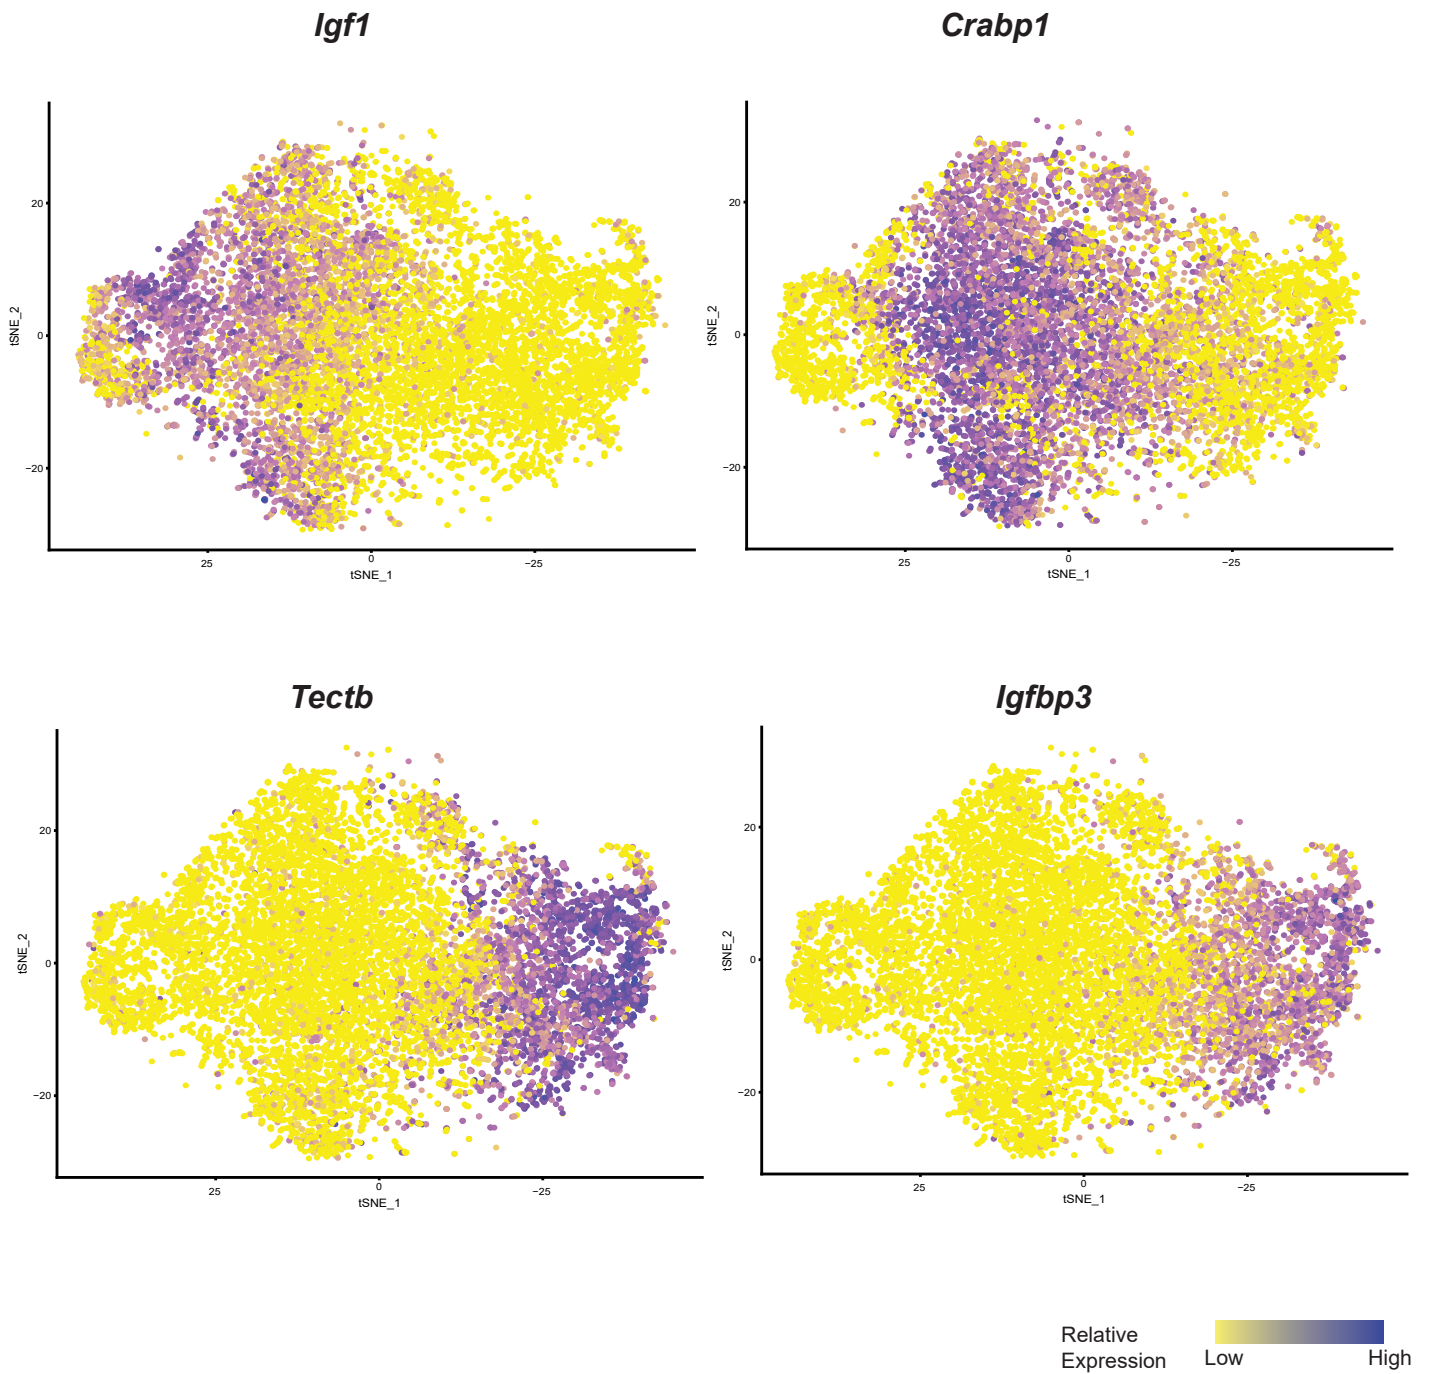

- 1 **Supplementary Figure 2**
- 2 **Feature plots for gene markers in different regions of Kölliker's organ**
- 3 Note that each marker is expressed in a band of cells along the tSNE axis.

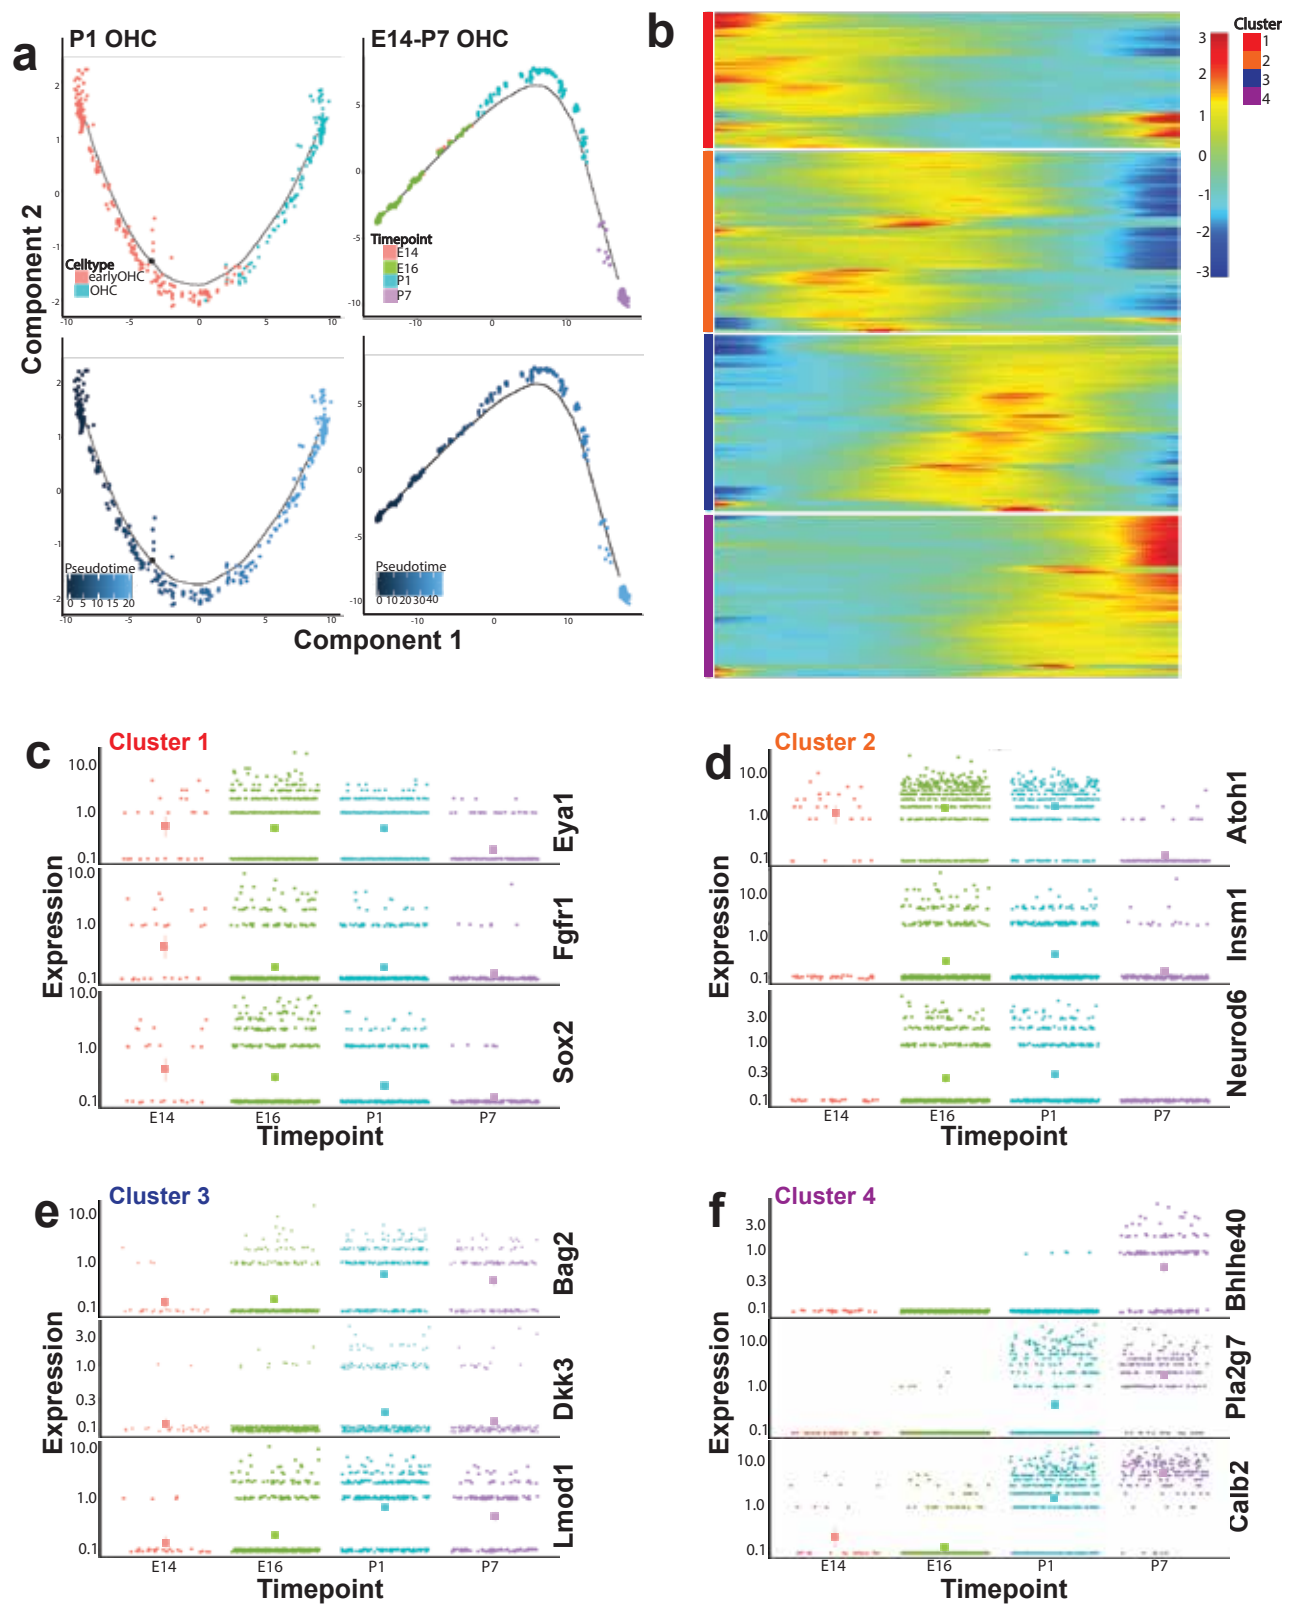

**Supplementary Figure 3**

**Monocle analysis for all OHCs from either P1 alone or E14, E16, P1 and P7 combined**

a. Cells are arranged by identity (for P1 alone) or by age of collection. Bottom graphs show position along the pseudotime line. For both data sets, the trajectory mirrors normal development b. Heatmap of gene expression for all OHC along pseudotime. Color codes match the four developmental phases described for P1 OHCs, see Figure 3. Also see Supplementary Data 5 for a complete list of genes in each phase. C-F. Jitter plots illustrating expression level of the indicated gene in each individual cell for OHCs from each time point. Representative genes from each of the four developmental clusters are illustrated.

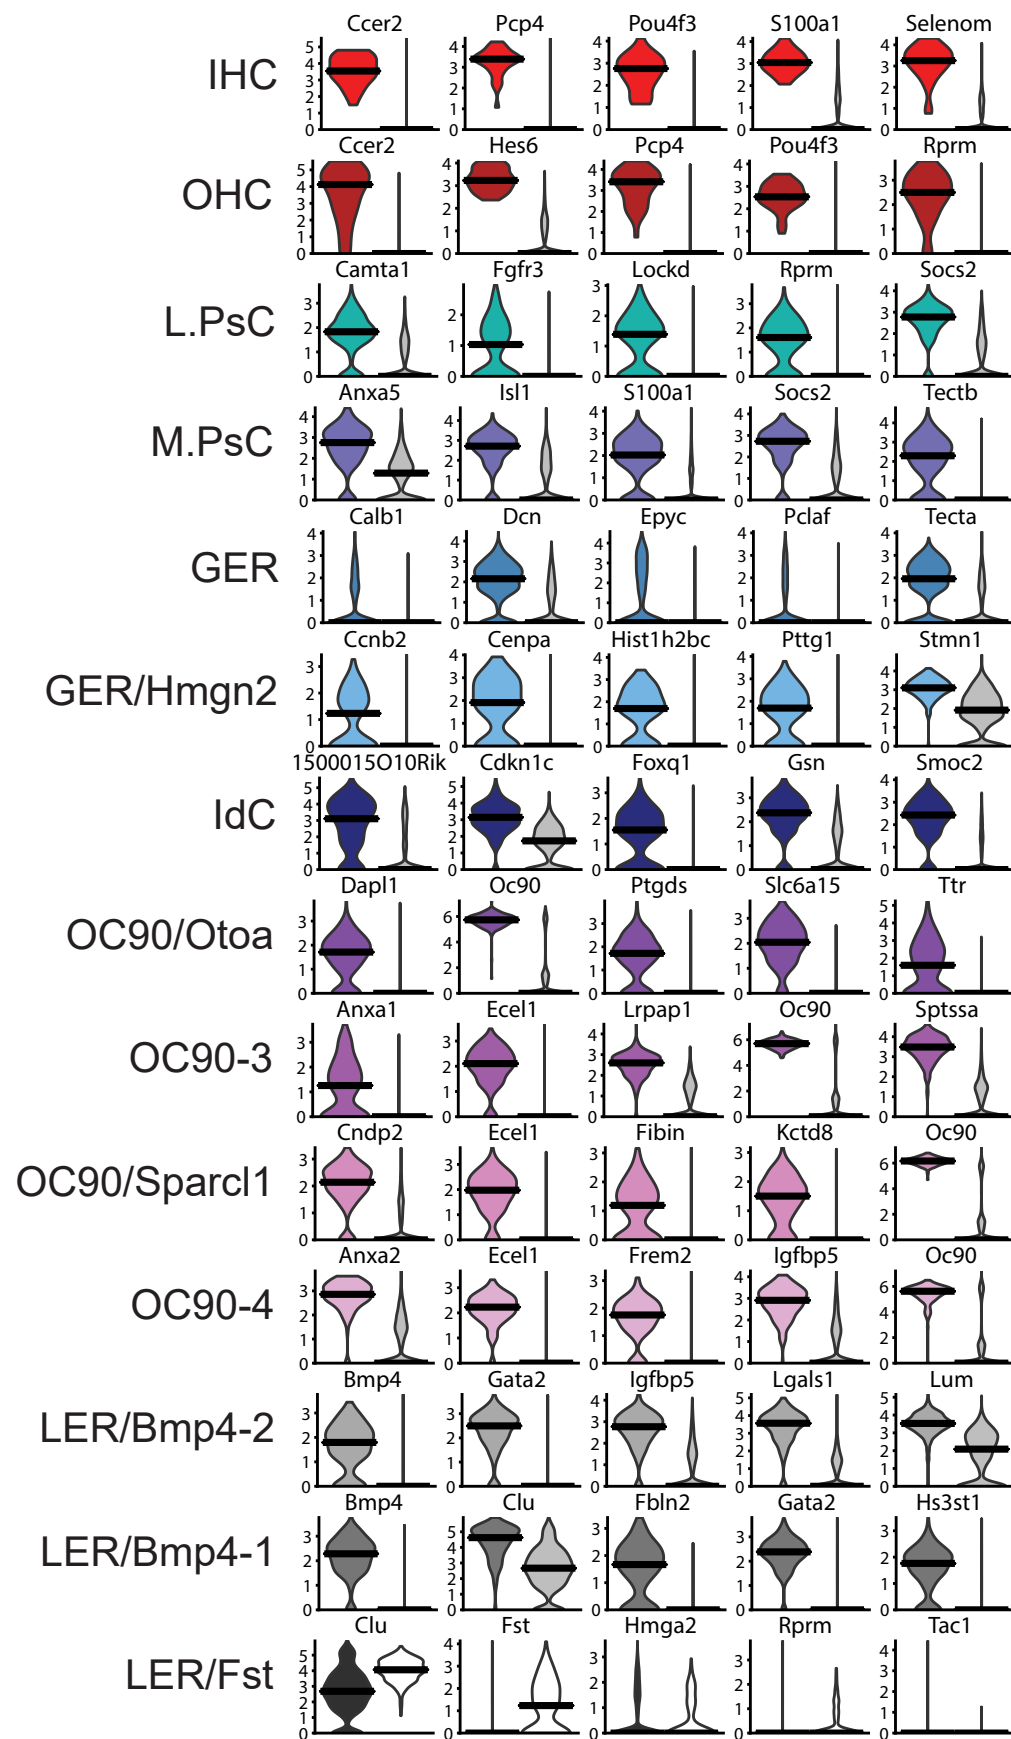

**Supplementary Figure 4**

### Differentially expressed genes in E14 cochlear cells

Top 5 differentially expressed genes for each cell cluster in the E14 data set.

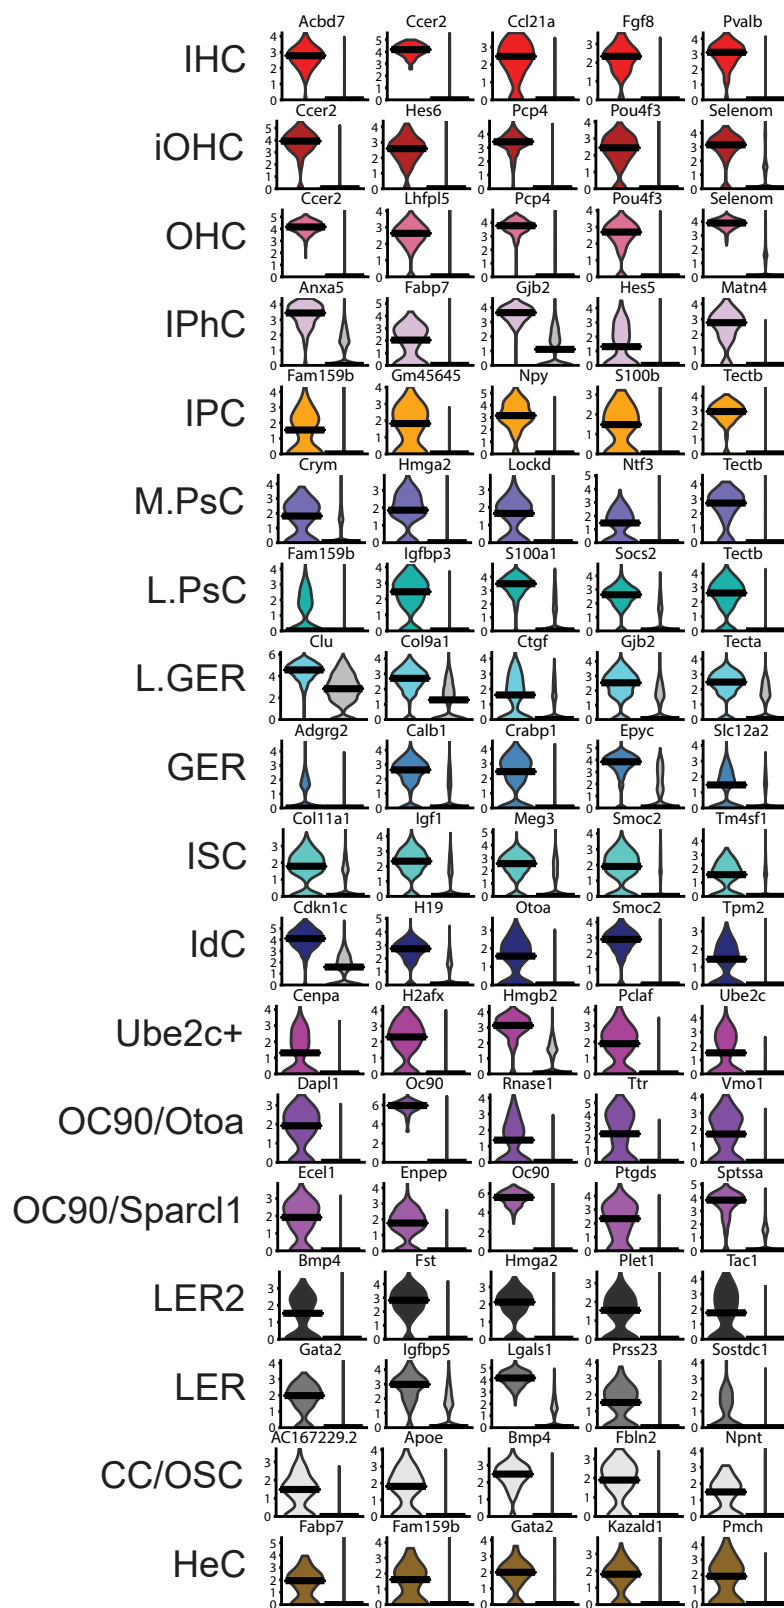

**Supplementary Figure 5**

### Differentially expressed genes in E16 cochlear cells

Top 5 differentially expressed genes for each cell cluster in the E16 data set.

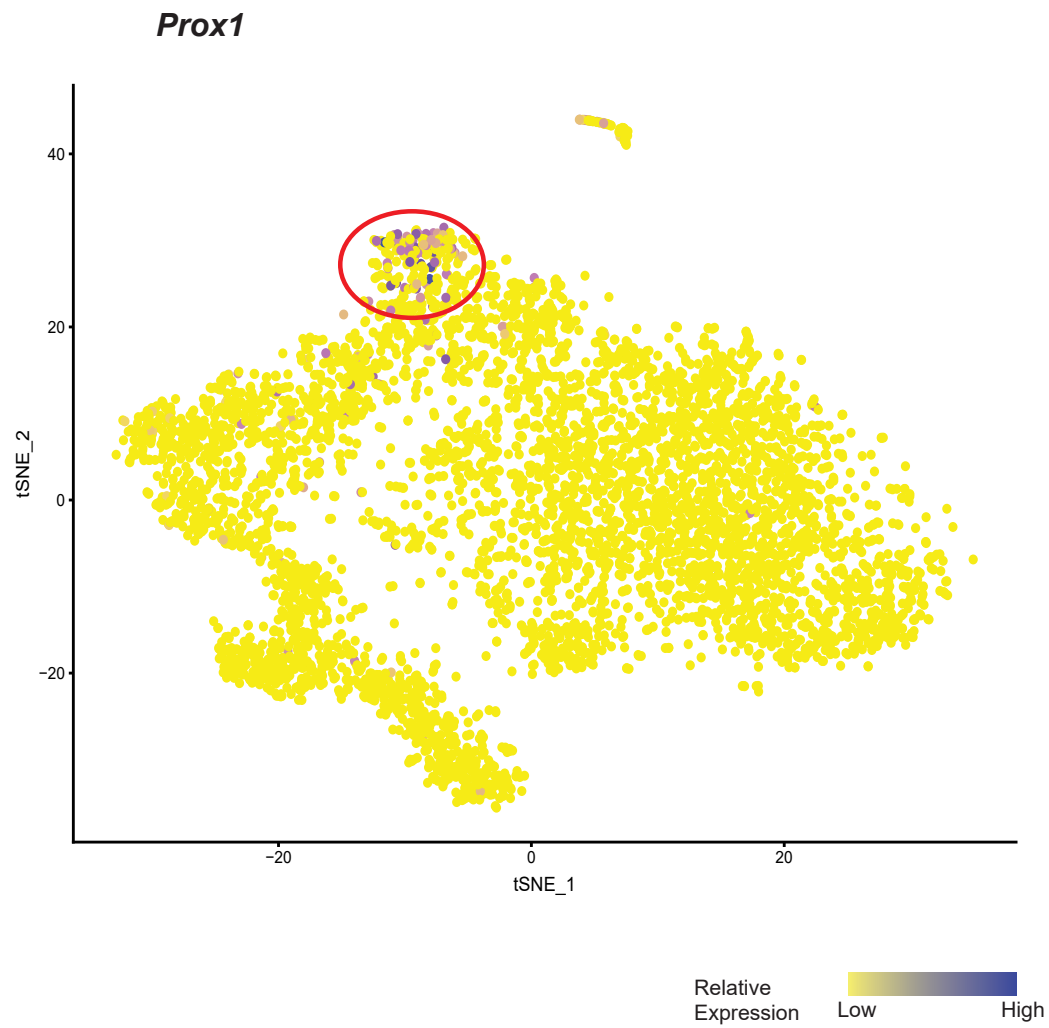

### Supplementary Figure 6

Feature plot illustrating cells with high expression of *Prox1* in the E14 data set

Expression overlaps with *Fgfr3*, see Figure 4.

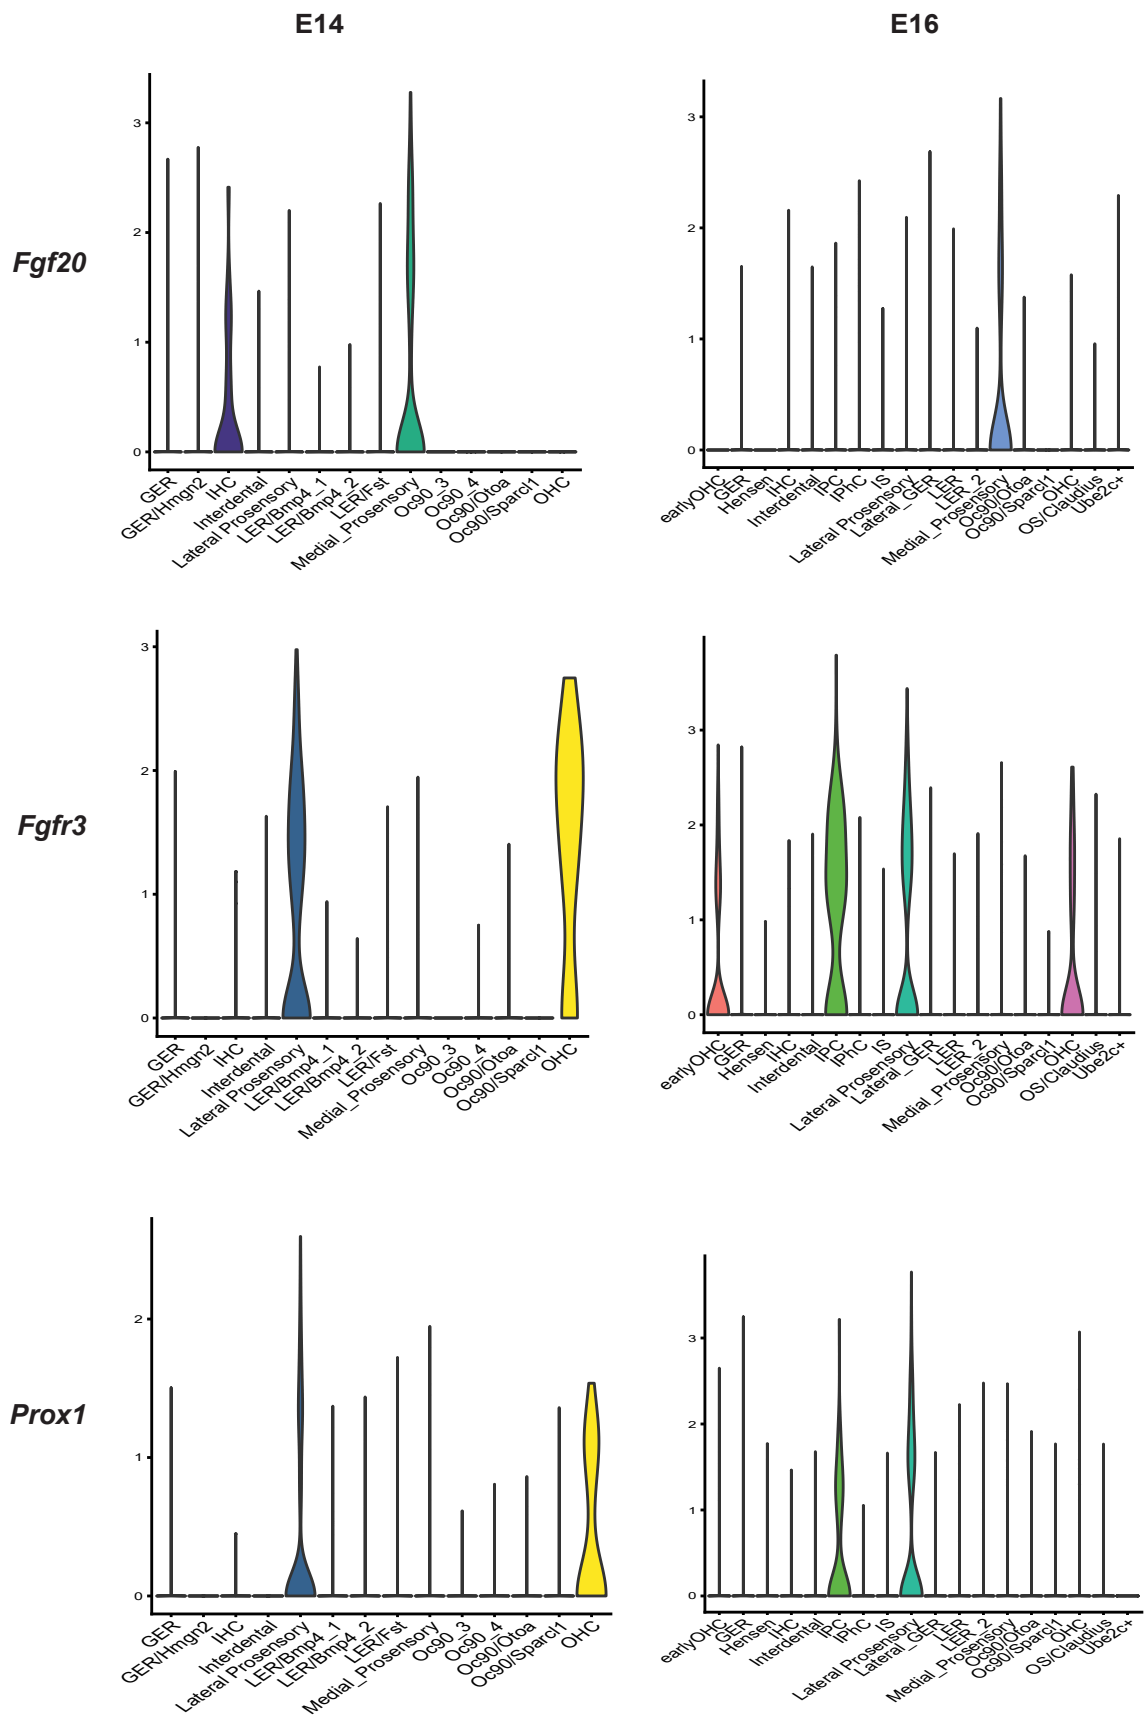

**Supplementary Figure 7**

### Expression of lateral genes in cochlear cells at E14 and E16

Violin plots for *Fgf20*, *Fgfr3* and *Prox1* in E14 and E16 data sets. Note that *Fgf20* is restricted to MPSCs and IHCs at E14 and only to MPSCs at E16. *Fgfr3* and *Prox1* are restricted to LPSCs and OHCs at E14 and to LPSCs, IPCs and OHCs at E16.

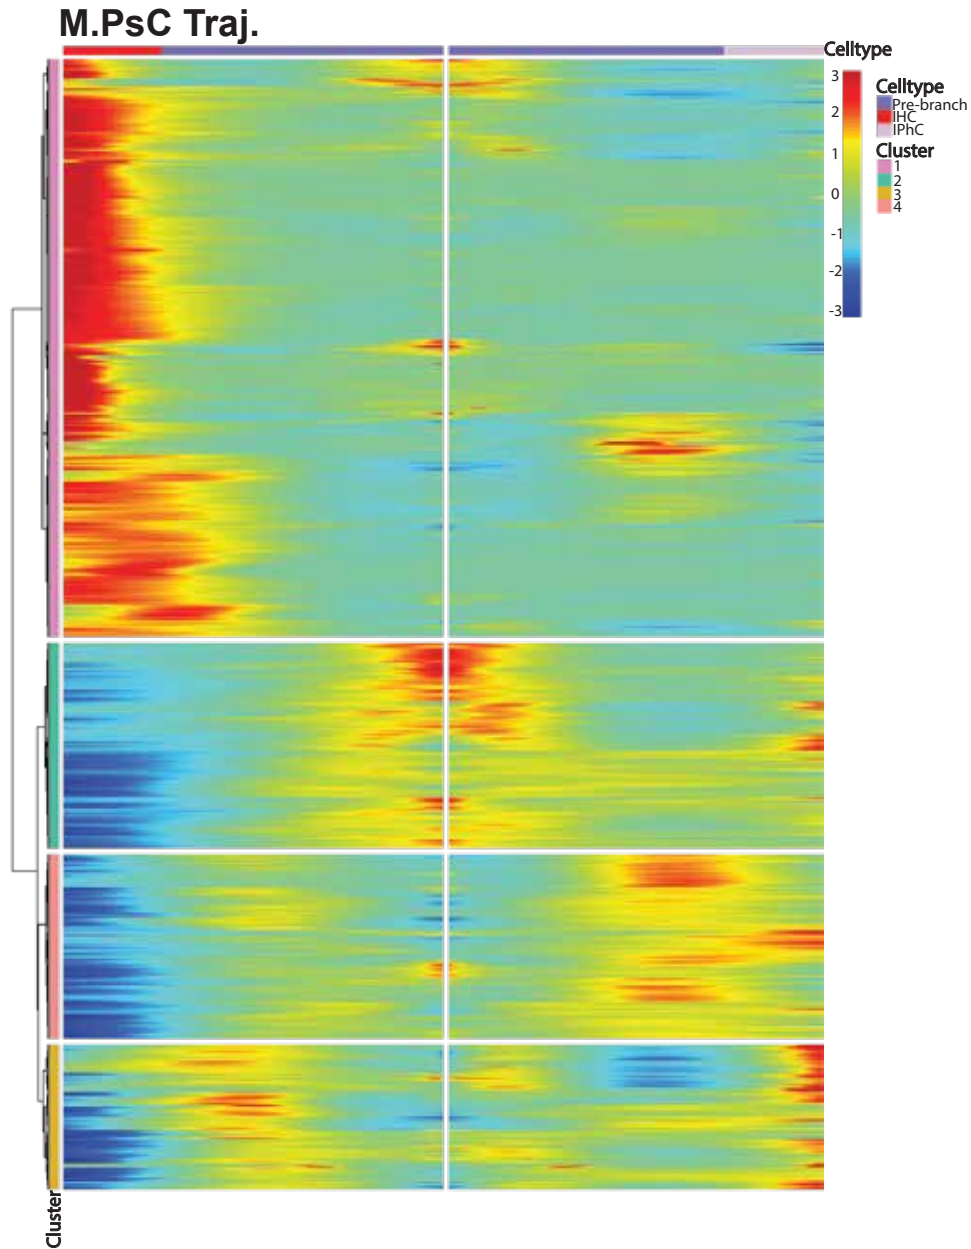

## Supplementary Figure 8

### Trajectory analysis for development of inner hair cells and inner phalangeal cells

Pseudotime heatmap illustrating changes in gene expression along the two branches of the medial prosensory timeline. Center of the heatmap indicates prosensory cells. Inner hair cells are to the left while Inner Phalangeal cells are to the right. See Supplementary Data 10 for lists of genes in each of the developmental clusters.

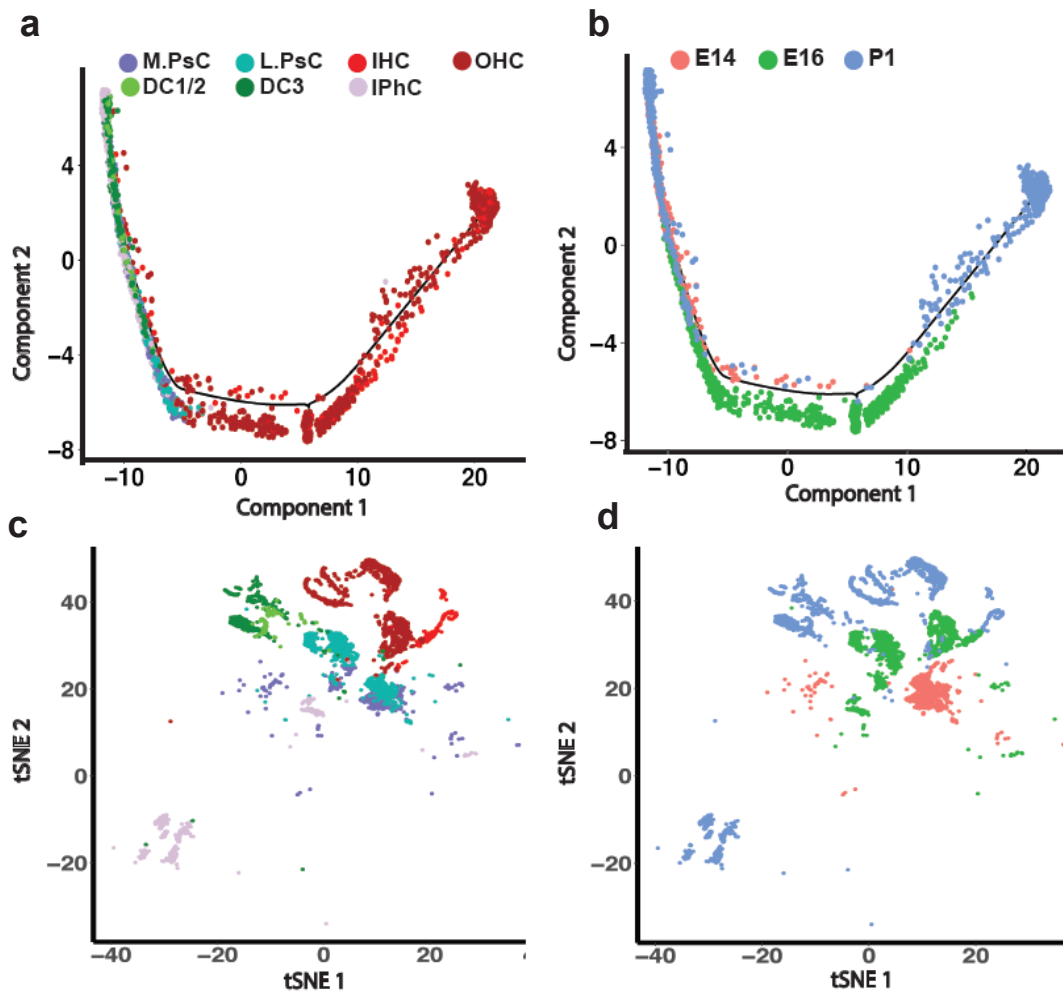

**Supplementary Figure 9**

**Monocle trajectory for all prosensory cells, all HCs, all DCs and all IPhCs from E14, E16 and P1**

**a.** The distribution of cell types is similar to the observed distribution for lateral cell types. Prosensory cells are located in the center of the trajectory but no clear bifurcation between HCs and SCs is present. **b.** The same trajectory indicating the age of collection for each cell. P1 cells are located towards the outer edges of each arm, consistent with their level of maturity. **c,** **d.** tSNE plot for the same cells as in a and b. Overall distribution indicates strong transcriptional similarities between medial and lateral prosensory cells at E14 but a greater degree of transcriptional separation at E16.

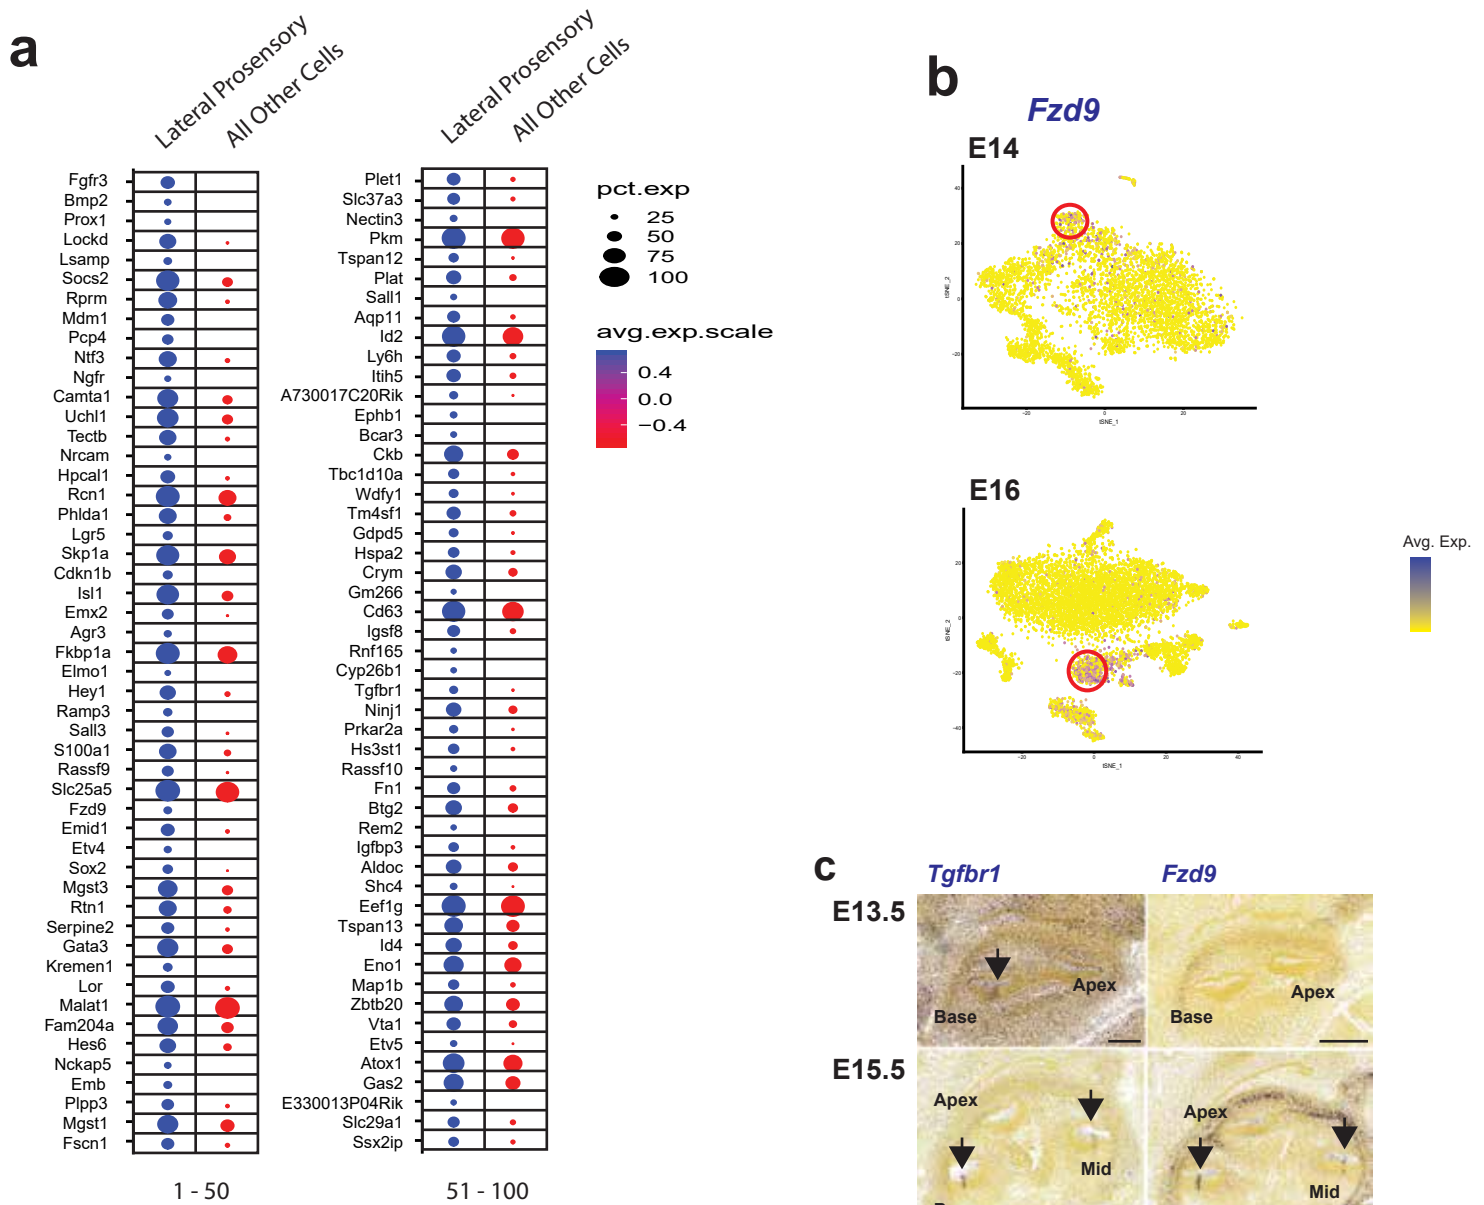

**Supplementary Figure 10**

### Expression of lateral prosensory genes

**a.** Dotplot showing the level of expression for the top 100 differentially expressed genes when comparing lateral prosensory cells to all other cells at E14 (See Suppl. Data 11 for complete DE gene list). Large, blue circles indicate high expression of the listed gene in a high percentage of the lateral prosensory cells (see legend). Empty boxes indicate expression at low levels in less than 10% of cells. **b.** Feature plots for *Fzd9* in the E14 and E16 data sets. Red circles indicate lateral prosensory population. **c.** In situ hybridization images through the cochlear duct for *Tgfb1* and *Fzd9* at E13.5 and E15.5. Arrows indicate expression in a subset of cochlear cells. Scale bars = 200  $\mu$ m. Image Credit: Allen Institute, 2013 Allen Institute for Brain Science, Allen Developing Mouse Brain Atlas *Tgfb1* at E13; <https://developingmouse.brain-map.org/experiment/siv?id=100053195&imageId=101048877&initImage=ish>, *Tgfb1* at E15; <https://developingmouse.brain-map.org/experiment/siv?id=100083731&imageId=101421542&initImage=ish>, *Fzd9* at E13; <https://developingmouse.brain-map.org/experiment/siv?id=100040948&imageId=100853916&initImage=ish>, *Fzd9* at E15; <https://developingmouse.brain-map.org/experiment/siv?id=100083428&imageId=101416722&initImage=ish>. Number of samples with similar expression data is unclear from the Allen Brain Institute website but could be as low as one.

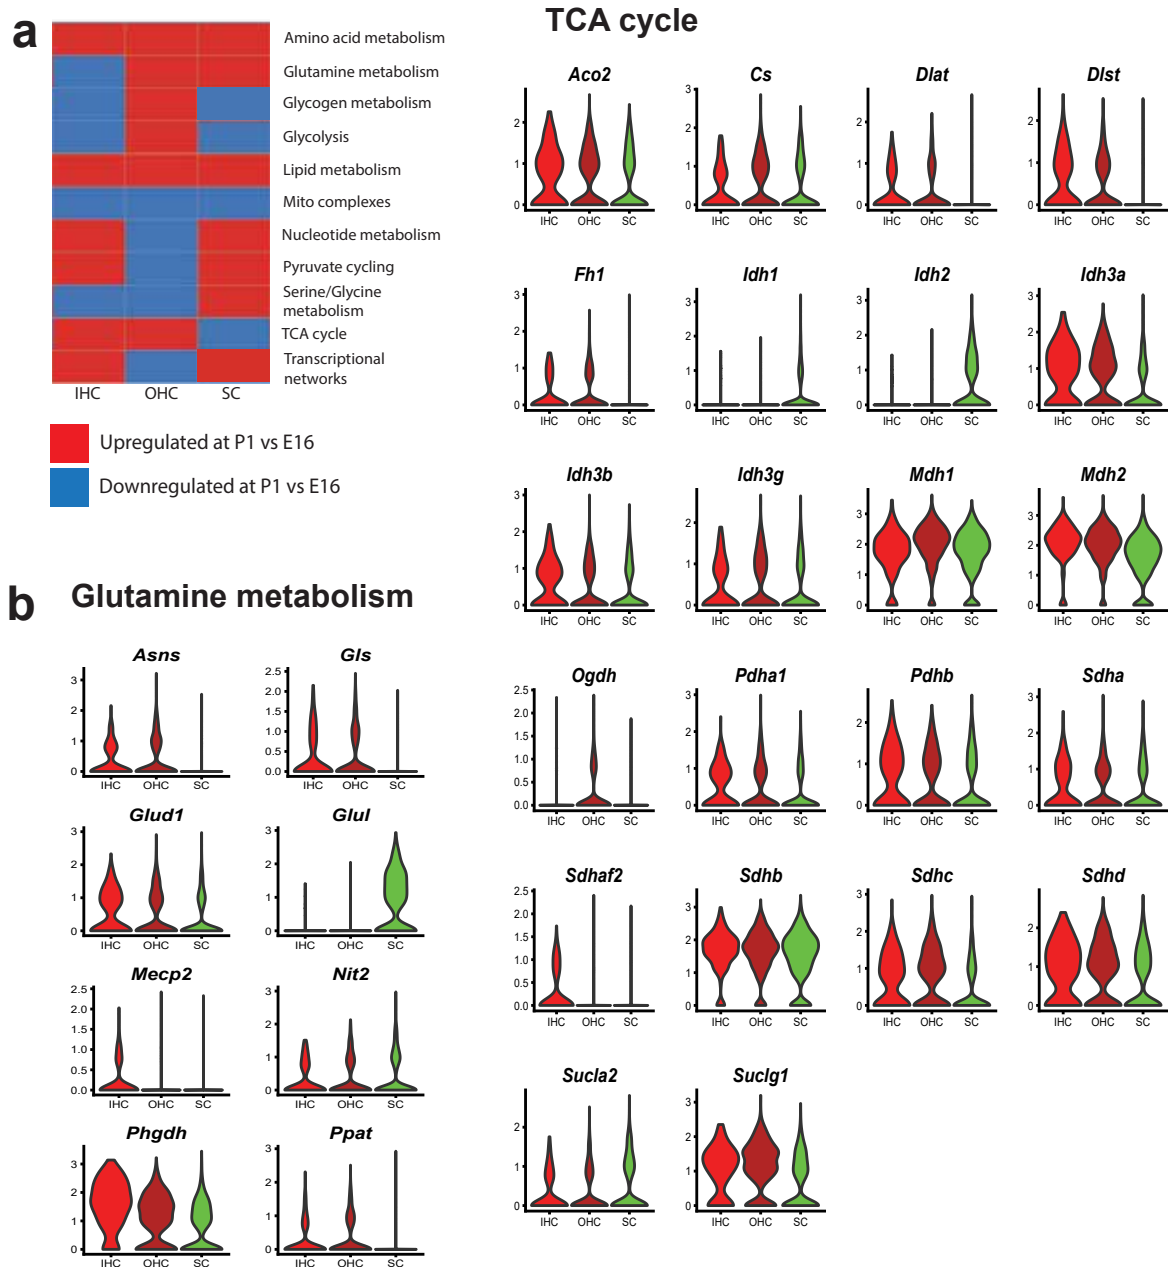

**Supplementary Figure 11**

### Expression of metabolic genes in cochlear cells

**a.** Matrix illustrating predicted up (red) or down (blue) regulation of specific metabolic pathways (see methods) between the indicated cell types between E16 and P1. **b.** Violin plots for all genes within the GO gene lists for glutamine metabolism and TCA cycle that showed expression in P1 IHCs, OHCs or SCs.

# Supplementary material for: Characterization of the development of the mouse cochlear epithelium at the single cell level
**Source:** Nat Commun. 2020 May 13;11:2389. doi: 10.1038/s41467-020-16113-y
**Supplement:** Supplementary file 16 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

**Description:** Data on the total number of cells of each type at each age is provided. This file also provides information on the total number of cells analyzed at each time point.

**Title: Supplementary Data 2.**

**Description:** Data on differentially expressed genes in each cell type at each time point (E14, E16, P1 and P7) is provided.

**Title: Supplementary Data 3.**

**Description:** Comparison of gene expression between P1 hair cells and supporting cells collected for this study and comparable cells from Burns et al., 2015 using the gEAR compare tool.

**Title: Supplementary Data 4.**

**Description:** List of genes expressed in each phase (1-4) of P1 outer hair cell development based on trajectory analysis using Monocle

**Title: Supplementary Data 5.**

**Description:** List of genes expressed in each phase of outer hair cell development (1-4) when outer hair cells from all four time points (E14, E16, P1 and P7) are combined.

**Title:**  **Supplementary Data 6.**

**Description:** List of SCENIC regulons expressed for each cell type in the P1 dataset.

**Title: Supplementary Data 7.**

**Description:** List of SCENIC regulons expressed for each cell type in the E14 dataset.

**Title: Supplementary Data 8.**

**Description:** List of SCENIC regulons expressed for each cell type in the E16 dataset.

**Title: Supplementary Data 9.**

**Description:** List of SCENIC regulons expressed for each cell type in the P7 data set.

**Title: Supplementary Data 10.**

**Description:** List of genes expressed in each cluster (1-4) of the trajectory analysis for medial prosensory cells, inner hair cells and inner phalangeal cells.

**Title: Supplementary Data 11.**

**Description:** List of differentially expressed genes in E14 lateral prosensory cells compared with all other cells in the E14 data set.

**Title: Supplementary Data 12.**

**Description:** This file provides information on the genes within each pathway that may have contributed to metabolic shifts. Pathway analysis results in the associated figure in the main text which displays normalized frequency of upregulated genes across pathways for each condition and separately, normalized frequency of downregulated genes across pathways. This normalization accounts for geneset length and number of upregulated and downregulated genes within each geneset when comparing between the pathways.

**Title: Supplementary Data 13.**

**Description:** Comparison of differentially expressed genes between P7 inner and outer hair cells in this dataset with three previously published single cell inner and outer hair cell data sets using the gEAR comparison tool.

**Title:**  **Supplementary Data 14.**

**Description:** Number of cells captured, excluded and analyzed for each capture at each time point.

# Supplementary material for: Characterization of the development of the mouse cochlear epithelium at the single cell level
**Source:** Nat Commun. 2020 May 13;11:2389. doi: 10.1038/s41467-020-16113-y
**Supplement:** Supplementary file 18 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection 10X Genomics Cell Ranger 2.1.1 was used to collect and initially analyze the single cell data

Data analysis Seurat 2.0, and Monocle, R-based analysis packages for single cell RNA seq were used for these analysis of the results.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data is available both at GEO (GSE137299) and at gEAR (<https://umgear.org/>; permalink <https://umgear.org/p?!=f7baf4ea>)

Figures with associated raw data

Fig. 1,2,3,4,5,6,7

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | A minimum of three separate collections of single cells were made for each time point. For each collection, cochleae between 4 to 8 individual animals from a single litter were dissected and pooled prior to dissociation and single cell capture. These captures generated at least 4000 cells for each time point. While additional captures might decrease the variability in the data set, analysis of known cell types indicated that this number of cells was sufficient to provide a transcriptional atlas of known cell types within the cochlea.                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data exclusions | First, Seurat's "Read10x" function imported the Cell Ranger output as cell-by-gene counts expression matrices. Genes in at least 10 cells were included in the analysis. Cells with fewer than 200 unique genes and 1500 UMI or more than 3000 unique genes and 15000 UMI were excluded from the analysis. Cells with greater than 5% mitochondrial genes or greater than 5% stress genes present were excluded from downstream steps. After processing, 30,670 cells (out of 58,143) were included in the final analyzed data set (Suppl. Table 14). The expression data were then log transformed, normalized, and scaled for sequencing depth. UMI, mitochondrial content, and stress gene content scores were "regressed-out" using Seurat's "ScaleData" function. Seurat's canonical correlation analysis (CCA) accounted for batch effects between expression datasets from the same timepoint and merged these matrices to create a new object for each timepoint. |
| Replication     | For each time point, individual cell clusters were determined. Results indicated the presence of the same cell clusters in each individual capture.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Randomization   | Cells were captured in an unbiased manner and all initial cell clusters were determined using unbiased clustering in Seurat. For lineage tracing, pregnant females of the appropriate genotype were randomly selected for injections of tamoxifen or saline. For Tgfr1 antagonist studies, explants were randomly selected for exposure to antagonist or vehicle.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | For all single cell analyses, blinding was not relevant as the initial clusters were determined using Seurat unbiased clustering. For the analysis of effects of Tgfr1 antagonists, the researchers were not blinded but the analysis of number of outer hair cells was performed using a custom cell counting program.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-FABP7 (R&D Systems), anti-CALB1 (Abcam), anti-POU4F3 (Santa Cruz Biotechnology), anti-MYO7A (Proteus Biosciences), anti-PROX1 (R&D Systems)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Validation      | <p>FABP7 <a href="https://www.rndsystems.com/search?keywords=fabp7/b-fabp">https://www.rndsystems.com/search?keywords=fabp7/b-fabp</a> site includes three citations using this antibody. Results match previously reported patterns of expression for FABP7 in the cochlea using a different antibody (Saino-Saito et al., Annals of Anatomy, 2010, 210-214)</p> <p>CALB1 <a href="https://www.abcam.com/top-739.2000122070312">https://www.abcam.com/top-739.2000122070312</a>. Website includes four references using this antibody</p> <p>POU4F3 <a href="https://www.scbt.com/p/brn-3c-antibody-qq8">https://www.scbt.com/p/brn-3c-antibody-qq8</a> Website includes 15 references using this antibody</p> <p>MYO7A <a href="http://www.proteus-biosciences.com/Product/View/Myosin-VIIa-248.aspx">http://www.proteus-biosciences.com/Product/View/Myosin-VIIa-248.aspx</a> While website only includes 4 citations, this antibody has been used in over 100 publications looking at expression in the inner ear.</p> <p>PROX1 <a href="https://www.rndsystems.com/products/human-prox1-antibody_af2727#product-citations">https://www.rndsystems.com/products/human-prox1-antibody_af2727#product-citations</a> website includes 54 citations using this antibody</p> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | CD1 and C57Bl/6 strain mice were used in these studies. Cochlea were dissected from embryos at E14 and E16, and from pups at P1 and P7.                                                                                                                                                                                                                       |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                     |
| Ethics oversight        | ACUC NINDS/NIDCD at NIH (Protocol 1254-18)                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

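The data are 11 droplet libraries (10x Chromium) of cells dissociated from the floor of the mouse cochlear duct, 2 at E14, 3 at E16, 4 at P1 and 2 at P7. The P7 libraries are numbered 4 and 5 in the deposited cell names. Ages and replicate numbers were taken from the sample labels, and each cell was placed in its library by its deposited name.

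The deposited values are natural logarithms (ln): for each cell and gene, the natural log of 1 plus 10000 times the gene's share of the cell's unique molecular identifiers (UMIs). The authors made them by aligning reads to mm10 and counting UMIs with Cell Ranger, then filtering and normalizing in Seurat, as the methods state; the methods do not give the log base, which was read from the values. The back-transformed values sum to 10000 in every cell, to within rounding, and UMI counts worked back from them were whole numbers within 2% for 100% of the values above 0. The methods also describe an alignment of libraries (CCA) for clustering, which leaves the deposited values as they are. They leave out cells of more than 3000 genes and 15000 UMIs, words that can mean either number or both at once, and 892, 149, 1134 and 265 cells at E14, E16, P1 and P7 have more than 3000 genes. More than 15000 UMIs are found in 87, 0, 65 and 24. Those cells were kept.

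Cells and depth differ between libraries. At E14 there are 2198 and 3055 cells, at E16 1247, 2813 and 3901, at P1 3748, 2179, 2518 and 5598 and at P7 1775 and 1602. Median UMIs per cell are 3508 and 3317 at E14, 2478, 2695 and 2750 at E16, 5648, 5227, 5643 and 3832 at P1 and 4510 and 4849.5 at P7. At this depth most genes have no UMI in most cells, so that values were averaged over the cells of a class in each library, as the UMIs of a gene per 1000000 UMIs of the cell (CPM). A class with fewer than 5 cells in a library was left out there. Where a class held no UMI of a gene in any library, 3 UMIs over the whole class served as the floor for a fold, 2.50 CPM in P1 outer hair cells and 2.33 CPM in P1 inner hair cells. Shares of cells with a UMI were taken after each cell was drawn down to 1500 UMIs, with exact (Clopper-Pearson) 95% intervals that cover counting error only.

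No file analysed here gives the type of each cell, so the cells were clustered again within each age with scanpy 1.11.5. Values were log normalized, and 2000 variable genes were taken without the 91 genes that the paper names, mitochondrial, ribosomal, haemoglobin and Gm-numbered genes, Malat1, Xist and Tsix. Scaled values were centred by library and reduced to 30 principal components, which were aligned between libraries by a Harmony-style correction of 8 rounds. A shared neighbour graph (20 neighbours) was clustered by the Leiden method (leidenalg 0.10.2) at resolution 2, with seed 1. Clusters were named in 2 stages from 21 lists of marker genes, most of them drawn from the study's supplementary tables on these same libraries, by the mean z-score of a list and its lead over the next. Marker lists were fixed in advance, but the score and the lead that a name needs were set after the clusters had been seen. Clusters under them stayed unnamed. Clusters with markers of hair cells and of other cells together were left out of the comparisons. Doublets were called with Scrublet (expected rate 0.06) in each library and were not removed in the values as reported. It called 0.0355% to 2.59% of a library and next to none at E14 and E16.

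Classes were compared with limma 3.58.1 in R 4.3.3, on log2(CPM + 10) per class and library, with a mean trend and library as a block, for genes with a mean of at least 10 CPM. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and a threshold of 0.05 was used, or 0.01 beside the study's own P7 lists. A log2 fold change is the first group minus the second. The added 10 CPM makes fold changes of weakly expressed genes smaller than the ratio of their means. Classes were built from the same values that were then tested, so counts were also given for the genes that took no part in clustering. The comparisons were hair cells, each other class and lateral supporting cells at P1, inner against outer hair cells at P1 and P7, late against early outer hair cells at P1, and lateral prosensory cells against all others at E14 and E16 and against the other prosensory cells at E14. With 2 libraries at E14 and P7, limma has 1 residual degree of freedom per gene, and its variance comes mostly (P7) or wholly (E14) from other genes. The fits were tested on simulated data in which 200 genes were changed: 63.0% to 100% of these were recovered, and 0% to 7.95% of the calls were false. Both groups of a simulated library shared 1 library effect per gene (SD 0.3 in log2), and all genes had a dispersion of 0.02. The simulated groups were given and not clustered from the tested values. These shares therefore check the fit under its own assumptions and do not measure false calls in the real data.

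Monocle was not available, so P1 outer hair cells and hair cells without a type were ordered along the first principal component of library-centred values, and each library was divided into 3 equal parts. Profile similarity is the Pearson correlation across genes of class profiles within a library. Shares and correlations at P1 and P7 were compared by exact permutation of the libraries.

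The genes given by name are those that the paper's results name for a cell class or comparison. To these were added, in each comparison over all genes, the 5 largest rises and the 5 largest falls among genes past the threshold that moved the same way in every library. This list of 5 leaves out genes used to cluster or name the cells, genes already named, mitochondrial and Gm-numbered genes, Xist and Tsix, and those exclusions were made after the values had been seen. Some genes are not reported here. Gene positions are from GENCODE on GRCm38, the same assembly as mm10.

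The alternatives tried were another resolution (1 or 3), the named genes kept for clustering, called doublets removed, classes drawn from a random part of the genes and tested on the others, no library block, an added 1 or 50 CPM, no filter on low values, the mean of the deposited log values, each library left out in turn, and for single results another ordering, 4 parts in place of 3, the 2000 most variable genes or no centring. The count tests edgeR and DESeq2 were not used: the deposited unit is a log, and the UMIs worked back from it were summed and tested with voom instead. Limma's voom on summed UMIs, removal of the top 5% of doublet scores and unnamed cells counted as Kölliker's organ were added later. Imaging, in situ hybridization, regulon activity and the comparisons with other studies' data were not analysed. Other software was Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.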

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

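The tests of free RNA, of hair cells or doublets left among other cells, and of a difference between libraries were chosen only after the results in this part were seen; those on glial and mesenchymal cells were set beforehand.

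Values of 1 library far from the other 3. At P1, 174 groups of 4 values (a gene given by name, in a class of cells) were searched for a library set apart from the others by Dixon's ratio, beyond its critical value. There were 22, with the far value in replicate 1 in 9 of them, in replicate 2 in 4, in replicate 3 in 2 and in replicate 4 in 7. Chance sets a library apart in about 1 in 20 groups, here 8.70. In 8 of the 22 the other 3 libraries held no UMI, so that any UMI in a single library is far. Over all genes in all cells other than hair cells, 776 of 8417 (9.22%) had a far library, and it was replicate 1 or 4 in 94.7% of them (250 and 485 genes, against 20 and 21 for replicates 2 and 3). In hair cells the share was 8.14%, with 89.1% in those 2 replicates, and in inner hair cells 6.47%, with 73.2%. An even spread would place 50% there. A difference of replicates 1 and 4 from the other two, in many genes at once, may therefore lie behind part of these values. Genes are not independent, and what sets those libraries apart was not tested. They hold the most cells (3748 and 5598), but not a shared depth, with medians of 5648 and 3832 UMIs per cell. The sample labels give no sex, litter or batch, so no biological explanation was tested.

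Hair cell genes in the other cells of replicate 1. Pvalb stood at 12.5 CPM (3.50 to 4.00 in the other 3 libraries), Cib2 at 141 CPM (109 to 113), Acbd7 at 39.2 CPM (5.49 to 8.52) and Rprm at 70.3 CPM (19.8 to 22.5), each in all P1 cells other than hair cells. A larger share of hair cells is not the source, since it is lowest in replicate 1 (5.20, 6.65, 8.38 and 7.32% of replicates 1 to 4). Free RNA and hair cells or doublets left among the other cells stay open. If RNA had leaked, hair cell markers would be raised in every other class. The median level of 14 hair cell markers in medial Kölliker's organ cells, as a percentage of their level in hair cells, was 0.555, 0.199, 0.238 and 0.285 in replicates 1 to 4. Replicate 1 was also the highest in the other 3 of the 4 largest classes, lateral Kölliker's organ cells (0.536%), Kölliker's organ cells given to neither part (0.626%) and inner sulcus cells (0.572%), where no other library passed 0.393%. If whole hair cells or doublets had stayed among the others, a few cells would hold much of the signal. The top 1% of cells held 29.8, 18.4, 18.2 and 18.1% of the hair cell marker UMIs in replicates 1 to 4, and 15 of the 35 such cells of replicate 1 were unnamed. In unnamed cells the markers stood at 10.0, 2.49, 3.10 and 2.41% of their level in hair cells. Both explanations may contribute, and neither rules out the other. No biological explanation was tested.

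Single values above or below those of the other 3 P1 libraries. In replicate 1, Lgr5 was high in row 3 Deiters' cells (294 CPM, others 152 to 171) and Sox2 low in hair cells (28.9 CPM, others 60.9 to 65.0). The high values of replicate 4 were Gjb2 in inner phalangeal cells (5196 CPM, others 4148 to 4297), Gjb6 in medial Kölliker's organ cells (128 CPM, others 41.1 to 53.0), Cdkn1b in lateral supporting cells (149 CPM, others 101 to 106), Arnt in inner hair cells (93.3 CPM, others 29.8 to 36.4) and Atp2b2 in the latest outer hair cells (214 CPM, others 109 to 127). Replicate 2 was high for Bdp1 in outer hair cells (141 CPM, others 47.7 to 58.6) and, in the latest outer hair cells, for Pou4f3 (1577 CPM, others 1147 to 1205) and Otof (607 CPM, others 522 to 536). With about 1 in 20 groups set apart by chance, chance stays open for each. Over all genes, 89.1% of far values in hair cells, 92.9% in medial Kölliker's organ cells, 83.8% in lateral supporting cells and 73.2% in inner hair cells lay in replicates 1 and 4, so that a difference between libraries may contribute to those of Sox2, Gjb6, Cdkn1b and Arnt. Outer hair cells, row 3 Deiters' cells and inner phalangeal cells were not counted in this way, and the values there stay open, those of replicate 2 among them. RNA from other cells and cells under a wrong name were not tested for these genes, and no biological explanation was tested. The P1 values of named genes that could be tested again all kept their direction and their side of the threshold without replicate 1, and all but that of Insm1 along the ordering did without replicate 4.

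Genes with UMIs in a single P1 library. Outer hair cells held Cabp2 only in replicate 1 (6.18 CPM), Tbx2 only in replicate 4 (6.01 CPM) and Msln only in replicate 2 (4.57 CPM). Inner hair cells held Serpina1c only in replicate 1 (2.34 CPM), Msln and Neurod6 only in replicate 3 (8.91 and 6.75 CPM) and Ikzf2 only in replicate 4 (6.40 CPM). In the earliest outer hair cells Tmc1 had UMIs only in replicate 1 (5.20 CPM). Over all libraries together, 3 UMIs come to 2.50 CPM in outer and 2.33 CPM in inner hair cells, so that a few UMIs in 1 library give such values. Counting error, RNA from other cells and a hair cell of the other type under a wrong name all stay open, and none was tested for these genes. No biological explanation was tested.

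Inner against outer hair cells at P1 and at P7. Of 62 named genes tested at both ages, 6 moved one way in all 4 libraries at P1 and the other way in both at P7, and 30 moved the same way throughout. With directions left to chance, 3.12%, or 1.94 genes, would be opposite. The log2 fold changes, inner minus outer, at P1 and P7 were 0.98 and -0.17 for Cd164l2, 1.78 and -0.23 for Kcnj13, 0.97 and -0.50 for Atoh1, 0.34 and -0.22 for Arnt, -0.44 and 0.13 for Myo6, and -0.31 and 0.55 for Myo7a. At P1, Cd164l2, Kcnj13, Atoh1 and Myo6 passed limma's threshold, and at P7 none of the 6 did (limma's adjusted p from 0.165 to 0.798). The difference between the ages was not tested. Maturation of the hair cells is the explanation that the design offers, and it stays open, untested. So do library differences, since each library holds 1 age, and the naming of the classes, which was done apart at each age. The P1 outer hair cells here are the 192 with clear markers, without the 592 hair cells of no type. In the earliest part of the ordered outer hair cells, Atoh1 stood at 759 to 1577 CPM per library. Inner hair cells held 498 CPM and the 192 outer ones 255 CPM. The direction of Atoh1 at P1 may therefore depend on which outer hair cells are taken.

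Glial and mesenchymal genes at P7. In P7 clusters of 176 cells (50 and 126 in replicates 4 and 5), which were found by 4 genes, Fabp7, Ednrb and Sostdc1 among them, that the paper's P7 list gives to Hensen's cells, Mbp averaged 12591 CPM, against 18.9 CPM in the other P7 cells. The paper's text does not mention glial or mesenchymal cells. The prediction for glial cells was that other glial markers would be raised, and epithelial genes and the markers of P1 Hensen's cells low. All 11 glial markers not used to find the clusters were at least 2-fold higher, by a median log2 ratio (of CPM + 10) of 6.20, and Pmp22 averaged 7403 CPM. They were left out when the clusters were picked, but could take part in the clustering itself. Their rise is therefore not independent of how the cells were grouped. Of these markers, 9 are also in the list of Supplementary Data 2 for the P7 cells that it names with a question mark as glia, 5 of them in its list for P7 Hensen's cells too, so that the study picked them from these libraries; Sox10 and Foxd3 are in neither, in the part of that table that was read here. In the rest of the P7 cells, Cnp had a UMI in 11.6% and Sox10 in 9.86%, and each of the others in at most 4.52%. The 5 epithelial genes were lower, by a median of -4.77, and 4 of them at least 2-fold. Those 4 argue against epithelial cells that took up glial RNA and against doublets. The other, Cdh1, does not, at 75.9 CPM in these clusters and 89.9 CPM in the other P7 cells. The 10 markers of P1 Hensen's cells had a median of -0.63, with 2 of them (Egfl6 and Itih5) higher, so that not all fell below the other cells as predicted. Supplementary Data 14 of the paper counts 77 Hensen's cells (26 and 51) and 100 cells named as glia with a question mark (24 and 76), together 177 (50 and 127). Single cells could not be matched to the paper's names. A candidate explanation is that glial cells were carried along in the dissection and that those under the Hensen's cell name at P7 are among them.

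A P7 cluster of 259 cells (86 and 173), found by Coch and Otor, held 205 CPM of Pou3f4, against 0.825 CPM in the other P7 cells. The prediction for mesenchymal cells was that Col1a1, Col1a2, Pou3f4 and Postn would be expressed and epithelial genes low. It was not met in full: Postn stayed at 2.46 CPM and was higher than in the other cells in only 1 of 2 libraries, and Col1a1 reached 17.8 CPM. Of 8 mesenchymal markers not used to find it, 7 were higher, 6 of them at least 2-fold, with a median log2 ratio of 4.18; Emilin2 was lower on average. The most abundant were Ibsp (10608 CPM), Col3a1 (2846 CPM) and Col1a2 (2417 CPM). Mesenchymal markers too could take part in the clustering itself. The other P7 cells had a UMI of Emilin2 in 37.5% and of Col1a2 in 18.7%, and of each other marker in at most 2.07%. Postn and Col3a1 are in the study's P7 list for Hensen's cells. The 5 epithelial genes had a median of -4.96. Of 5 genes tied by the study to the Claudius and outer sulcus position, 3 were higher, with a median of 0.24, which decides nothing. Coch, Otor and Ibsp stand in the marker list for that position as well and are not among these 5. Their high levels therefore do not tell mesenchymal cells from the cells the study places there. In Supplementary Data 14 the paper counts 258 outer sulcus cells at P7, 86 and 172 per library. The low epithelial genes argue against epithelial cells with free RNA. Mesenchymal cells carried along in the dissection stay a candidate explanation, but with Postn near its floor the test does not decide it.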

How the results depend on the processing

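The alternatives with limma's voom, with the top doublet scores removed and with unnamed cells counted, and the tests on other splits of the libraries, were chosen only after the results were seen. The other alternatives, the comparisons, their thresholds, the marker lists and the rule for named genes were set before the data were examined, while the scores needed to name a cluster were not.

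Named genes. There are 130 values of a named gene in a comparison. Apart from leaving out libraries, the alternatives gave 1441 values for them, of which 1412 kept their direction and their side of the 0.05 threshold, 17 lost the call, 5 gained one and 7 reversed. Leaving out a library brings this to 1876, with 1843 kept and 21 lost, where those at E14 and P7 could be kept by direction alone. All values given by an added 50 CPM (130), by classes drawn from a random part of the genes (19), by diffusion pseudotime (10) and by the earliest and latest of 4 parts (10) were kept. Calls were lost without the library block (8 of 130), with an added 1 CPM (2), with no filter on low values (3), with the named genes kept (2) and with the top doublet scores removed (2). Calls were gained with the mean of the deposited log values (3), voom (1) and finer clusters (1).

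Reversals. With the mean of the deposited log values, the log2 fold change of Gjb2 in medial Kölliker's organ was 0.11 (as reported -0.52). With coarser clusters that of Fabp7 in lateral Kölliker's organ was -1.44 (as reported 0.65). The cause was not tested for either. Between E14 lateral and other prosensory cells, called doublets removed and top doublet scores removed gave 1.24 and 1.11 for Fgf20 (as reported -1.92) and 1.23 and 0.98 for Sox2 (-0.09), and called doublets removed gave 0.61 for Cdkn1b (-0.42). Most of the cells changed names under these settings.

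Counts of genes past the threshold, higher and lower, stayed within 1.5 times the reported count except as follows. Without the library block, differences between libraries stay in the error by construction: P1 inner against outer hair cells 198 and 177 (as reported 595 and 513), late against early outer hair cells 453 and 439 (1197 and 1312), E14 lateral prosensory cells against all others 197 and 224 (507 and 640) and against other prosensory cells 48 and 60 (167 and 169), E16 345 and 369 (673 and 712) and P7 inner against outer hair cells 180 and 230 (490 and 522). Classes drawn from a random part of the genes leave fewer genes to test by construction, 1852 and 1312 for P1 hair cells (3662 and 2633) and 285 and 319 at P7. With no filter more genes are tested, and 4506 were lower in P1 hair cells, 309 and 991 differed in E14 lateral prosensory cells and 424 were higher at E16. Under the mean of the deposited log values, 769 genes were higher in E14 lateral prosensory cells against all others and 450 and 97 differed against other prosensory cells, and under voom 869 were higher against all others; the cause was not tested. The classes themselves change with the clusters: E14 lateral prosensory cells against all others gave 1087 and 1300 with coarser clusters, 827 and 1059 with finer ones, 970 and 1228 with called doublets removed and 908 and 1121 with top doublet scores removed, and against other prosensory cells 85 and 105, 362 and 358 and 296 and 257 under the last 3. Coarser clusters left no other prosensory cells, so that this comparison has no value there.

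The share of calls that are higher moved by more than 10 points in a few cases: P1 inner against outer hair cells 42.4% with called doublets removed (as reported 53.7%), E14 lateral prosensory cells against all others 23.8% with no filter, 62.9% with deposited log values and 59.3% with voom (44.2%), against other prosensory cells 82.3% and 62.1% with the latter 2 (49.7%), and E16 38.4% with no filter (48.6%). The cause was not tested. In P1 hair cells against all others, the median log2 fold change of all genes was 0.13, and 0.18 with voom and -0.00338 with no filter, so that fold changes there are relative to that shift.

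Results without a test over genes. The Kölliker's organ share of named cells fell by 49.6 points from P1 to P7, but with unnamed cells counted as Kölliker's organ it changed by 5.79 points (-9.61 with coarser and -6.80 with finer clusters, -6.08 with interdental and inner sulcus cells counted, -0.932 and 12.5 without P7 replicate 4 or 5), so that its sign is open. Over the 2000 most variable genes, inner phalangeal cells were closer to other supporting cells than to Kölliker's organ, at -0.0349 against 0.0379 as reported, inner pillar cells were closer to row 3 than to other Deiters' cells, at -0.0333 against -0.000508, and Deiters' cells were closer to row 3 Deiters' cells than to inner pillar cells by 0.0747 against 0.0115. Why the choice of genes does this was not tested. Without centring, 0, 2.94, 0 and 100% of the inner hair cells of replicates 1 to 4 fell in the more mature cluster.

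Leaving out each library in turn gave 3197 to 3525 higher and 2267 to 2546 lower genes for P1 hair cells against all others, 411 to 519 higher and 391 to 453 lower for inner against outer hair cells, 2614 to 2801 higher and 2178 to 2352 lower against lateral supporting cells, 923 to 988 higher and 1017 to 1068 lower along the ordering and 506 to 782 higher and 565 to 810 lower at E16. The 13 class markers and 5 metabolic genes past the threshold stayed as many in each case. The log2 fold change of Insm1 along the ordering lay between -1.01 and -0.57 and lost its call without replicate 2 or 4, and that of Elmo1 at E16 lay between 0.68 and 1.07 and lost its call without replicate 2 or 3. Gaps in similarity ranged over 0.0322 to 0.0435 for inner phalangeal cells with Kölliker's organ, 0.0628 to 0.0733 with its lateral part, -0.00213 to 0.00271 for inner pillar cells and 0.00983 to 0.0144 for Deiters' cells, and the change in the Kölliker's organ share over -50.0 to -49.2 points. At E14 and P7 a single library is left, so that only directions were compared, and the lone library gives no test.

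Other splits of the libraries. Classes of the same library resemble each other, so only splits that part every such pair count, and these swap the groups within some of the libraries. At P1 there are 8 and at E16 there are 4. For P1 hair cells against all others, inner against outer hair cells, hair cells against lateral supporting cells, late against early outer hair cells, the metabolic genes and each cell class against all others, the real split was the only 1 of 8 to give as many genes past the threshold, and at E16 the only 1 of 4; no other split gave any. So few splits cannot give a share under 0.05, and chance cannot be excluded by them.

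Tests with edgeR and DESeq2, which were among the alternatives for 4 comparisons, were not run, although whole UMIs could be worked back from the deposited logs, and voom on the summed UMIs stands in their place. Depth limits the results for weakly expressed genes: 3 UMIs over a whole class come to 2.50 CPM in P1 outer and 5.67 CPM in P7 inner hair cells, and Tmc1, Ikzf2 and Msln were too low to be tested between P1 inner and outer hair cells, as was St6galnac5 at both ages.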

Differences from the paper's values

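The comparison with the top doublet scores removed was chosen only after the values were seen; the other alternatives in this part were set before the data were examined.

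Cells of a class. The paper's cell numbers are from its text and Supplementary Data 1, and 9 of the 32 classes compared differ. The paper's 860 outer hair cells at P1 are not among these, since they were set against 784 hair cells that are not inner ones, but only 192 of those had clear markers and entered the tests of inner against outer hair cells. For P1 Deiters' cells other than row 3 the paper has 552 and this count is 185, and none of the alternatives set before the data were examined closes the gap (185 with coarser clusters, 166 with finer clusters, 227 with the named genes kept and 168 with called doublets removed). E14 lateral prosensory cells number 267 in the paper and 132 here, and all 4 of those alternatives differ from the paper too, though not in 1 direction (652 with coarser clusters, 456 with finer clusters, 157 with the named genes kept and 548 with called doublets removed): 3 of them turn the shortfall into an excess. Against the paper's 325 medial prosensory cells at E14, 515 other prosensory cells were found; the difference goes with the named genes kept (409) or called doublets removed (221) and turns into a shortfall with finer clusters (197), while coarser clusters give no such class. The paper's 899 cells of the lesser epithelial ridge at E14 stand against 426, under all 4 alternatives as well (539 with coarser clusters, 339 with finer clusters, 415 with the named genes kept and 411 with called doublets removed). For E14 Oc90 cells the paper has 820 and the count is 431; coarser clusters close the gap (670), and finer clusters (423), the named genes kept (438) and called doublets removed (427) do not. Medial prosensory cells at E16 number 145 in the paper and 18 here, with 145 under finer clusters and 117 with the named genes kept, which do not differ, and 10 with called doublets removed, which does. The paper's 89 Hensen's cells at E16 stand against 335; coarser clusters (100), the named genes kept (95) and called doublets removed (100) close the gap, finer clusters (329) do not, and the removal of the top doublet scores, which was chosen after seeing the values, closes it as well (93). At P7 the paper has 23 inner pillar cells against 47, with no alternative set before the data were examined that closes the gap (47 with coarser clusters, 47 with finer clusters, 46 with the named genes kept and 45 with called doublets removed). Kölliker's organ cells at P7 number 1892 in the paper and 442 here, and the 4 alternatives leave this as it is (532 with coarser clusters, 443 with finer clusters, 446 with the named genes kept and 445 with called doublets removed). Supplementary Data 14 counts 682 medial and 700 lateral ones where Supplementary Data 1 has 266 and 750, so that the gap is larger by it.

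Fold changes. The paper's supplementary tables give natural logs of the fold of mean expression, and values on the same scale were computed here for 29 genes, with the same sign throughout; 9 differ by more than the SD between libraries. For P7 inner against outer hair cells the paper has 2.21 for Fgf8, here 2.28. For outer against inner hair cells it has 1.13 for Pebp1, here 1.18, and 2.93 for Ocm, here 2.92, and 1.72 for Car2, here 1.77. With each of the alternatives set before the data were examined (coarser clusters, finer clusters, named genes kept, called doublets removed) Ocm no longer differs, and Car2 does not with the named genes kept or called doublets removed but does with coarser or finer clusters; Fgf8 and Pebp1 differ under all 4. For E14 lateral prosensory cells against the rest, the paper has 1.27 for Fgfr3, here 1.45, 0.664 for Prox1, here 0.857, 0.536 for Nrcam, here 0.647, and 0.543 for Tgfbr1, here 0.719, and these differ under all 4 alternatives. The way they differ depends on the clusters: all 4 are above the paper's values as reported and with the named genes kept, and below them with coarser clusters, finer clusters and called doublets removed (for Fgfr3 0.725, 0.915 and 0.794). The paper's 0.692 for Ngfr, here 0.552, does not differ with the named genes kept (0.594) and does under the other 3.

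Counts at P7. The paper tested cells, and the values here test libraries. At an adjusted p of 0.01 the paper has 146 inner hair cell genes, and limma gives 274. Of the alternatives set before the data were examined, an added 1 CPM (195) and classes drawn from a random part of the genes (184) come within 1.5 times; no library block (82, below the paper's number), an added 50 CPM (235), no filter (303), the deposited log values (399), coarser (362) and finer clusters (239), the named genes kept (347) and called doublets removed (261) do not. For outer hair cells the paper has 163 genes and limma gives 327; no library block (113) and classes drawn from a random part of the genes (208) come within 1.5 times, and an added 1 CPM (246) or 50 CPM (280), no filter (350), the deposited log values (363), coarser (385) and finer clusters (288), the named genes kept (380) and called doublets removed (309) do not.

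Mature inner hair cells. By Supplementary Data 14 the paper's share of mature cells is 0% in P1 replicate 2 and 0% in replicate 3, and the shares here are 67.6% and 65.1%. Without centring, an alternative set before the data were examined, the value is 2.94% in replicate 2, which still differs, and 0% in replicate 3, which does not. In replicate 1 the paper's share is 93.8% (exact 95% interval 82.8% to 98.7%) and the share here is 68.2% (52.4% to 81.4%), which is within 1.5 times but below that interval, and without centring it falls to 0%.

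Genes and rankings. The paper describes Lgr5 and Fgf3 as restricted to row 3 Deiters' cells among the classes. Inner phalangeal cells held 251 ± 97.5 CPM of Fgf3 here, against 275 ± 106 CPM in row 3 Deiters' cells (SD, n = 4 libraries), and 129 ± 34.0 against 194 ± 66.9 CPM of Lgr5. Fh1 and Dlat, which the paper calls specific to hair cells, were higher in hair cells than in lateral supporting cells in all 4 libraries, by log2 fold changes of 0.29 and 0.30, but did not pass the threshold over all genes (limma's adjusted p = 0.0926 and 0.0914). The mean of the deposited log values calls both (0.14 and 0.12), and voom, chosen after seeing the values, calls Fh1 (0.42). The paper gives Ogdh as specific to outer hair cells, and the log2 fold change of Ogdh, inner minus outer, was 0.04 (limma's adjusted p = 0.959, higher in inner hair cells in 2 of 4 libraries). The paper describes hair cells at P7 as more uniform than before; the mean correlation between pairs of outer hair cells was 0.424 at P1 and 0.423 at P7 (exact permutation p = 0.867), while the share of variance on the first principal component was lower at P7. For Fgf20 at E16 the legend of Supplementary Figure 7 names medial prosensory cells alone. Inner phalangeal cells held 119 ± 70.3 CPM, lateral prosensory cells 37.9 ± 28.2 CPM and inner hair cells 12.1 ± 10.1 CPM (SD, n = 3 libraries), differences that were not tested. Only 18 cells carried the medial prosensory name here. At 1500 UMIs, 4.66% of lateral prosensory cells had a UMI of Fgf20. With finer clusters, the named genes kept and called doublets removed it was 1.30%, 1.05% and 0.951%. It was 3.94% with coarser clusters and 4.13% with top doublet scores removed. The level in lateral prosensory cells thus depends on the clusters, and medial cells among them cannot be excluded.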

Other observations

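The tests on cells with both Fgf20 and Fgfr3 and on the naming of the prosensory clusters were chosen only after the results were seen; so was the count of P1 classes that split by library.

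Mature inner hair cells at P1. In the paper's Supplementary Data 14 the mature inner hair cells come from replicates 1 and 4 alone (93.8% and 66.7% of their inner hair cells). The prediction for a difference between libraries, set beforehand, was that the more mature cells would come from 2 of the 4 libraries and that other classes would differ between the same libraries in the same genes. With centring they came from all 4 in like shares (60.7% to 68.2%), but centring favours like shares by construction. Without centring they came from replicate 4 nearly alone, so that the prediction was not met in either form. Each of 14 P1 classes was then divided into 2 clusters without centring, a count chosen after this was seen. In 5 of them the same cluster held more than 90% of replicate 4 and under 10% of each other library: inner hair cells, outer hair cells, inner pillar cells, Hensen's cells and inner sulcus cells. Deiters' cells (0, 4.76, 11.5 and 100% of replicates 1 to 4) and row 3 Deiters' cells (0, 0, 15.8 and 100%) came near this, and lateral Kölliker's organ cells less so (0, 41.6, 24.0 and 97.0%). In medial Kölliker's organ, Claudius or outer sulcus and interdental cells the split set replicate 1 apart, with 0.205%, 1.94% and 0% of its cells in the cluster that held at least 79.2% of every other library. Oc90 cells alone leaned as the paper's inner hair cells do, with 45.1% and 55.9% of replicates 1 and 4 and 17.4% and 14.3% of replicates 2 and 3 in the same cluster. In hair cells without a type (80.5, 72.6, 66.2 and 53.6% of replicates 1 to 4) the split set no library apart. Nor did it in inner phalangeal cells (77.5, 73.0, 62.7 and 52.7%). Along the axis of genes that separates the 2 inner hair cell clusters, library means of outer hair cells had a correlation of 5.72e-05 with those of inner hair cells, and those of other classes of 0.387 to 0.851, over only 4 libraries. Libraries thus differ within several classes, and such a difference may contribute to the split into stages, but it cannot be told apart from a difference in maturity, because stage and library go together without centring and centring removes both. A difference in the age or stage of the animals behind the libraries stays open, untested.

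Fgf20 and Fgfr3 in single prosensory cells. The paper finds the genes in separate clusters, and the hypothesis tested was that single cells keep them apart in every library whatever the clustering. At 1500 UMIs per cell, 9 of 647 E14 cells had a UMI of both genes, where 12.7 would by independence (Fisher's exact test over cells, p = 0.257), with 7 against 6.30 in replicate 1 and 2 against 6.44 in replicate 2. At E16, 2 of 683 cells had both, where 8.53 would (Fisher's exact test, p = 0.00655), and the counts were below those of independence in all 3 libraries, with p from 0.126 to 1 within a library. Fgfr3 and Prox1, which the paper places together, met in 16 E14 cells against 5.70 and in 62 E16 cells against 43.4. Cells are not independent replicates, and the p over all cells pools libraries. With so few UMIs per gene, neither age decides whether single cells keep Fgf20 and Fgfr3 apart in each library.

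Naming of the E14 prosensory clusters. Fgf20, Sox2 and Cdkn1b change direction between lateral and other prosensory cells once called doublets are removed. Only 4 and 3 cells of the libraries were removed, and the hypothesis tested was that the direction follows the names the clusters then carry. After the removal, 413 of the 515 other prosensory cells carried the lateral name, and 95 kept theirs. With the top doublet scores removed it was 363 and with finer clusters 319, while with the named genes kept 29 changed. A change of names alone does not account for the change of direction: with finer clusters, Fgf20 and Sox2 kept theirs. Fgf20 then had a UMI in 8.33% of lateral and 23.9% of other prosensory cells, and the log2 fold change of Sox2 was -0.67. With called doublets removed, 95 of the 221 other prosensory cells had that name as reported and 0 the lateral name. With finer clusters it was 196 of 197. Cells of neither reported class thus entered the comparison and may contribute. Which names are right was not tested, and no biological explanation was tested.

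Expression of regulators that the paper found through their targets. Regulon activity was not computed. In P1 hair cells, Usf2 averaged 215 ± 59.0 CPM (SD, n = 4 libraries), against 101 ± 14.0 CPM in all other cells (log2 fold change 0.99, standard error 0.12, limma's adjusted p = 4.19e-05), and Brf2, at 15.0 ± 4.56 CPM in all other cells, was higher as well (log2 fold change 2.06, standard error 0.11, limma's adjusted p = 9.43e-08). Both were higher in hair cells in all 4 libraries. Bdp1, whose regulon the paper assigns to inner hair cells, averaged 54.5 ± 32.9 CPM in inner and 73.7 ± 44.9 CPM in outer hair cells at P1 (log2 fold change -0.44, standard error 0.28, limma's adjusted p = 0.360), and 61.0 ± 17.2 and 154 ± 26.5 CPM at P7 (n = 2 libraries; log2 fold change -1.23, standard error 0.30, limma's adjusted p = 0.00458; lower in inner hair cells in both). Arnt averaged 34.6 ± 18.7 CPM in the latest and 16.7 ± 5.44 CPM in the earliest ordered outer hair cells (log2 fold change 0.69, standard error 0.28, limma's adjusted p = 0.0649).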
